# Gadd45g insufficiency drives the pathogenesis of myeloproliferative neoplasms

**DOI:** 10.1038/s41467-024-47297-2

**Published:** 2024-04-06

**Authors:** Peiwen Zhang, Na You, Yiyi Ding, Wenqi Zhu, Nan Wang, Yueqiao Xie, Wanling Huang, Qian Ren, Tiejun Qin, Rongfeng Fu, Lei Zhang, Zhijian Xiao, Tao Cheng, Xiaotong Ma

**Keywords:** Myeloproliferative disease, Cell signalling, Myeloproliferative disease

## Abstract

Despite the identification of driver mutations leading to the initiation of myeloproliferative neoplasms (MPNs), the molecular pathogenesis of MPNs remains incompletely understood. Here, we demonstrate that growth arrest and DNA damage inducible gamma (GADD45g) is expressed at significantly lower levels in patients with MPNs, and *JAK2V617F* mutation and histone deacetylation contribute to its reduced expression. Downregulation of *GADD45g* plays a tumor-promoting role in human MPN cells. *Gadd45g* insufficiency in the murine hematopoietic system alone leads to significantly enhanced growth and self-renewal capacity of myeloid-biased hematopoietic stem cells, and the development of phenotypes resembling MPNs. Mechanistically, the pathogenic role of *GADD45g* insufficiency is mediated through a cascade of activations of RAC2, PAK1 and PI3K-AKT signaling pathways. These data characterize *GADD45g* deficiency as a novel pathogenic factor in MPNs.

## Abstract (web summary)

Different gene mutations have been reported as drivers for myeloproliferative neoplasms (MPN). Here, the authors show that Gadd45g insufficiency induces MPN in mouse models and associates with MPN in patients.

## Introduction

Myeloproliferative neoplasms (MPNs) are hematopoietic stem cell (HSC) disorders that affect cells of the myeloid lineage^1^. Classical Philadelphia-negative MPNs (Ph^-^MPNs) are characterized by excessive output of one or more mature myeloid blood cell lineages, and comprise polycythemia vera (PV), essential thrombocythemia (ET) and primary myelofibrosis (PMF)^2–4^. Mutations of *JAK2*, *CALR* and *MPL*, referred to as “driver mutations”, occur in more than 95% of MPNs patients, leading to constitutive activation of the JAK-STAT signaling pathway and then the initiation of the diseases^5^. Furthermore, co-occurring somatic mutations in genes associated with epigenetic regulation, transcriptional control and splicing machine have been identified in MPNs patients, preceding driver mutation acquisition and contributing to disease progression. Among them, *ASXL1*, *DNMT3A* and *TET2* are at relatively high frequencies in upwards of 5% of patient samples across the MPNs spectrum^6^. Current treatment has shown benefits of reduction in splenomegaly and improvements in symptoms in patients with MPNs. However, they cannot eradicate MPNs stem cells efficiently and the molecular response is variable and unpredictable^4,7,8^. A better understanding of the pathogenesis of the MPNs may provide novel targets for developing effective therapeutics.

The GADD45 family of genes (*GADD45a*, *GADD45b* and *GADD45g*), which encode small (18 kDa) nuclear/cytoplasmic proteins, are stress sensors^9^. Our previous work demonstrates that *GADD45g* is preferentially silenced in patients with acute myeloid leukemia (AML) and its upregulation exerts selective and potent anti-leukemic effects^10^. However, whether GADD45g plays a role in the development of MPN remains unknown.

In the present study, we show that *GADD45g* expression is significantly lower in patients with MPNs, and negatively correlated with higher clonogenic potential and inflammatory cytokine production. *Gadd45g* deficiency alone is sufficient to cause MPN in mice. GADD45g insufficiency exerts tumor-promoting activities through the activation of RAC2-PAK1-PI3K-AKT signaling pathway. The most common driver mutation *JAK2V617F* and histone deacetylation are involved in the *GADD45g* silencing in MPNs. Our results demonstrate for the first time the pathogenic role of GADD45g insufficiency in MPNs.

## Results

### GADD45g is downregulated in MPNs and its low expression exerts tumor-promoting activities in human MPN cells

In order to assess the role of GADD45g, we first examined the expression levels of this gene in patients with MPNs. The results revealed that its expression was significantly lower in primary CD34^+^ and bone marrow mononuclear cells (BMMNCs) from patients with ET and PV, compared to those from healthy volunteers, at both mRNA and protein levels (Fig. 1a–c). In a separate cohort (GSE53482), *GADD45g* was markedly downregulated in CD34^+^ cells from patients with PV and PMF compared to healthy individuals (Fig. 1d). No appropriate datasets of MPNs were available for prognostic analysis.

**Fig. 1:**
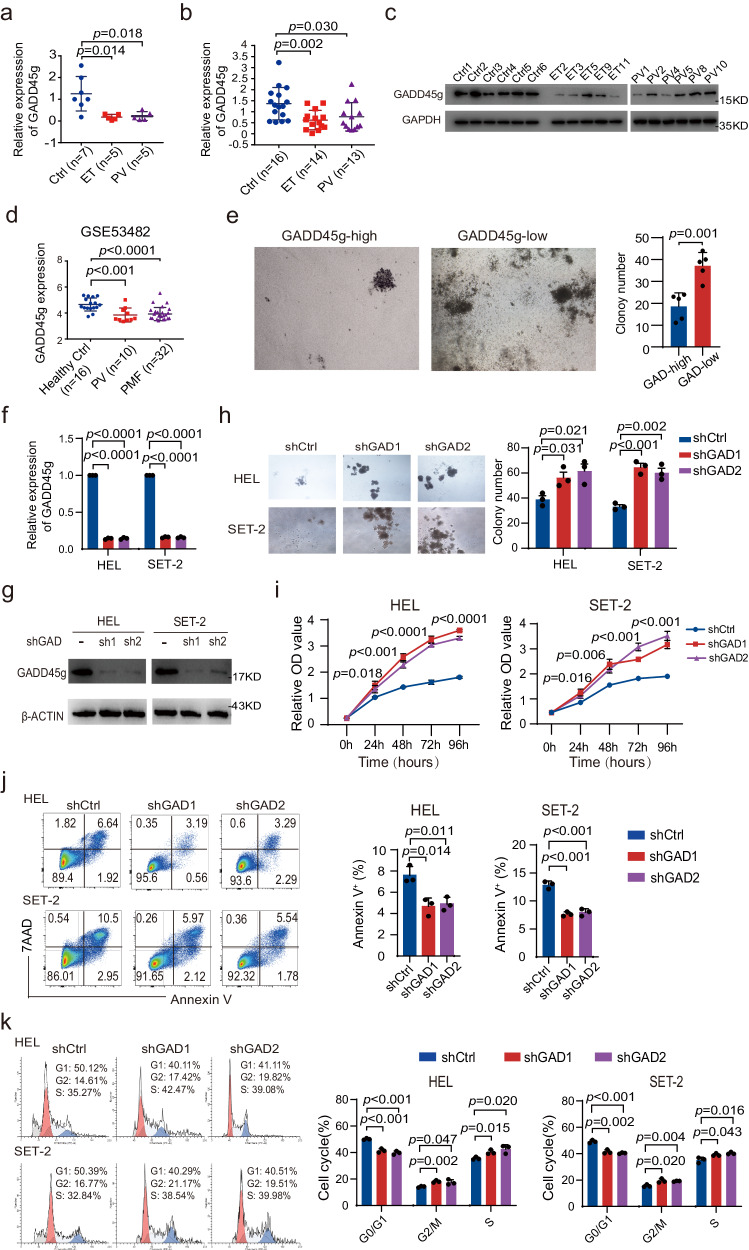
Reduced expression of GADD45g in human MPNs cells exhibits tumor-promoting functions. **a** Relative expression of *GADD45g* mRNA in primary CD34^+^ cells from patients with ET (*n* = 5) and PV (*n* = 5) compared with those from human cord blood (CB) (*n* = 7), as determined by qRT-PCR. **b** Relative expression of *GADD45g* mRNA in primary BMMNCs from patients with ET (*n* = 14) and PV (*n* = 13) compared with those from healthy donors (*n* = 16), as determined by qRT-PCR. **c** Western blot analysis of GADD45g protein levels in primary BMMNCs from patients with ET, PV and healthy donors (*n* = 5-6 donors in each group). **d** *GADD45g* expression in CD34^+^ cells from patients with PV (*n* = 10) and PMF (*n* = 32) in comparison to those from healthy volunteers (*n* = 16) (GSE53482). **e** Comparison of colony formation potential between primary BM CD34^+^ cells from GADD45g^high^ and those from GADD45g^low^ patients with MPN (*n* = 5 per group). **f** Relative expression of *GADD45g* mRNA in HEL and SET-2 cells transfected with 2 different *GADD45g-*specific shRNAs (shGAD1 and shGAD2). A scrambled shRNA was used as a control (shCtrl). **g** Western blot showing GADD45g-protein levels in HEL and SET-2 cells after knockdown using shGAD1 and shGAD2. Blots are representative of three independent experiments. **h–k** Effects of *GADD45g* knockdown on colony formation (**h**), proliferation (**i**), apoptosis (**j**) and cell cycle (**k**) of HEL and SET-2 cells. For (**f** and **h–k**) Figures shown are representative of three independent experiments with similar results. Data are shown as mean ± SD (*n* = 3 technical replicates). Comparisons were evaluated by two-tailed Student’s *t* test, and multiple groups were analyzed with one-way ANOVA.

To explore the functional significance of GADD45g expression, we tested whether the levels of GADD45g in CD34^+^ cells from patients with MPN were negatively correlated with their colony-forming capacities. We dichotomized these cells into high and low GADD45g expression groups and observed that GADD45g^low^ MPN cells showed a significantly greater clonogenic potential than their respective GADD45g^high^ counterparts (Fig. 1e).

Then, we knocked down GADD45g expression in MPN cell lines HEL and SET-2 by lentiviral delivery of shRNAs (shGADD45g-1 and shGADD45g-2) (Fig. 1f–g). As expected, GADD45g downregulation significantly promoted the clonogenic capacities (Fig. 1h) and proliferation (Fig. 1i), inhibited apoptosis (Fig. 1j), and moderately affected the cell cycle of these cells (Fig. 1k). In contrast, overexpression of GADD45g in the cell lines with a Dox-inducible Tet-on system exerted the opposite effects (Supplementary Fig. 1a–e).

Overall, these findings indicate that GADD45g expression is aberrantly downregulated in MPNs, and its reduced expression acts as a tumor promoter in MPN cells.

### *Gadd45g* deficiency induces aberrations in hematological parameters in mice at 4–6 months of age

We have shown that GADD45g is differentially expressed at low levels in patients with MPN, and cBioPortal analysis revealed that the rates of *GADD45g* gene mutation are extremely low in various myeloid malignancies (<0.5%), including AML, MPNs and MDSs (Supplementary Fig. 2a–c). Therefore, to investigate the role of GADD45g silencing in the pathogenesis of myeloid malignancies, we generated hematopoietic-specific heterozygous (*Gadd45g*^*+/***−**^) and homozygous *Gadd45g* knockout mice (*Gadd45g*^**−/−**^) by crossing *Gadd45g*^flox/flox^ mice with the *Vav-Cre* mice (Supplementary Fig. 3a, b). The expression of the other two members of GADD45 family, *Gadd45a* and *Gadd45b*, was not altered upon *Gadd45g* knockout (Supplementary Fig. 3c).

The hematological parameters and function of long-term HSCs (LT-HSCs) of *Gadd45g*-deleted and Ctrl mice were examined every two months after birth. The results revealed that LT-HSCs from 4-month-old *Gadd45g*^*+/***−**^ and *Gadd45g*^**−/−**^ mice showed significantly enhanced self-renewal capacities (Supplementary Fig. 4a, Fig. 2a). No differences in the homing potential were observed (Supplementary Fig. 4b).

**Fig. 2:**
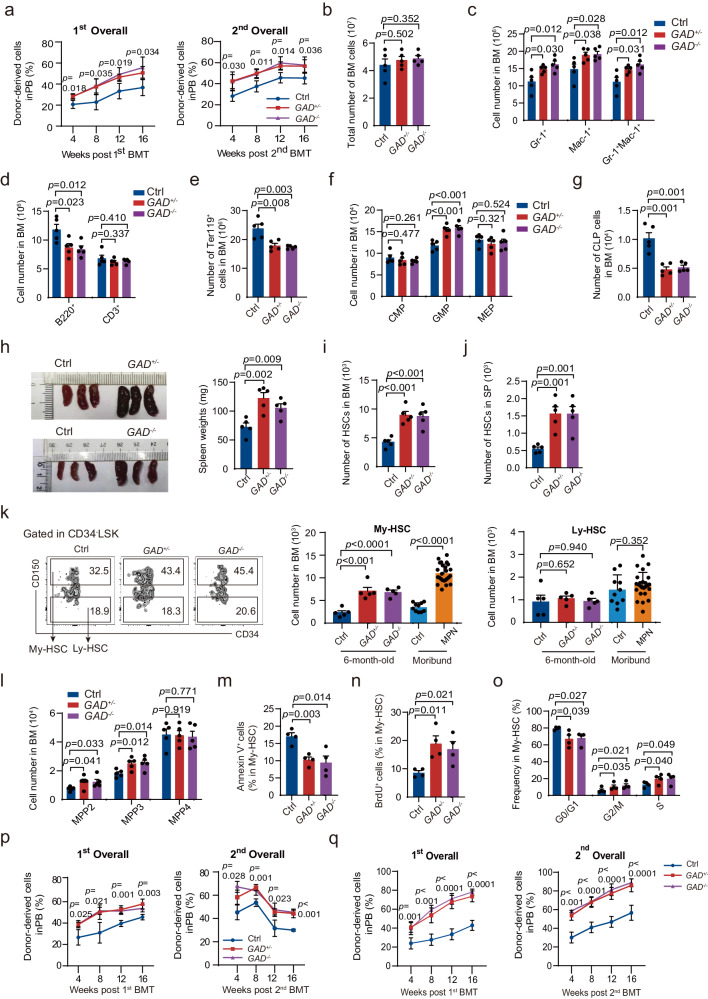
*Gadd45g* deficiency leads to aberrations of hematological parameters and enhanced self-renewal capacities of HSCs in mice aged 4–6 months. **a** Percentage of donor chimerism in the PB of lethally irradiated primary recipients transplanted with LT-HSCs freshly isolated from 4-month-old *Gadd45g*^*+/−*^ (*GAD*^*+/−*^) (*n* = 4), *Gadd45g*^**−/−**^ (*n* = 4) and Ctrl (*n* = 5) mice together with competitor cells (top). Donor chimerism in the PB of secondary recipients transplanted with CD45.2^+^ LT-HSCs from primary recipient mice together with competitor cells (bottom). **b–g** Total number of BM cells (**b**), and absolute numbers of Gr-1^+^, Mac-1^+^ and Gr-1^+^Mac-1^+^ cells (**c**), B220^+^ and CD3^+^ cells (**d**), Ter119^+^ cells (**e**), CMP, GMP, MEP cells (**f**), and CLP cells (**g**) in the BM of 6-month-old *Gadd45g*^*+/−*^, *Gadd45g*^**−/−**^ and Ctrl mice (*n* = 5 mice per group). **h** Representative images of spleens and spleen weights of 6-month-old *Gadd45g*^*+/−*^, *Gadd45g*^**−/−**^ and Ctrl mice (*n* = 5 mice per group). **i**, **j** Absolute numbers of HSCs in the BM (**i**) and spleen (**j**) of 6-month-old *Gadd45g*^*+/−*^, *Gadd45g*^**−/−**^ and Ctrl mice (*n* = 5 mice per group). **k** Numbers of My-biased HSCs and Ly-biased HSCs in the BM from 6-month-old *Gadd45g*^*+/−*^, *Gadd45g*^**−/−**^ and Ctrl mice (*n* = 5 mice per group), and from the moribund mice with MPN (*n* = 25) and Ctrl (*n* = 10) group (bottom). Representative flow cytometry plots were shown on the top. **l** Absolute numbers of MPP2, MPP3 and MPP4 in the BM of 6-month-old *Gadd45g*^*+/−*^, *Gadd45g*^**−/−**^ and Ctrl mice (*n* = 5 mice per group). **m–o** Apoptosis (**m**), proliferation (**n**) and cell-cycle (**o**) analysis of My-biased HSCs in the BM from 6-month-old *Gadd45g*^*+/−*^, *Gadd45g*^**−/−**^ and Ctrl mice (*n* = 4 mice per group). **p** Percentages of donor-derived overall (CD45.2^+^) cells in the PB of primary recipients transplanted with My-biased HSCs from 6-month-old *Gadd45g*^+/**−**^ (*n* = 4), *Gadd45g*^**−/−**^ (*n* = 4) and Ctrl (*n* = 5) mice together with competitor cells (top), and chimerism in the PB of secondary recipients transplanted with CD45.2^+^ My-biased HSCs from primary recipients together with competitor cells (bottom). **q** Percentages of donor chimerism in the PB of primary recipients transplanted with My-biased HSCs from 8-month-old *Gadd45g*^*+/−*^, *Gadd45g*^**−/−**^ and Ctrl mice together with competitor cells (left), and in the PB of secondary recipients transplanted with CD45.2^+^ My-biased HSCs from primary recipients together with competitor cells (right). (*n* = 5 mice per group). For (**a–q**): Data are shown as means ± SD, two-tailed Student’s *t*-test.

Abnormal hematological parameters, including skewed differentiation toward myeloid in the PB, bone marrow (BM) and spleen, as well as evident enlargement of the spleen, were observed in 6-month-old heterozygous and homozygous *Gadd45g* knockout mice (Fig. 2b–h, Supplementary Fig. 5a–f). In addition, both the *Gadd45g*^*+/−*^ and *Gadd45g*^**−/−**^ mice showed dramatic elevations in the number of HSCs in the BM and spleen (Fig. 2i–j). HSC population is heterogeneous and can be divided into myeloid-biased (My-biased) and lymphoid-biased (Ly-biased) HSC, distinguished by CD150^11,12^. Thus, we next sought to explore whether the myeloid skewing is attribute to a shift in the HSCs pool. Flow cytometric analysis revealed a significant boost in the number of My-biased HSCs in the BM of *Gadd45g*^*+/−*^ and *Gadd45g*^**−/−**^ mice, while the Ly-biased HSCs remained unchanged (Fig. 2k). Correspondingly, the numbers of myeloid-biased MPP2 and MPP3 were markedly augmented, while that of lymphoid-biased MPP4 were unchanged (Fig. 2l). The decreased apoptosis (Fig. 2m), enhanced cell proliferation (Fig. 2n) and increased proportions of cells in S-G2/M phase (Fig. 2o) may account for the augment in the number of My-biased HSCs.

Serial competitive repopulation assays revealed that the self-renewal capacities of My-biased HSCs from 6-month-old *Gadd45g*^*+/***−**^ and *Gadd45g*^**−/−**^ mice were significantly enhanced (Fig. 2p), and the differentiation bias toward the myeloid lineage in the BM was reproducible after transplantations (Supplementary Fig. 5g, h). Furthermore, the My-biased HSCs from 8-month-old *Gadd45g*-insufficient mice also exhibited significantly enhanced self-renewal, as compared to age-matched Ctrl mice (Fig. 2q).

Collectively, these data indicate that both heterozygous and homozygous deletions of *Gadd45g* lead to boosts in number and self-renewal capacities of My-biased HSCs, and myeloid-skewed differentiation, gradually evident in mice older than 4 months.

### *Gadd45g* deficiency leads to the development of myeloproliferative neoplasm in mice after 10 months of age

Long-term enhanced self-renewal capacity of HSCs can lead to neoplastic transformation^13,14^. Continuous follow-up showed that *Gadd45g*^*+/−*^ and *Gadd45g*^**−/−**^ mice had a significantly shorter mean survival than Ctrl mice (Fig. 3a). PB, BM and spleen analysis of the moribund mice showed that 25 of 55 *Gadd45g*^*+/−*^ and *Gadd45g*^**−/−**^ mice developed MPN, after 10-month of age, while no Ctrl mice had the disease. There were no significant differences in morbidity or disease types between *Gadd45g*^*+/−*^ and *Gadd45g*^**−/−**^ mice, suggesting the phenotypes induced by *Gadd45g* deficiency are not gene dosage-dependent in mice. Therefore, hereinafter, we no longer discriminated between *Gadd45g* heterozygous and homozygous knockout, but collectively referred to them as “deficiency”, or “insufficiency”, etc.

**Fig. 3:**
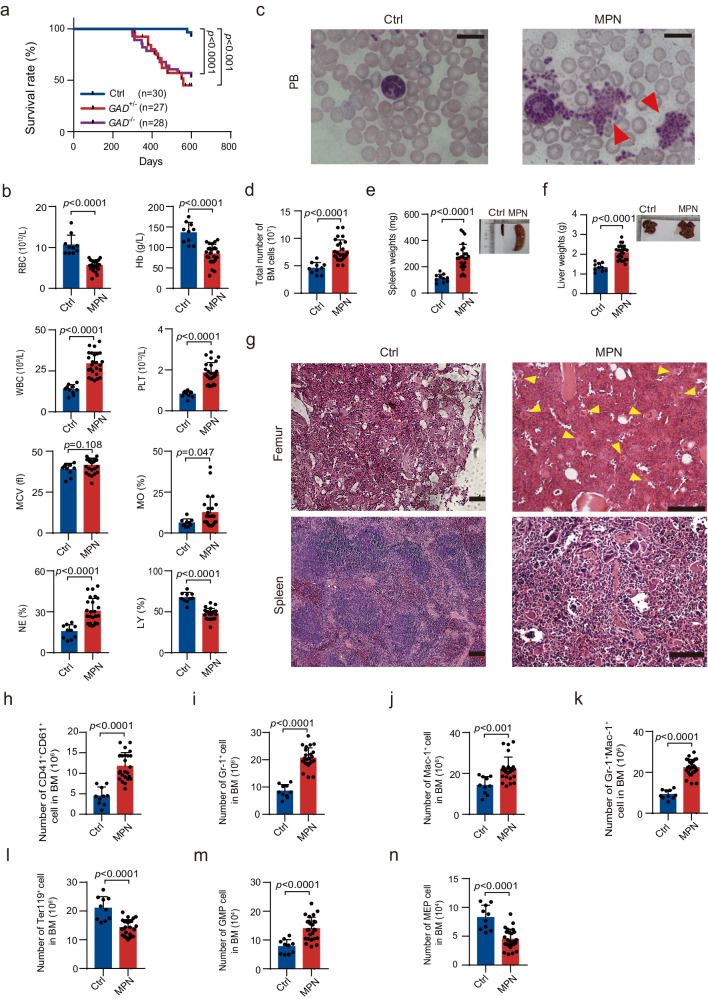
*Gadd45g* deletions induce MPN in mice after 10 months of age. **a** Kaplan-Meier survival curves of *Gadd45g*^*+/−*^, *Gadd45g*^**−/−**^ and Ctrl mice (*n* = 27-30 mice per group, log-rank test). **b** Counts of RBC, hemoglobin, WBC, platelet, and MCV, and percentages of monocytes, neutrophils and lymphocytes in the PB of moribund *Gadd45g-*insufficient mice with MPN (*n* = 25) and Ctrl mice (*n* = 10). **c** Wright-Giemsa staining of PB smears prepared from Ctrl and mice with MPN. Red arrowheads indicate abundant platelets. Bar represents 50 μm. At least three independent biological replicates were performed. **d** Total number of BM cells in moribund mice with MPN (*n* = 25) and Ctrl mice (*n* = 10). **e** Spleen weights and representative images of spleens of moribund mice with MPN (*n* = 25) and Ctrl mice (*n* = 10). **f** Liver weights and representative images of livers of moribund mice with MPN (*n* = 25) and Ctrl mice (*n* = 10). **g** H&E staining of femur (top) and spleen (bottom) sections from Ctrl and moribund mice with MPN. Yellow arrowheads indicate megakaryocytes. Bars represent 100 μm. At least three independent biological replicates were performed. **h–n** Absolute number of CD41^+^CD61^+^ (**h**), Gr-1^+^(**i**), Mac-1^+^(**j**), Gr-1^+^Mac-1^+^ (**k**), Ter119^+^ (**l**), GMP (**m**), MEP (**n**) cells in the BM of moribund mice with MPN (*n* = 25) and Ctrl mice (*n* = 10). For (**b**, **d–f**, **h–n**): Data are shown as means ± SD. Two-tailed Student’s *t* test.

All the 25 moribund *Gadd45g-*deficient mice showed anemia and thrombocytosis, and significant increases in the percentages of neutrophils and monocytes, while the proportions of lymphocytes were markedly decreased in the PB, as compared to Ctrl group (Fig. 3b). The increase in platelets was further confirmed by PB smears (Fig. 3c). These mice also exhibited distinct BM hypercellularity, hepatomegaly, and splenomegaly (Fig. 3d–f). Histological analyses demonstrated increased numbers of megakaryocytes in the BM and disorganized spleen architecture, which are hallmarks of MPN (Fig. 3g). Flow cytometric analysis revealed that the proportions of megakaryocytes and myeloid cells were markedly augmented in the BM and spleen (Fig. 3h–k, Supplementary Fig. 6a–d). BM erythropoiesis was reduced (Fig. 3l), with compensatory splenic erythropoiesis (Supplementary Fig. 6e).

Analysis of hematopoietic stem and progenitor cells (HSPCs) revealed that, in the BM of all the moribund *Gadd45g-*insufficient mice, the number of My-biased HSCs was dramatically augmented, while the Ly-biased HSCs remained unchanged (Fig. 2k). The GMP population was markedly increased (Fig. 3m), whereas the number of MEPs was significantly decreased (Fig. 3n). Furthermore, prominent increases in the numbers of My-biased HSCs (Supplementary Fig. 6h), GMPs (Supplementary Fig. 6j) and MEPs (Supplementary Fig. 6l) in the spleens of the moribund mice indicate the occurrence of extramedullary hematopoiesis. These phenotypes are most consistent with a diagnosis of MPN.

No *Gadd45g*^+/**−**^ and *Gadd45g*^**−/−**^ mice developed AML during an observation time of up to 2 years, suggesting that *Gadd45g* depletion is insufficient to engender AML, the development of which requires the acquisition of a second hit.

Noncompetitive transplantations of whole BM cells from the moribund mice with MPN recapitulated the disease in lethally irradiated mice (Fig. 4a–j), with a shortened latency, ranging from 233 to 405 days (Supplementary Table 1), suggesting that the *Gadd45g* deficiency-induced MPN is transplantable.

**Fig. 4:**
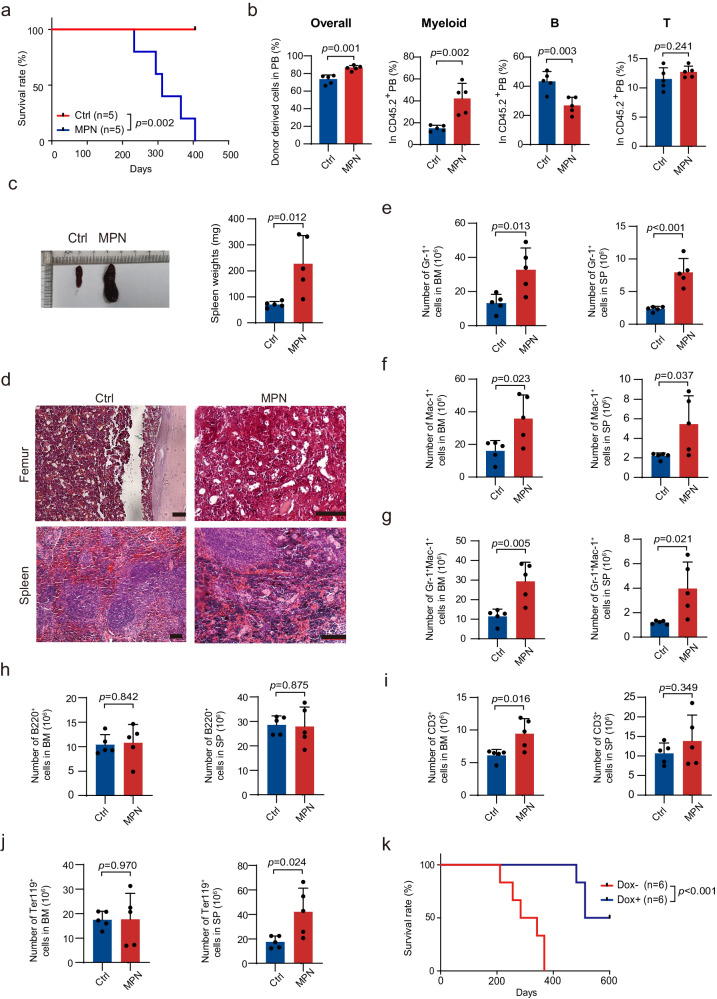
*Gadd45g* deficiency-induced MPN is transplantable and reintroduction of *Gadd45g* prominently prolongs the survival of mice with MPN. **a–j** One million whole BM cells from the Ctrl mice or moribund mice with MPN (CD45.2) were transplanted into lethally irradiated recipients (CD45.1) (5 recipients per group). The hematological parameters were examined when the recipient mice required euthanasia because of moribund conditions. Kaplan-Meier survival curves of the recipient mice (log-rank test) (**a**). Percentages of donor-derived overall (CD45.2^+^) and those of myeloid (Mac-1^+^), B (B220^+^), and T (CD3^+^) cells in CD45.2^+^ PB of recipients (**b**). Representative images of spleens from recipient mice (left) and spleen weights of recipient mice (right) (**c**). H&E staining of femur (top) and spleen (bottom) sections from recipient mice. Bars represent 100 μm. At least three independent biological replicates were performed (**d**). Absolute number of Gr-1^+^ (**e**), Mac-1^+^ (**f**), Gr-1^+^Mac-1^+^ (**g**), B220^+^ (**h**), CD3^+^ (**i**) and Ter119^+^ (**j**) cells in the BM (left) and spleen (right) of recipient mice. (**k**) Lin^-^c-kit^+^ HSPCs isolated from moribund mice with MPN were transfected with Dox-inducible *Gadd45g* lentiviral vector and then transplanted into lethally irradiated recipient mice (10^4^ cells per mouse). Dox (1 mg/mL) was added to drinking water 7 days after transplantation for 1 week to induce *Gadd45*g expression. Kaplan-Meier survival curves of recipient mice in different groups were shown (*n* = 6 mice per group, log-rank test). For (**b**, **c**, **e–j**): Data are shown as means ± SD. Two-tailed Student’s *t* test.

Next, we generated a Dox-inducible Tet-on lentiviral system to reintroduce *Gadd45g* into the HSPCs isolated from *Gadd45g-*deficient mice with MPN, and transplanted them into lethally irradiated wild-type mice. The reintroduction of *Gadd45g* prominently prolonged the survival and reduced the morbidity of the recipient mice (Fig. 4k, Supplementary Table 1), confirming the causal role of *Gadd45g* deficiency in the development of MPN in mice.

Somatic mutations are closely associated with MPNs^3^. To determine whether *Gadd45g* deficiency led to occurrence of important malignancy-associated mutations, we performed WES on c-kit^+^ BM cells from moribund *Gadd45g*^*+/−*^ mice with MPN, and those from age-matched Ctrl. No apparent differences in the types, rates and spectra of exome mutations were observed between *Gadd45g*-deficient and the Ctrl mice. In addition, no malignancy-associated exome mutations were induced by *Gadd45g* insufficiency (Supplementary Fig. 7a–c).

Taken together, these observations suggest that *Gadd45g* deficiency causes MPN in mice after a period of latency, without inducing additional somatic mutations.

### Gadd45g deficiency induces myeloproliferative neoplasms via activation of PI3K-AKT signaling pathway

We have demonstrated that the median mRNA expression levels of *GADD45g* in BMMNCs from patients with MPNs were approximately twofold lower than in BMMNCs from healthy individuals (Fig. 1b), similar to the reduction in *Gadd45g* haploinsufficient mice (Supplementary Fig. 3b). Therefore, we used *Gadd45g*^*+/−*^ mice in the following experiments. 

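Bone marrow cells carrying c-kit, the receptor tyrosine kinase found on hematopoietic stem and progenitor cells, were sorted, and their RNA was sequenced on an Illumina HiSeq instrument. The data examined here are 1 library, that of the Ctrl mice, whose genotype is wild type. The library of *Gadd45g*+/- mice with MPN was not analysed here, so no fold change and no test between the groups is given, and there are no replicates. The authors deposited 1 value per gene in FPKM, fragments on a gene scaled by the gene's length and the library's total. The aligner, the counting method, the genome build and the number of mice are not named in the paper's text. Of the 54532 Ensembl gene identifiers, 54495 are in GENCODE M21, the annotation of GRCm38 from which gene names, lengths and coordinates were taken. Each FPKM value was multiplied by the summed length of the gene's exons in that annotation. The products were whole multiples of 1 common step, within 0.01 of a whole number, for 96.4% of the genes above 0, where chance would give 2%. The share was 64.6% on chromosomes 17, 18 and 19 and 99.9% on the others. Rounded to whole numbers and read as fragments, the multiples summed to 17113323 over all genes and to 15899824 over the genes whose multiple was whole. The step itself corresponds to a total of 15783891, which is 0.922 of the first sum and 0.993 of the second, and the reason for the difference was not tested. In this library 12111 genes reached 1 FPKM, of which 10290 are protein-coding, and with a minimum of 10 FPKM in its place the number was 5111. A gene of the median length among them, 3788 nucleotides of exon, has about 59.8 recovered fragments at 1 FPKM. *Gadd45g* (ENSMUSG00000021453), on the forward strand of chromosome 13 from 51846678 to 51848468, had 19.3 FPKM from 358 recovered fragments, with a 95% Wilson interval of 17.4 to 21.4 FPKM. The interval covers counting error only and not the difference between mice. *Gadd45a* (ENSMUSG00000036390) was higher, at 78.8 FPKM with an interval of 75.5 to 82.1, and *Gadd45b* (ENSMUSG00000015312) was lower, at 15.6 FPKM with an interval of 14.2 to 17.3. None of the 3 intervals overlap, although those of *Gadd45b* and *Gadd45g* nearly meet. The order of *Gadd45b* and *Gadd45g* rests on division by gene length. *Gadd45b* had more recovered fragments than *Gadd45g*, and the summed length of its exons is greater. Whether the differences among the 3 genes exceed the spread between mice cannot be said from 1 library.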

To elucidate the mechanisms underlying the pathogenic role of *Gadd45g* deficiency in MPN, we performed RNA sequencing (RNA-seq) analyses on c-kit^+^ BM cells from *Gadd45g*^*+/−*^ mice with MPN in comparison with those from Ctrl (Fig. 5a). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of the upregulated genes revealed that PI3K-AKT signaling pathway was ranked top in *Gadd45g*-defficient cells from mice with the malignancy. Gene set enrichment analysis (GSEA) further confirmed the activation of the pathway (Fig. 5b, c).

**Fig. 5:**
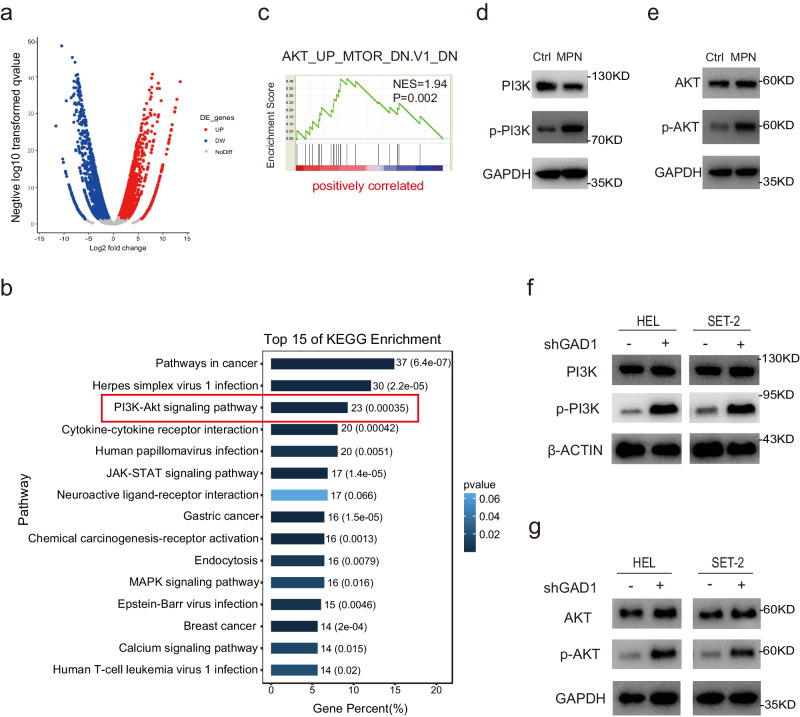
Gadd45g deficiency induces activation of PI3K-AKT pathway. **a** RNA-seq analysis were performed on c-kit^+^ BM cells from *Gadd45g*^*+/−*^ mice with MPN and those from Ctrl mice. A total of 7098 (3665 upregulated and 3433 downregulated) were differentially expressed in *Gadd45g*^*+/−*^ mice with MPN. Volcano plot of normalized gene expression in moribund mice with MPN was shown. **b** KEGG enrichment analysis of the RNA-seq data indicating the activation of PI3K-AKT signaling pathway in *Gadd45g*-defficient cells from mice with MPN. **c** GSEA plot showing positive enrichment of AKT signaling in *Gadd45g*-defficient cells from moribund mice with MPN. The normalized enrichment score (NES) and *P* value were shown. **d** Western blot analysis of p-PI3K and total PI3K protein levels in c-kit^+^ BM cells from *Gadd45g*^*+/−*^ mice with MPN and Ctrl mice. **e** Western blot analysis of pAKT-Ser473 and total AKT protein levels in c-kit^+^ BM cells from *Gadd45g*^*+/−*^ mice with MPN and Ctrl mice. **f** Western blot analysis of p-PI3K and total PI3K protein expression in HEL and SET-2 cells with or without *GADD45g* knockdown. **g** Western blot analysis of pAKT-Ser473 and total AKT protein expression in HEL and SET-2 cells with or without *GADD45g* knockdown. For (**b**, **c**): Two-tailed Student’s *t* test, no adjustment was made for multiple comparisons. For (**d–g**): At least three independent experiments were performed.

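In the Ctrl library, 13 of 14 genes chosen for the PI3K-AKT pathway reached 1 FPKM, and their median was 15.3 FPKM. *Akt1* (ENSMUSG00000001729), on the reverse strand of chromosome 12 from 112653821 to 112674884, had the highest level of the 14, at 70.9 FPKM with a 95% Wilson interval of 68.9 to 73.0. This was 3.54 times the level of *Akt2*, at 20.0 FPKM. Among the catalytic subunits of class I PI3K, *Pik3cd* (ENSMUSG00000039936), on chromosome 4 from 149649168 to 149702571, had 55.9 FPKM with an interval of 54.4 to 57.4. The other catalytic subunits were lower, with 17.9 FPKM for *Pik3cg*, 10.0 FPKM for *Pik3cb* and 8.00 FPKM for *Pik3ca*. The phosphatase gene *Inpp5d*, whose product acts against PI3K, had 29.6 FPKM. *Pik3r3* had 0.143 FPKM from 12 recovered fragments, the lowest of the 14. These are levels in the Ctrl group alone, in a library that also held fragments on marker genes of mature neutrophils and red cells, and they give no direction for the cells of *Gadd45g*+/- mice with MPN. The paper compares those cells with Ctrl and finds this pathway ranked first in a KEGG enrichment of the upregulated genes. Together with gene set enrichment, Western blots and knockdown in HEL and SET-2 cells, it reads this as activation of the pathway by *Gadd45g* insufficiency.

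**Figure D1:**
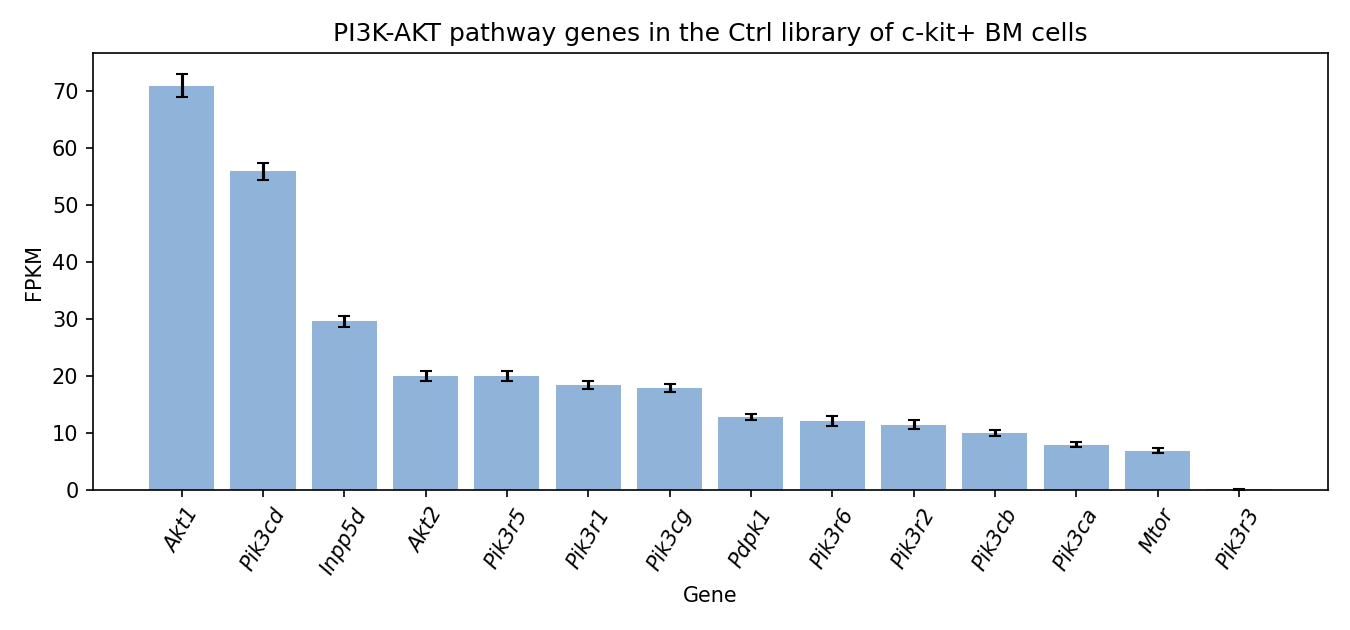
FPKM (vertical axis) of 14 PI3K-AKT pathway genes (horizontal axis) in the Ctrl library of c-kit+ BM cells. Bars are the values of 1 library and error bars are 95% Wilson intervals of counting error. *Akt1* at 70.9 FPKM and *Pik3cd* at 55.9 FPKM stand above the other 12 genes.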

The RNA-seq results were validated by Western blot (Fig. 5d, e). Consistent with observations from mouse, knockdown of *GADD45g* in HEL and SET-2 cells resulted in enhanced activities of PI3K and AKT (Fig. 5f, g). These data indicate that *Gadd45g* insufficiency leads to activation of PI3K-AKT signaling pathway.

To determine whether activation of PI3K-AKT pathway plays crucial roles in the hematological abnormalities induced by *Gadd45g* insufficiency, 2-month-old *Gadd45g*^*+/−*^ and Ctrl mice were orally administered with MK-2206, an AKT kinase inhibitor^15^, for 4 months. The results revealed that treatment with MK-2206 largely reversed the shortened survival caused by *Gadd45g* deficiency (Fig. 6a). In addition, the boosts in white blood cell (WBC) counts, spleen weight and My-biased HSCs, and the myeloid differentiation bias in the 6-month-old mice were completely abolished (Fig. 6b–h, Supplementary Fig. 8a–h). Consistent with the in vivo results, treatment with MK-2206 completely rescued the enhancements in clonogenicity and proliferation, and the decreases in apoptosis of HEL and SET-2 cells induced by *GADD45g* knockdown (Fig. 6i–k). Moreover, MK-2206 administration largely diminished the clonogenic advantage of primary CD34^+^ cells from patients with MPNs in the GADD45g^low^ group (Fig. 6l).

**Fig. 6:**
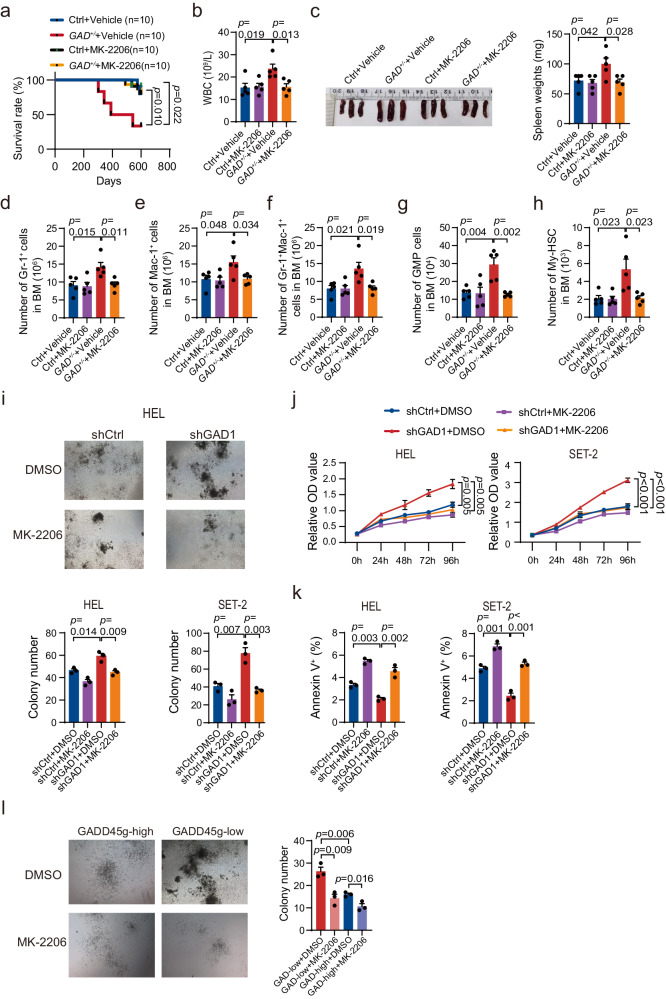
Inhibition of PI3K-AKT pathway eliminates the tumor-promoting effects of *Gadd45g* deficiency in MPN. **a–h** Two-month-old *Gadd45g*^*+/−*^ and Ctrl mice were orally administered with vehicle or MK-2206 at 100 mg/kg 3 times a week for 2 months, followed by once a week for another 2 months (No overt toxicity was observed at these doses and schedule). Kaplan-Meier survival curves of mice in each group (*n* =  10 mice per group, log-rank test) (**a**). Counts of WBC in the PB of mice in each group (*n* =  5 mice per group) (**b**). Representative images of spleens (left) and spleen weights (right) of mice in each group (*n* =  5 mice per group) (**c**). Absolute number of Gr-1^+^ cells (**d**), Mac-1^+^ cells (**e**), Gr-1^+^Mac-1^+^ cells (**f**), GMP cells (**g**), and My-biased HSCs (**h**) in the BM of mice in each group (*n* =  5 mice per group). **i** Effects of MK-2206 treatment (10 μM for 14 days) on colony formation of *GADD45g* knocked down HEL and SET-2 cells. **j–k** HEL and SET-2 cells with or without *GADD45g* knockdown were incubated with MK-2206 (10 μM) or DMSO as control for 72 h. Effects of MK-2206 treatment on proliferation (**j**) and apoptosis (**k**) of these cells. **l** Effects of MK-2206 treatment (10 μM for 14 days) on colony formation of primary BM CD34^+^ cells from GADD45g^high^ and GADD45g^low^ patients with MPN (*n* = 3 patients per group). For (**i–k**) Figures shown are representative of three independent experiments with similar results. Data are shown as mean ± SD (*n* = 3 technical replicates). Comparisons were evaluated by two-tailed Student’s *t* test, and multiple groups were analyzed with one-way ANOVA.

These data suggest activation of PI3K-AKT signaling pathway mediates the tumor-promoting role of *Gadd45g* insufficiency in MPN.

### *Gadd45g* deficiency induces the activation of PI3K-AKT pathway via RAC2-PAK1 axis

All GADD45 family members are small, acidic proteins, and often function through interactions with other regulatory proteins^16^. To identify possible proteins that directly interact with GADD45g, we performed GADD45g-interactome screening using immunoprecipitation (IP) followed by mass spectrometry (MS) in c-kit^+^ BM cells of wild-type mice, and identified RAC2, the only protein expressed exclusively in hematopoietic cells and promoting the progression of MPNs^17^, as a potential interacting protein (Supplementary Data 1). The direct interaction of GADD45g with RAC2 was validated using co-immunoprecipitation (co-IP) assays followed by Western blot (Fig. 7a), and was further confirmed by the evident colocalization of GADD45g with RAC2 (Fig. 7b). Meanwhile, RAC1, which exhibits considerable homology and is functionally interchangeable with RAC2^18^, showed no interaction with GADD45g (Supplementary Fig. 9a, b). Next, we examined the cellular localization of the three proteins by immunofluorescence analysis of cord blood CD34^+^ cells from healthy human donors. Both GADD45g and RAC2 exhibited a perinuclear distribution, and areas of colocalization of them were clearly evident, consistent with that visualized in murine c-kit^+^ BM cells; whereas RAC1 displayed dispersed cellular locations with little perinuclear localization and its colocalization with GADD45g was low (Fig. 7c). Therefore, the distinct cellular localizations of RAC2 and RAC1 may be implicated in the specificity of binding.

**Fig. 7:**
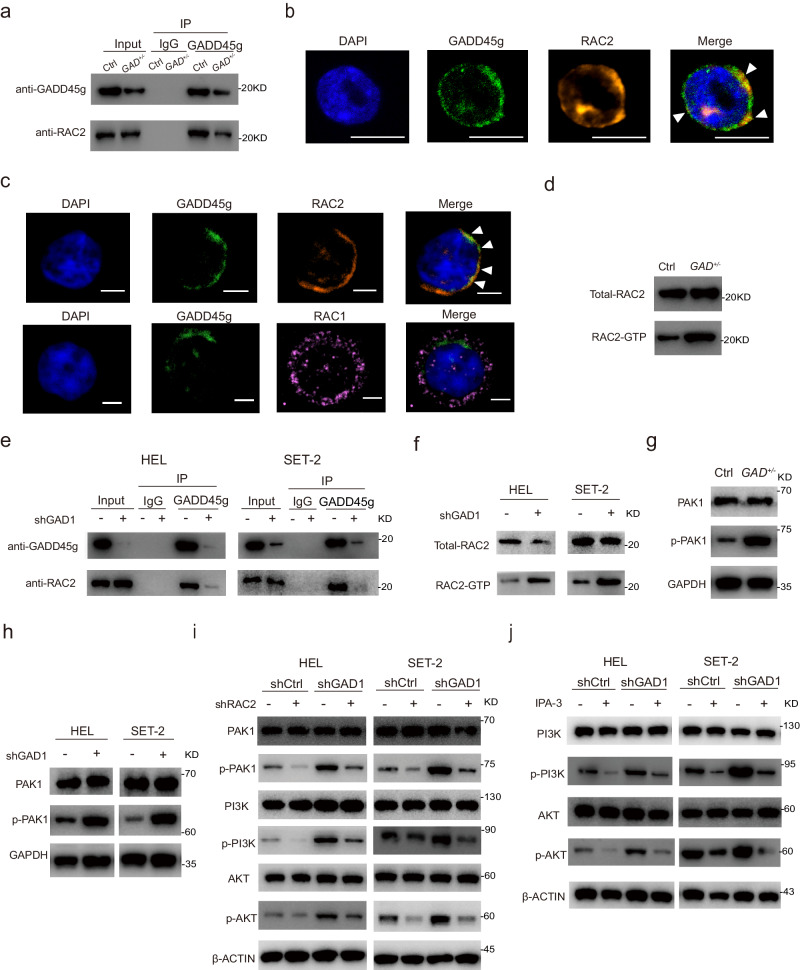
RAC2-PAK1 pathway mediates the *Gadd45g* insufficiency-induced activation of PI3K-AKT. **a** c-kit^+^ BM cells from diseased *Gadd45g*^+/**−**^ and Ctrl mice were lysed, precipitated with anti-GADD45g antibody, and detected by Western blot with anti-RAC2 and -GADD45g antibodies. **b** Representative immunofluorescence micrographs showing colocalization of GADD45g with RAC2 in c-kit^+^ BM cells of Ctrl mice. Panels represent nucleus (blue), GADD45g (green), RAC2 (yellow), and merged images, respectively. Arrows in merged image indicate colocalization of GADD45g with RAC2. Bar represents 10 μm. **c** Representative immunofluorescence micrographs showing cellular distribution of GADD45g, RAC2 and RAC1 in cord blood CD34^+^ cells from healthy human donors. Panels represent nucleus (blue), GADD45g (green), RAC2 (orange), RAC1 (pink), and merged images, respectively. Arrows in merged image indicate colocalization of GADD45g with RAC2. Bar represents 5 μm. **d** Western blot analysis of RAC2-GTP and total RAC2 protein levels in c-kit^+^ BM cells from diseased *Gadd45g*^*+/−*^ and Ctrl mice. **e** HEL and SET-2 cells transfected with GADD45g-specific shRNA or shCtrl were lysed, precipitated with anti-GADD45g antibody, and detected by Western blot with anti-RAC2 and -GADD45g antibodies. **f** Western blot analysis of RAC2-GTP and total RAC2 protein levels in HEL and SET-2 cells transfected with *GADD45g-*specific shRNA or shCtrl. **g** Western blot analysis of p-PAK1 and total PAK1 protein levels in c-kit^+^ BM cells from diseased *Gadd45g*^+/**−**^ and Ctrl mice. **h** Western blot analysis of p-PAK1 and total PAK1 protein levels in HEL and SET-2 cells transfected with *GADD45g-*specific shRNA or shCtrl. **i** HEL and SET-2 cells were transfected with *GADD45g-*specific shRNA or shCtrl for 48 h, followed by transfection with RAC2-specific shRNA (shRAC2) or scrambled control (Scr) for another 48 h. The protein levels of p-PAK1, total PAK1, p-PI3K, total PI3K, pAKT-Ser473 and total AKT were examined by Western blot. **j** HEL and SET-2 cells were transfected with *GADD45g-*specific shRNA or shCtrl for 48 h, followed by treatment with vehicle or IPA-3 (10 μM for 48 h). The protein levels of p-PI3K, total PI3K, pAKT-Ser473 and total AKT were examined by Western blot. For (**a–j**): At least three independent experiments with similar results were performed.

Intriguingly, the interaction of RAC2 with GADD45g was prominently reduced, and the level of activated RAC2-GTP was significantly increased upon heterogeneous loss of *Gadd45g* (Fig. 7a, d). Consistent results were obtained in *GADD45g-*knocked down human MPN cell lines (Fig. 7e, f). In line with these data, our RNA-seq analyses also revealed activation of Rho GTPases, a family to which RAC2 belongs, in c-kit^+^ BM cells from moribund *Gadd45g*^*+/***−**^ mice (Supplementary Fig. 10). Collectively, these data suggest that GADD45g interacts with and suppresses the activity of RAC2 in wild-type cells, and *Gadd45g* insufficiency leads to the disassociation of GADD45g-RAC2 complex and relieves the inhibition of RAC2 activation.

PAKs are serine/threonine kinases which act as major downstream effectors of the Rho-GTPases family^19–21^. Among the PAK family members, only activation of PAK1 has been shown to be implicated in the pathogenesis of MPNs^22^. In addition, Lu et al. reported that activated RAC2 regulates homing of T lymphoid progenitor through successive activations of PAK1 and AKT^23^. These observations led us to speculate that activated RAC2 phosphorylated PAK1, which in turn resulted in activation of PI3K-AKT.

To test the hypothesis, we first detected the activation status of PAK1 in c-kit^+^ BM cells from moribund *Gadd45g*^+/**−**^ and Ctrl mice. As expected, *Gadd45g* deficiency resulted in significant enhancement of PAK1 activity (Fig. 7g). Consistent results were obtained in *GADD45g*-knocked down HEL and SET-2 cells (Fig. 7h).

We next investigate whether the activation of PI3K-AKT induced by *GADD45g* knockdown is mediated through RAC2-PAK1 pathway in MPN cell lines. As expected, downregulation of RAC2 by lentiviral shRNA not only largely diminished the activation of PAK1 and PI3K-AKT (Supplementary Fig. 11a, b, Fig. 7i), but also reversed the enhancement of colony-forming capacity and inhibition of apoptosis caused by *GADD45g* knockdown in HEL and SET-2 cells (Fig. 8a, b). Administration of IPA-3, a specific inhibitor of PAK1^24^, exerted similar effects on PI3K-AKT (Fig. 7j), colony formation and apoptosis in these cells (Fig. 8c, d).

**Fig. 8:**
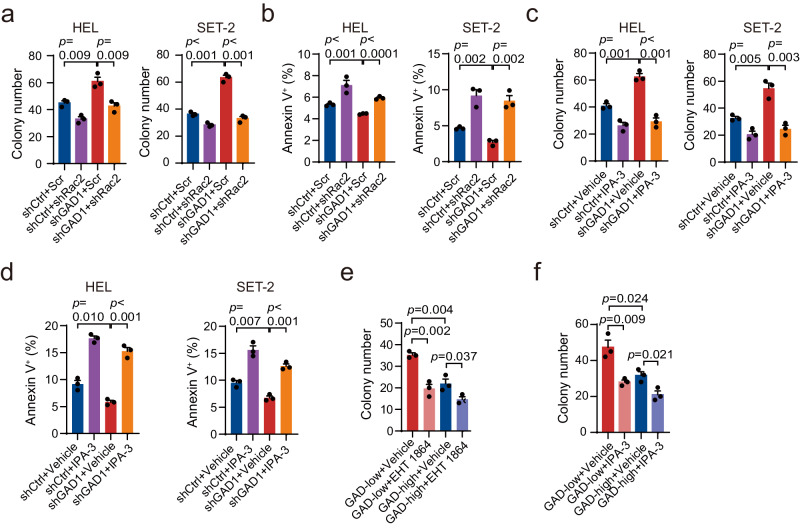
Inhibition of RAC2 or PAK1 reverses the tumor-promoting effects of *GADD45g* deficiency in human MPN cells. **a**, **b** HEL and SET-2 cells were transfected with *GADD45g-*specific shRNA or shCtrl for 48 h, followed by transfection with RAC2-specific shRNA (shRAC2) or scrambled control (Scr) for another 48 h. Effects of RAC2 knockdown on colony formation (**a**) and apoptosis (**b**) of these cells. (**c**) HEL and SET-2 cells were transfected with *GADD45g-*specific shRNA or shCtrl for 48 h. Cells were then plated in methylcellulose containing IPA-3 (10 μM). Colonies were counted and analyzed on day 14. **d** HEL and SET-2 cells were transfected with *GADD45g-*specific shRNA or shCtrl for 48 h, followed by treatment with vehicle or IPA-3 (10 μM) for 48 h, and the percentage of apoptosis cells was examined. **e** Effects of EHT 1864 treatment (5 μM for 10–14 days) on colony formation of primary BM CD34^+^ cells from GADD45g^high^ and GADD45g^low^ patients with MPN (*n* = 3 per group). **f** Effects of IPA-3 treatment (10 μM for 10–14 days) on colony formation of primary BM CD34^+^ cells from GADD45g^high^ and GADD45g^low^ patients with MPN (*n* = 3 per group). For (**a**–**d**)**:** Figures shown are representative of three independent experiments with similar results. Data are shown as mean ± SD (*n* = 3 technical replicates). Comparisons were evaluated by two-tailed Student’s *t* test, and multiple groups were analyzed with one-way ANOVA.

Similar to AKT kinase inhibitor MK-2206, treatment with RAC inhibitor EHT 1864^25^ or PAK1 inhibitor IPA-3 largely diminished the clonogenic advantage of CD34^+^ cells from MPNs patients in the GADD45g^low^ group (Fig. 8e, f).

Collectively, our study demonstrates that the induction of MPN by *Gadd45g* insufficiency involves a cascade of signaling events, including successive activations of RAC2, PAK1 and PI3K-AKT.

### *Gadd45g* deficiency induces aberrant inflammatory cytokine production

It is well accepted that chronic inflammation plays a critical role in the pathogenesis of MPNs^26^. To investigate whether *Gadd45g* insufficiency led to a dysregulated cytokine production, we detected the serum concentrations of several inflammatory cytokines, which have been reported to be of pivotal significance in MPNs^27–33^, using Luminex assay in the 4- and 6-month-old and moribund *Gadd45g*^*+/−*^ mice, and their age-matched controls. Intriguingly, the results revealed that the levels of IL-4, IL-6, CCL3 and GM-CSF were significantly increased in *Gadd45g*^*+/−*^ mice after the onset of MPN (Fig. 9a), consistent with clinical observations from the patients^27,32,33^.

**Fig. 9:**
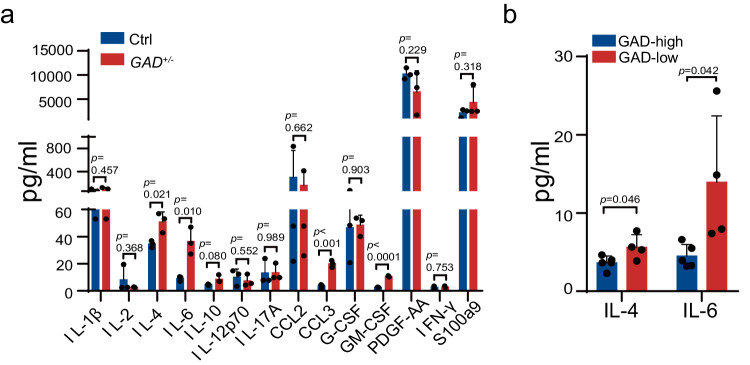
Aberrant production of inflammatory cytokines caused by *Gadd45g* deficiency. **a** Serum concentrations of IL-1β, IL-2, IL-4, IL-6, IL-10, IL-12 p70, IL-17A, CCL2, CCL3, G-CSF, GM-CSF, PDGF-AA, IFN-γ and S100a9 in the *Gadd45g*^*+/−*^ mice with MPN and their age-matched controls (*n* =  3 mice per group). **b** Comparisons of serum concentrations of IL-4 and IL-6 between GADD45g^high^ (*n* = 5) and GADD45g^low^ (*n* = 4) patients with MPN. Data are shown as means ± SD, two-tailed Student’s *t* test.

In addition, to examine whether the levels of GADD45g were negatively correlated with the cytokine production, some of the patients with MPNs included in our GADD45g expression analysis were conducted simultaneously serum cytokine measurement. We dichotomized these patients into GADD45g^high^ and GADD45g^low^ expressers and observed that the levels of IL-4 and IL-6 were significantly higher in GADD45g^low^ patients with MPNs, as compared with their respective GADD45g^high^ counterparts (Fig. 9b).

### *JAK2V617F* mutation and histone deacetylation are involved in *GADD45g* silencing in MPNs, and *GADD45g* downregulation partially mediates *JAK2V617F* activity in a MPN xenograft model

Our previous study reveals that FLT3-ITD and MLL-AF9 oncogenes, which present with a high leukemic burden and confer a poor prognosis in patients with AML, contributed to the silencing of *GADD45g* in AML^10^. These findings urged us to investigate whether *JAK2V617F*, the most recurrent mutation critical for disease initiation, is involved in the downregulation of *GADD45g* in MPNs. We treated primary BMMNCs from patients with PV, 95% of which harbor the *JAK2V617F* mutation^3^, with JAK2 inhibitor (ruxolitinib) or vehicle. qRT-PCR analysis showed that the mRNA expression levels of *GADD45g* were markedly increased upon ruxolitinib treatment (Fig. 10a). We next transduced 293T cells with lentiviruses expressing *JAK2V617F*, wild-type *JAK2*, or empty vector constructs, and observed that only *JAK2V617F* overexpression resulted in a significant decrease in the expression level of *GADD45g* (Fig. 10b). These data suggest that *JAK2V617F* mutation can repress GADD45g expression.

**Fig. 10:**
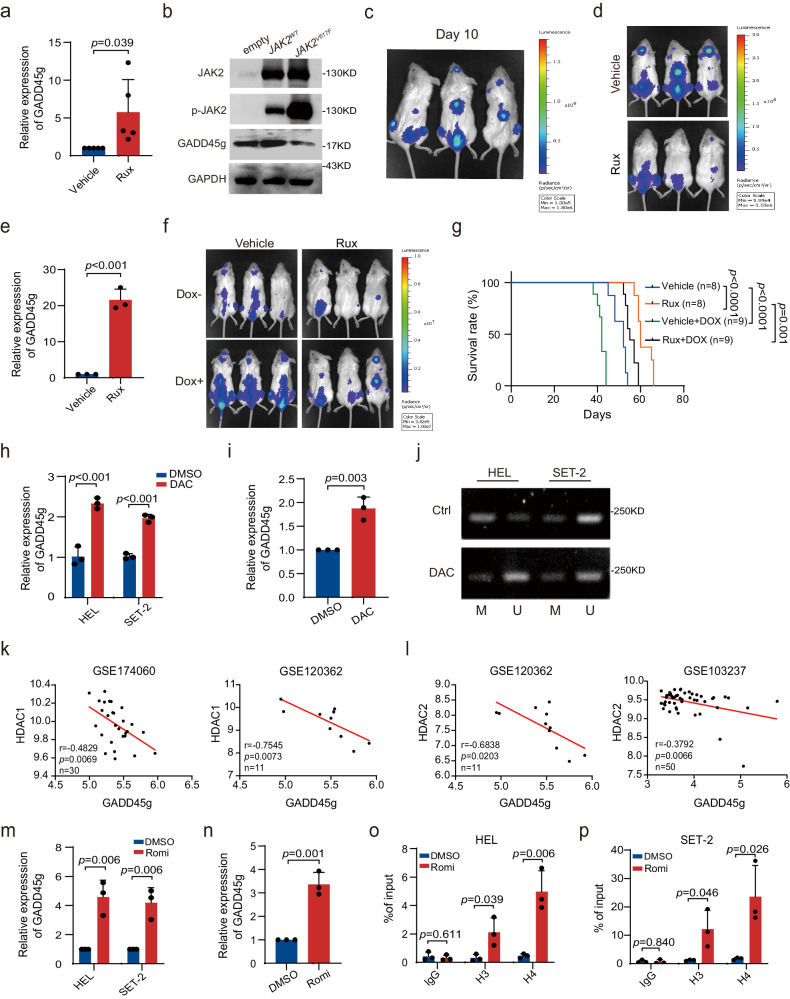
The expression of *GADD45g* is repressed by *JAK2V617F* mutation and histone deacetylation, and *GADD45g* reduction plays a tumor-promoting role in *JAK2V617F* MPN. **a** qRT-PCR analysis of *GADD45g* expression in BMMNCs from patients with PV treated with 50 nM ruxolitinib (Rux) or vehicle for 24 h (*n* = 5). **b** Western blot analysis of JAK2, p-JAK2 and GADD45g protein levels in 293T cells transduced with lentiviruses expressing *JAK2V617F*, wild-type *JAK2* or empty vector constructs. Blots shown are representative of three independent experiments. **c** HEL92.1.7-Luc cells were transfected with Dox-inducible *GADD45g*-specific shRNA and engrafted into irradiated NSG mice. Bioluminescence imaging of representative mice was taken at day 10 post-transplantation (*n* = 3 mice per group). **d** The NSG mice were treated with either vehicle or Rux for 2 weeks (*n* = 20 mice per group). Bioluminescence imaging of representative mice from each group were taken (*n* = 3 mice per group). **e** qRT-PCR evaluation of *GADD45g* expression in hCD45-positive cells isolated from the BMMNCs of mice in each group (*n* = 3 mice per group). **f**, **g** Bioluminescence imaging of representative mice from the indicated groups were taken after 1 week of shRNA expression induced by Dox treatment (**f**). Kaplan-Meier survival curves of mice in each group were shown (*n* = 8–9 mice per group, log-rank test) (**g**). **h–j** MPN cell lines and BMMNCs from MPNs patients were treated with 2 μM Decitabine (DAC) for 96 h. qRT-PCR analysis of *GADD45g* expression in MPN cell lines (**h**) or BMMNCs from MPNs patients (*n* = 3 patients) (**i**). MS-PCR showing the methylated GADD45g alleles in MPN cell lines (M, methylated allele; U, unmethylated allele). Bands shown are representative of three independent experiments (**j**). **k**, **l** Correlations of the expression between *GADD45g* and *HDAC1* (**k**) or *HDAC2* (**l**) in CD34^+^ BMMCs/PBMCs from MPNs patients. (**m**) qRT-PCR evaluation of *GADD45g* expression in MPN cell lines treated with 3 nM Romidepsin (Romi) or DMSO for 48 h. **n** qRT-PCR analysis of *GADD45g* expression in BMMNCs from MPNs patients treated with 5 nM Romi or DMSO for 48 h (*n* = 3). **o**, **p** HEL (**o**) and SET-2 cells (**p**) were treated with 3 nM Romi or DMSO for 48 h, and then subjected to ChIP analysis. The enriched DNA which associated with the promoter region of GADD45g was quantified by qPCR. For (**a**, **e**, **h**, **i**, **k**, **p**): Data are shown as means ± SD, two-tailed Student’s *t* test. For (**h**, **m**, **o**, **p**)**:** Figures shown are representative of three independent experiments with similar results. *n* = 3 technical replicates.

We then used a xenograft model to assess the involvement of *GADD45g* reduction in the pathogenesis of *JAK2V617F* MPN in vivo. Luciferase-expressing HEL92.1.7 cells (HEL92.1.7-Luc) were transfected with Dox-inducible *GADD45g*-specific shRNA and engrafted into NSG mice by intravenous injection. The engraftment could be detected in vivo 10 days after transplantation, as indicated by the bioluminescence signal (Fig. 10c). The mice were then treated with either ruxolitinib or vehicle. Ruxolitinib administration resulted in a significant reduction in tumor burden (Fig. 10d), and a prominent elevation of *GADD45g* expression in hCD45-positive BMMNCs (Fig. 10e), which is consistent with our in vitro observations (Fig. 10a). Next, to determine whether downregulation of *GADD45g* had a restorative effect on disease burden, each of the ruxolitinib and vehicle treatment groups was subdivided into Dox and non-Dox treatment groups. The results revealed that, as expected, treatment with Dox resulted in an apparent increase in tumor burden and a significant decrease in survival compared with the vehicle (Fig. 10f, g). Furthermore, Dox-induced *GADD45g* knockdown with concurrent *JAK2* inhibition led to a partial restoration of tumor burden and a shortened survival, as compared to treatment with ruxolitinib alone (Fig. 10f, g). These observations indicate GADD45g partially mediates the pathogenicity of *JAK2V617F* in the MPN xenograft model.

Our previous work has shown that in addition to oncogenes, both promoter DNA methylation and histone deacetylation are also associated with *GADD45g* inactivation in AML^10^. To investigate whether DNA methylation is involved in the decreased expression of *GADD45g* in MPNs, we treated MPN cell lines HEL and SET-2, and primary BMMNCs from MPN patients with DNA demethylating agent Decitabine. The mRNA level of *GADD45g* was upregulated by about twofold in these cells (Fig. 10h, i). Our methylation-specific PCR (MS-PCR) assay revealed that methylated GADD45g alleles were significantly decreased in HEL cell line while remained unchanged in SET-2 cell line upon Decitabine treatment (Fig. 10j). These data suggest promoter DNA methylation plays a marginal role in the silencing of *GADD45g*.

To explore the contribution of histone modifications to the reduced expression of *GADD45g* in MPNs, we analyzed gene expression profilings of CD34^+^ BMMCs/PBMCs from MPN patients and found that *GADD45g* showed a marked inverse correlation with *HDAC1* and *HDAC2* expression (Fig. 10k–l). Our previous study has shown that the selective HDAC1/2 inhibitor Romidepsin exhibits the strongest induction of *GADD45g* in AML^10^. We then treated HEL and SET-2 cells and BMMNCs from MPN patients with Romidepsin, and observed that the mRNA levels of *GADD45*g were upregulated more than 4-fold in the cell lines (Fig. 10m), and approximately 3- to 4-fold in primary BMMNCs (Fig. 10n). ChIP-qPCR assay revealed that the levels of histones H3 and H4 acetylation at the GADD45g promoter were significantly upregulated upon Romidepsin treatment in both HEL and SET-2 cell lines (Fig. 10o, p).

Together, we show that the reduced expression of *GADD45g* in MPNs is associated with *JAK2V617F* mutation and histone deacetylation, and *GADD45g* reduction partially mediates the pathogenic role of *JAK2V617F* mutation in MPN cells.

## Discussion

MPNs are chronic myeloid neoplasms arise from a somatic mutation in the pluripotent hematopoietic stem cell^4,34^. However, current treatment for MPNs is only symptomatic and has modest benefits^4^, highlighting the need to further understand the pathogenesis of MPNs. Here, we identify GADD45g deficiency as a novel pathogenic factor in MPNs.

MPNs are clonal disorders originating from HSCs^34^. In our mouse model, increased self-renewal capacities of HSCs was the only hematopoietic change in *Gadd45g*^*+/−*^ and *Gadd45g*^**−/−**^ mice as early as 4 months of age. Thereafter, the enhancement in number and function of HSCs and myeloid lineage skewing became gradually evident over time, resulting in malignant transformation eventually. These data indicate that the myeloid malignancies engendered by *Gadd45g* deficiency may arise in the HSCs compartment. Intriguingly, analysis of HSC heterogeneity reveals that the increments in number and self-renewal capability only occurred in My-biased HSCs but not Ly-biased HSCs before and after the onset of the diseases, implicating that My-biased HSCs may serve as the cellular basis of the tumor development in mice. Whether My-biased HSCs are also augmented in human patients is worthy of further investigations.

Genetic and epigenetic alterations are known to play a key role in silencing of tumor suppressor genes^34,35^. Our previous study reveals that *GADD45g* is repressed by oncogenic drivers FLT3-ITD and MLL-AF9, promoter DNA methylation and histone deacetylation in AML^10^. In the present study, we observed that the reduced expression of *GADD45g* in MPNs is attributed to *JAK2V617F* mutation, the most common driver mutation in MPNs, and histone deacetylation; while the impact of DNA methylation is modest. The finding that the *JAK2V617F* mutation is associated with aberrant expression of GADD45g is of interest. Our previous work has shown that NF-κB binds directly to *GADD45g* promoter and represses *GADD45g* transcription in AML cells^10^. Scuto et al. reported that STAT3 interacts with NF-κB to co-repress the expression of *GADD45g* in malignant lymphoid cells^36^. In addition, c-Myc suppresses *GADD45g* gene expression in prostate cancer cells^37,38^. Notably, *JAK2V617F* mutation is reported to induce the activation of NF-κB and STAT3^3,39^, as well as constitutive expression of c-Myc^40^ in MPNs. Therefore, activations of NF-κB, STAT3 and c-Myc, either singly or in combination, might contribute to the downregulation of *GADD45g* by *JAK2V617F* mutation in MPNs, which warrants further study. Nevertheless, it is worth noting that *JAK2V617F* mutation is not the only regulatory mechanism responsible for the low expression of *GADD45g* in MPNs, and that GADD45g reduction only partially mediates the tumor-promoting activities of *JAK2V617F* mutation in a xenograft model of MPN. Furthermore, *Gadd45g* deficiency alone is sufficient to induce MPN in mouse. These data support GADD45g as a novel pathogenic mechanism in MPNs.

Our data demonstrate that the pathogenic role of *GADD45g* insufficiency in MPN is mediated through successive activations of RAC2, PAK1, and PI3K-AKT in mice and human MPN cell lines. Although constitutive activation of JAK-STAT signaling is considered critical in the development of MPNs, aberrant activations of RAC2, PAK1 and PI3K-AKT have been separately described^17,22,41,42^. Inhibitors of PI3K-AKT have been proved to exert anti-tumor effects in both mouse models and cell lines of the disease^43,44^. Our data further highlight the potential roles of these signalings in the pathogenesis of MPNs and suggest possible therapeutic targets for the treatment of the diseases. However, it should be pointed out that the establishment of the relevance of the level of *GADD45g* to the activation of RAC2-PAK1-PI3K-AKT axis in patients with MPNs was impeded by a lack of adequate primary cells, and further studies are needed to clarify such a relevance.

In general, gene knockout in mice exhibits a dosage-dependent manner, and loss of one allele often has subtle effects^45^. In the present study, we find that the morbidity and disease types engendered by heterozygous and homozygous deletions of *Gadd45g* are similar. One possible explanation is that the activated RAC2 released due to a 50% reduction in GADD45g protein is sufficient to induce constitutive activations of downstream signalings, which in turn lead to development of the disease.

Chronic inflammation is a hallmark feature of MPNs. The elevated levels of pro-inflammatory cytokines are considered to be upregulated and sustained by somatic mutations^27,28^. Intriguingly, we observed that murine *Gadd45g*^*+/−*^ MPN share some cytokine characteristics with patients with the disease. Furthermore, lower expression of *GADD45g* correlates with higher concentrations of IL-4 and IL-6 in patients with MPNs. Therefore, *GADD45g* inactivation may act as the trigger for the aberrant production of some inflammatory cytokines. Whether *GADD45g* inactivation represents an additional mechanism or mediates the increase in these factors induced by somatic mutations needs further studies and large cohort analysis.

Collectively, this study for the first time characterizes GADD45g insufficiency as a novel pathogenic factor in MPNs, functioning through activation of the RAC2-PAK1-PI3K-AKT cascades. The low expression of *GADD45g* in MPNs is attributed to *JAK2V617F* mutation and histone deacetylation. Our *Gadd45g* deletion mouse model provides a valuable platform for not only unveiling the molecular basis for the initiation and progression of the disease, but also developing novel therapies for the patients.

## Methods

### Ethics statement

All animal experiments in this study were performed in compliance with institutional guidelines and approved by the Institutional Animal Care and Use Committees of State Key Laboratory of Experimental Hematology (SKLEH). All laboratory experiments with primary samples were conducted according to the ethical principles for medical research and approved by the Ethics Committee of the Institute of Hematology and Blood Diseases Hospital.

### Mice

*Gadd45g*^flox/WT^mice (6-8 weeks old, 5 females, C57BL/6 N strain) were purchased from Biocytogen Pharmaceuticals (Beijing, China). C57BL/6 J and C57B6.SJL mice (6-8 weeks old, male and female) were purchased from the animal facility of the State Key Laboratory of Experimental Hematology (SKLEH). NOD-*Prkdc*^*scid*^*IL2rg*^*tm1*^(NSG) mice (6-8 weeks old, 40 females, strain# N-000002) were purchased from Beijing HFK Bio-Technology Co. Ltd (Beijing, China). B6.Cg-*Commd10*^*Tg(Vav1-icre)A2Kio*^/J (*Vav-Cre*) mice (6-8 weeks old, 2 males and 2 females, strain# 008610) were purchased from Jackson Lab. *Gadd45g*^flox/WT^ mice were crossed with *Vav-Cre* mice to generate *Gadd45g*^flox/WT^; *Vav-Cre* and *Gadd45g*^flox/flox^; *Vav-Cre* mice. Mice were maintained at macroenvironmental temperature of 21–22 °C, humidity (48–52%), in a conventional 12:12 light/dark cycle with lights on at 6:00 a.m. and off at 6:00 p.m. All animal studies were approved by the Institutional Animal Care and Use Committees of SKLEH. All mice were kept under specific pathogen-free conditions with free access to food and water in accordance to Swiss federal regulations. Both male and female mice were used in all the studies. To determine the earliest timepoint at which abnormal BM hematopoiesis was induced by *Gadd45g* deficiency, mice were euthanized via cervical dislocation every two months for the assessment of hematological parameters. Mice older than 10 months of age were euthanized when they exhibited moribund characteristics.

### Cell culture

HEL (TIB-180) and SET-2 (ACC 608) cells were obtained from American Type Culture Collection (ATCC) and German Collection of Microorganisms and Cell Cultures, respectively. Cells were cultured in RPMI 1640 supplemented with 10% fetal bovine serum (FBS). Luciferase-expressing HEL92.1.7 cells (HEL92.1.7-Luc cells, NM-B24-TG01) were purchased from Shanghai Model Organisms Center, Inc. (Shanghai, China), and cultured in RPMI 1640 supplemented with 10% FBS and 6 μg/ml Blasticidin S HCl (ST018, Beyotime, Shanghai, China). 293T cells (CRL-11268) were obtained from ATCC and cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% FBS. Cells were grown at 37 °C in a humidified atmosphere containing 5% CO_2_. HEL, SET-2 and 293T cell lines were validated using STR analysis by the vendors. Luciferase activity assay was performed before inoculating HEL92.1.7-Luc cells by the vendors.

### Human samples

Bone marrow specimens were collected from healthy adult donors and patients with newly diagnosed MPNs at the Institute of Hematology and Blood Diseases Hospital, Chinese Academy of Medical Sciences. The patient cohort consisted of 21 males and 14 females with a median age of 53 years (range: 14-72 years). 16 patients were diagnosed with ET, 19 patients were diagnosed with PV. Human cord blood (CB) was obtained from healthy postpartum women. All primary samples from human subjects were obtained after informed consent.

### Drugs and chemicals

AKT inhibitor MK-2206 2HCI, PAK1 inhibitor IPA-3, RAC inhibitor EHT 1864 2HCI, JAK2 inhibitor ruxolitinib, and HDAC1/2 inhibitor Romidepsin were all purchased from SelleckChem (Houston, Texas, USA). 5-Aza-2ʹ-Deoxycytidine were purchased from Sigma-Aldrich (St. Louis, Missouri, USA). Doxycycline (Dox, hyclate) were purchased from MedChemexpress (Princeton, New Jersey, US).

### Complete blood counts, morphological and histological analysis

For PB cellularity determination, venous blood collected from the facial vein of living mice was subjected to automated blood cell count (SYSMEX XN-1000 Sysmex’s flagship analyzer, Kobe, Hyogo, Japan). For morphological analysis, PB smears were subjected to Wright-Giemsa staining. For histological analysis, femurs and spleens were fixed in 4% paraformaldehyde and embedded in paraffin. Sections (5 µm) were stained with hematoxylin and eosin (H&E).

### Flow cytometry analysis and cell sorting

The BM cell suspensions were flushed from femurs and tibiae. Spleen cells were pestled by the plug of a 10 mL syringe and then filtered. Cells were incubated with panels of fluorochrome-conjugated antibodies. Flow cytometry was performed on a FACS Canto or a FACS LSR II (BD Biosciences, Franklin Lake, NJ, USA). Data analysis was carried out using Diva (BD Biosciences) or FlowJo software (Tree Star, Inc., Ashland, OR). In order to isolate LT-HSCs, My-biased HSCs, c-kit^+^ or human CD45^+^ (hCD45^+^) cells, BMMNCs were collected and enriched for c-Kit^+^ cells or hCD45^+^ cells by magnetic bead selection (CD117 MicroBeads, mouse, 130097146; CD45 MicroBeads, human, 130-045-801, Miltenyi Biotec, Bergisch Gladbach, Germany). The enriched cells were then stained with conjugated antibodies and sorted on a FACS Aria III instrument (BD Biosciences). More details on cell sorting antibodies and gating strategies are provided in Supplementary Fig. 12 and Supplementary Table 2, 3. Validation statements and dilutions of all antibodies used for flow cytometry were described on the manufacturer’s website with relevant citations.

### Homing assay

Two thousand freshly sorted LT-HSCs or My-biased HSCs from *Gadd45g*^*+/−*^, *Gadd45g*^**−/−**^ or control mice were injected intravenously into lethally irradiated recipients. Donor-derived cells were detected by FACS at 18 h after transplantation.

### Competitive transplantation assays

For competitive LT-HSCs or My-biased HSCs transplantation, five hundred freshly sorted LT-HSCs or My-biased HSCs of CD45.2 mice along with 2 × 10^5^ wild-type competitor cells (CD45.1) were transplanted into lethally irradiated wild-type recipients (CD45.1). Chimerism and lineage contribution in PB from recipient mice were analyzed by FACS every 4 weeks for 4 times. For secondary transplantation, five hundred CD45.2^+^ LT-HSCs or My-biased HSCs isolated from primary recipients together with 2 × 10^5^ competitor cells were transplanted into the secondary recipient mice. Chimerism and lineage contribution in BM from recipient mice were evaluated by FACS at 4 months after primary and secondary transplantation.

### BrdU incorporation assay

Mice were injected intraperitoneally with 50 mg/kg BrdU at 16 h before BM harvest. BrdU incorporation was measured using an APC BrdU Flow Kit (BD Biosciences).

### Constructs, retroviral or lentiviral transduction, and transfection

For human *GADD45g* and *RAC2* knockdown, the shRNA sequences of them were designed using online RNAi design software. The sequences of the shRNA oligos were listed in Supplementary Table 4. The *GADD45g* shRNA and scramble shRNA were cloned into pLKO.1-GFP vector. The *RAC2* shRNA and its scramble shRNA were cloned into pLKO.1-Puro vector. For human and murine *GADD45g* overexpression, the cDNAs for them were cloned into the Plvx-tight-GFP-Puro Tet-on response vectors. For Dox-inducible human *GADD45g* knockdown, the human *GADD45g* shRNA was cloned into the pLKO-Puro Tet-on response vector. For human *JAK2* and *JAK2V617F* overexpression, lentiviral expression plasmids for *JAK2* (CMV-HsJAK2-IRES2-EGFP) and *JAKV617F* (CMV-HsJAK2VF-IRES2-EGFP) were generated by Azenta Life Sciences (Burlington, Massachusetts, USA).

293T cells were transiently transfected with lentiviral vector and packaging plasmids including psPAX2 and pMD2.G, and culture supernatants containing lentiviruses were collected 48 and 72 h after transfection. Cells were transduced with the recombinant lentiviruses by spin infection. shRNA expressing cells were sorted by FACS or selected with puromycin (2 μg/mL). As for the Dox-inducible lentiviral system, puromycin was added to the transfected cells for selection, and GADD45g expression was induced by Dox (2 μg/mL).

### Cell cycle and apoptosis analysis

Cell cycle was detected by PI staining. Cells were fixed with 70% ethanol at 4 °C for 30 min. Next, cells were incubated with RNase A (0.1 mg/mL) at 37 °C for 30 min. Finally, they were stained with PI (100 µg/mL) (Solarbio, Beijing, China) in the dark at 4 °C for 30 min. The percentages of stained cells in each phase were measured by FACS and analyzed by FlowJo software. Cell apoptosis was measured using an Annexin V Apoptosis detection kit, according to the manufacturer’s directions (BD Biosciences).

### MPN xenograft model

For xenografting of *JAK2V617F*-mutated human cells, HEL92.1.7-Luc cells were transfected with Dox-inducible *GADD45g*-specific shRNA. 1.5 × 10^6^ viable cells were then injected into irradiated (1.8 Gy) NSG mice via lateral tail vein injection. The mice were monitored for tumor burden for 10 days before being randomized into two groups and treated with either vehicle or ruxolitinib (90 mg/kg daily, by oral gavage). After 2 weeks of treatment, each of the ruxolitinib and vehicle treatment groups was subdivided into Dox and non-Dox treatment groups. 2 mg/mL of Dox was added to drinking water for mice and maintained through their lifetime to induce *GADD45g* knockdown. Disease status was imaged using Caliper IVIS Lumina II (Caliper Life Sciences, Hopkinton, Massachusetts, USA).

### Cell proliferation assessment

Cell proliferation was estimated by the CCK-8 assay after 72 h of lentivirus transduction or drug treatment. Cells were plated on a 96-well culture dish at a density of 2 × 10^3^ cells/well. Next, the cells were incubated with CCK-8 solution (Bimake, Houston, Texas, USA) at 37 °C for 4 h. Finally, the optical density (OD) was measured at 450 nm using a standard enzyme instrument.

### Colony formation assays

HEL and SET-2 cells were plated in MethoCult *H4100* (Stemcell, Vancouver, BC, Canada), and colonies were counted on day 14 post plating. Human CD34^+^ cells were plated in MethoCult *H4434* (Stemcell) in the presence of human FLT3 (Sigma-Aldrich), TPO (Sigma-Aldrich), and SCF (Sigma-Aldrich) and colony numbers were counted after 10-14 days.

### Methylation-specific PCR (MS-PCR) and chromatin immunoprecipitation Quantitative real-time PCR (ChIP-qPCR)

Total genomic DNA from cell lines was extracted using TIANamp Genomic DNA kit (DP304, TIANGEN, Beijing, China). Genomic DNA was treated with sodium bisulfite to convert unmethylated cytosine in CpG sites to uracil using the CpGenome Thrbo Bisulfite Modification Kit (S7847, Sigma-Aldrich). Primers specific for the unmethylated and methylated promoter sequences used were listed in Supplementary Table 6. MS-PCR assays were performed using Methylation-specific PCR (MSP) Kit (EM101, TIANGEN).

ChIP assays were performed using the Magna ChIP™ A/G Chromatin Immunoprecipitation Kit (17-10085, Sigma-Aldrich) according to the manufacturer’s instruction. Anti-acetyl-Histone H3 (Lys9) (9649, Cell Signaling Technology, 10 µl antibody for 10 µg of chromatin), anti-acetyl-Histone H4 (acetyl K8) (ab45166, Abcam, 2 µg for 25 µg of chromatin), or normal rabbit IgG antibodies (ab172730, Abcam, 1 µg for 25 µg of chromatin) was used for immunoprecipitation. The DNA enriched by ChIP was purified and then quantified by qPCR. The sequences of the primers were listed in Supplementary Table 6.

### Immunoprecipitation, co-immunoprecipitation and mass spectrometry

Immunoprecipitation (IP) and co-immunoprecipitation (Co-IP) were performed using Pierce Classic Magnetic IP/Co-IP Kit (Thermo Fisher Scientific, Grand Island, NY, USA) according to the manufacturer’s directions. Briefly, whole cell protein was extracted using cell lysis buffer for IP (Beyotime, Shanghai, China) supplemented with PMSF (Beyotime) and immunoprecipitated with GADD45g antibody (sc393261, Santa Cruz Biotechnology, Santa Cruz, CA, USA, 1 µg per 200 µg of total protein). For Mass spectrometry assay, the elution products were separated by SDS-PAGE and stained with Pierce™ Silver Stain for Mass Spectrometry Kit (Thermo Fisher). The bands were cut from the *silver-*stained gel and analyzed via liquid chromatography tandem mass spectrometry (LC-MS/MS) in Shanghai Applied Protein Technology (Shanghai, China). For Western blot analysis, the antibodies used are as following: anti-GADD45g (sc393261, Santa Cruz, 1:500 dilution), anti-RAC2 (ab191527, Abcam, Cambridge, MA, USA, 1:1000 dilution) and anti-RAC1 (ab155938, Abcam, 1:1000 dilution).

### Western blot analysis

Cells were lysed in RIPA (Beyotime) supplemented with PMSF (Beyotime), protease and phosphatase inhibitor cocktail (Beyotime). After lysis on ice for 30 min, the samples were centrifuged, and supernatant were collected. Proteins were detected with primary antibodies against GADD45g (sc393261, Santa Cruz, 1:500 dilution), AKT (9272 S, Cell Signaling Technology, Danvers, MA, USA, 1:1000 dilution), AKT phospho-Ser473 (4060, Cell Signaling Technology, 1:1500 dilution), PI3K (ab154598, Abcam, 1:1000 dilution), PI3K phosphor-Y607 (ab182651, Abcam, 1:500 dilution), PAK1 (2602, Cell Signaling Technology, 1:1000 dilution), PAK1 phospho-Ser144 (2606, Cell Signaling Technology, 1:1000 dilution), RAC2 (ab191527, Abcam1:1000 dilution), GAPDH (2188, Cell Signaling Technology, 1:2000 dilution), JAK2 (3230, Cell Signaling Technology, 1:1000 dilution), phospho-JAK2 (Tyr1007/1008) (3776, Cell Signaling Technology, 1:1000 dilution), β-Actin (ACTBD11B7, Santa Cruz, 1:2000 dilution).

### RAC2 activation assay

RAC2 activation assay was performed according to the manufacturer’s protocol (RAC2 activation assay kit, Millipore, Boston, MA, USA). Briefly, guanosine triphosphate-bound active RAC2 was pulled down with p21-activated kinase-p21-binding domain beads (ab211177, Abcam) for 1 h at 4 °C and subsequently subjected to immunoblot analysis. Immunoblot of whole-cell lysates were used to assess for total RAC2.

### Quantitative real-time PCR

Total RNA was extracted from isolated cell populations using the TRIzol extraction reagent (Thermo Fisher). Then, the RNA was reverse transcribed to cDNA using M-MLV Reverse Transcript reagent (Thermo Fisher). Quantitative real-time PCR (qRT-PCR) was performed with SYBR Green PCR kit (TaKaRa Bio Inc, Otsu, Shiga, Japan) and analyzed in an ABI 7500 Sequence Detection System. The primers for qRT-PCR are listed in Supplementary Table 5. GAPDH was used as the reference gene for normalization.

### Immunofluorescence

Cytospins were permeabilized, and fixed in 4% paraformaldehyde/phosphate-buffered saline. GADD45g (sc393261, Santa Cruz), RAC2 antibody (abx001053, Abbexa, Cambridge, UK) and RAC1 antibody (ab97732, Abcam) were used at 1:100 and incubated overnight at 4 °C. After washing, slides were incubated with anti-Rabbit Delight 550 or Anti-mouse Delight 488-conjugated secondary antibody (Thermo Fisher) for 1 h at room temperature. Samples were then incubated with DAPI (1 μg/mL) for 5 min. Images were collected using an UltraVIEW VoX spinning disk confocal system (Perkinelmer).

### Cytokine quantification by Luminex technology

Serum was obtained after centrifugation at 400 × *g* for 10 min, snap frozen in liquid nitrogen and stored at –80 °C until further use. The concentration of cytokines in the serum were analyzed using the Mouse Magnetic Luminex Assay (LXSAMSM-22, R&D system, Minneapolis, Minnesota, USA). Briefly, standards and samples were incubated with diluted microparticle cocktail for 2 h at room temperature, followed by incubating with diluted Biotin-Antibody Cocktail for 1 h. After washing, Streptavidin-PE was added to each well and incubated for 1 h at room temperature. Wash steps were performed using the wash buffer. All other steps were performed according to the manufacturer’s instructions in LabEx of UNIV (Shanghai, China). Samples were then analyzed on a Bio-Plex MAGPIX (Luminex/Bio-Rad) following the manufacturer’s guidelines.

### RNA-seq and analysis

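The genes of the surface molecules used for sorting were read in the Ctrl library of c-kit+ BM cells. *Kit* (ENSMUSG00000005672), which encodes c-kit and lies on the forward strand of chromosome 5 from 75574916 to 75656722, had 7.17 FPKM from 1008 recovered fragments (95% Wilson interval, 6.74 to 7.62). There were 6355 genes at or above this level. The sample's labels add a gate without lineage markers and without Sca-1, which the paper's RNA-seq methods do not state. *Ly6a*, the gene of Sca-1, had 28.5 FPKM (interval, 26.2 to 31.1). Of 6 genes chosen for antigens of the lineage antibody mixture of Supplementary Table 2, 5 reached 1 FPKM. *Ly6c2* had 289 FPKM, *Ly6g* 194 FPKM, *Itgam*, which encodes CD11b, 52.9 FPKM, *Ptprc* 40.5 FPKM and *Cd5* 4.50 FPKM, while *Ly6c1* had 0.529 FPKM from 14 recovered fragments. *Ptprc* stands here for B220, a form of CD45. A value per gene does not separate B220 from the other forms, so it does not show that antigen. Lists of marker genes were chosen before the data were examined. All 6 granulocyte-macrophage progenitor (GMP) genes reached 1 FPKM, with a median of 310.0 FPKM, and so did all 6 megakaryocyte-erythroid progenitor (MEP) genes, with a median of 67.7 FPKM. None of the 5 HSC genes did, their levels running from 0.0510 to 0.844 FPKM. The 9 mature neutrophil genes had a median of 2831 FPKM and the 6 erythroid genes a median of 3918 FPKM. Medians were 148 FPKM for the 6 B cell genes, 47.4 FPKM for the 5 macrophage genes, 17.7 FPKM for the 5 basophil and mast cell genes, 9.73 FPKM for the 7 megakaryocyte genes and 8.55 FPKM for the 5 T cell genes. The neutrophil, erythroid, B cell, T cell and macrophage lists together held 26.1% of the summed FPKM. With the 10 most abundant genes left out of both the lists and the total, which moved this share most, it was 4.49%.

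**Figure D2:**
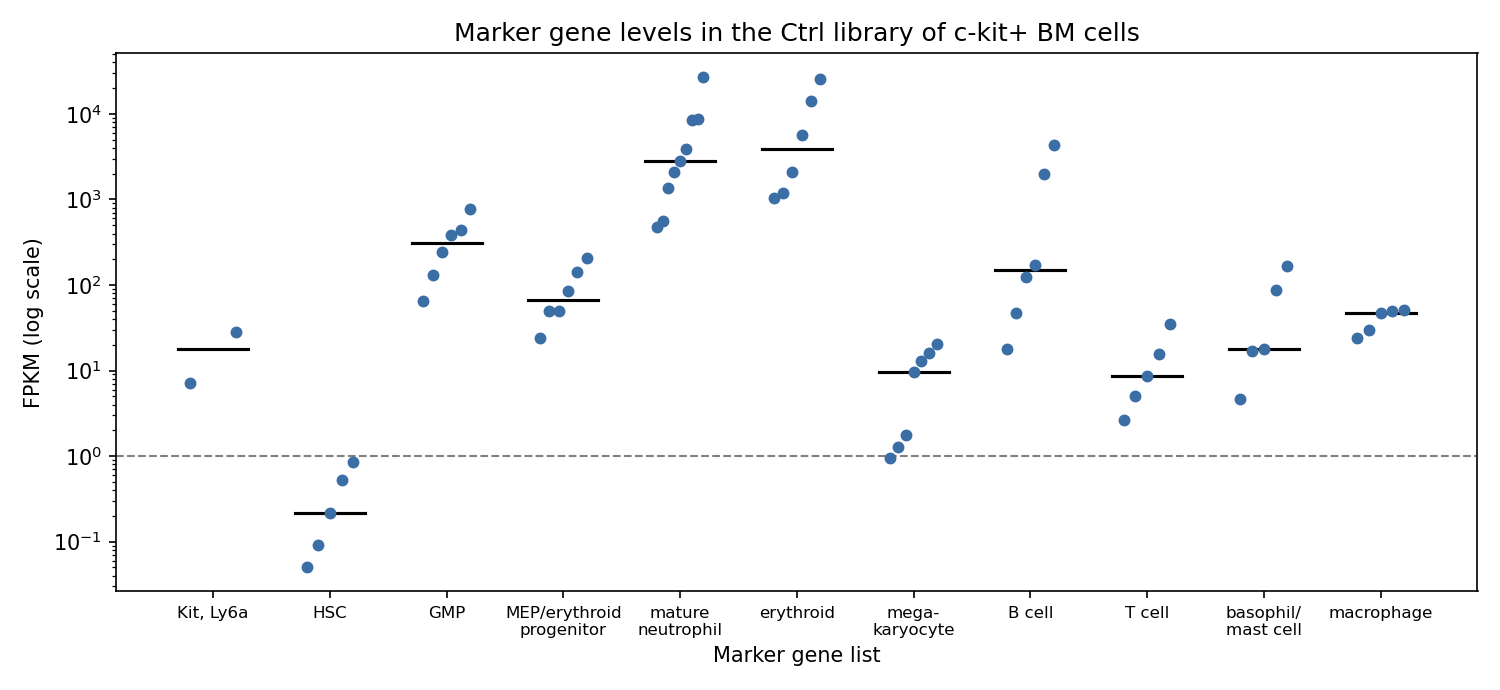
FPKM on a log scale (vertical axis) of the genes of each marker list (horizontal axis) in the Ctrl library of c-kit+ BM cells. Each point is 1 gene, the black line is the median of the list, and the dashed line is 1 FPKM; the mature neutrophil and erythroid lists have the highest medians, 2831 and 3918 FPKM.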

The c-kit^+^ BM cells were sorted using a BD FACS Aria III instrument (BD Biosciences). Total RNA was extracted using TRIzol reagent (Thermo Fisher) and RNA concentrations were measured by NanoDrop 2000 spectrophotometer (Thermo Fisher). The RNA sequencing library was prepared and sequenced on Illumina HiSeq 4000 platform (Illumina, San Diego, CA, USA). Differentially expressed genes (DEGs) with log2 (fold change) > 1 and FDR  <  0.05 were considered significant. KEGG enrichment analyses were performed using DAVID.

### Whole exome sequencing

Genomic DNA extracted from c-kit^+^ BM cells was fragmented to an average size of 180 ~ 280 bp and subjected to DNA library creation using established Illumina paired-end protocols. The Agilent SureSelect Mouse All ExonV6 Kit (Agilent Technologies, Santa Clara, CA, USA) was used for exome capture according to the manufacturer’s instructions. DNA sequencing was performed at Novogene Bioinformatics Technology (Beijing, China), using an Illumina Novaseq 6000 platform (Illumina Inc., San Diego, CA, USA) to generate 150-bp paired-end reads.

### Statistics and reproducibility

All statistical data analysis were performed using GraphPad Prism v.8 (GraphPad Software). No statistical method was used to predetermine sample size. No data were excluded from the analyses. For animal experiments, mice with the same gender and age were divided randomly into experimental groups to reduce variation and enhance power. For some experiments, such as the Western blot assays, the investigators were not blinded to allocation during the experiments and outcome assessment. For animal experiments related to pathologic diagnosis, the investigators were blinded to avoid subjective judgment. Results are displayed as the mean ± SD. Student’s *t* test and one-way ANOVA were used for statistical comparisons where appropriate. Survival was analyzed by the Kaplan-Meier method and compared by the log-rank test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data File

## Data Availability

The RNA-Seq data generated in this study have been deposited in NCBI’s GEO repository under accession number GSE229495. The WES data generated in this study have been deposited in NCBI’s Sequence Read Archive under accession number PRJNA918529. The mass spectrometry proteomics data generated in this study have been deposited to the ProteomeXchange Consortium via the iProX partner repository^46,47^ with the dataset identifier PXD039261 [https://www.iprox.cn//page/project.html?id=IPX0005710000]. The published GEO datasets used in this study are available under accession number GSE53482, GSE174060, GSE120362, and GSE103237. Source data are provided with this paper.

## References

[1] Venney D, Mohd-Sarip A, Mills KI (2021). The impact of epigenetic modifications in myeloid malignancies. Int. J. Mol. Sci..

[2] Nangalia J, Green AR (2017). Myeloproliferative neoplasms: from origins to outcomes. Blood.

[3] Grabek J, Straube J, Bywater M, Lane SW (2020). MPN: the molecular drivers of disease initiation, progression and transformation and their effect on treatment. Cells.

[4] Mead AJ, Mullally A (2017). Myeloproliferative neoplasm stem cells. Blood.

[5] Vainchenker W, Kralovics R (2017). Genetic basis and molecular pathophysiology of classical myeloproliferative neoplasms. Blood.

[6] Greenfield G, McMullin MF, Mills K (2021). Molecular pathogenesis of the myeloproliferative neoplasms. J. Hematol. Oncol..

[7] Deininger M (2015). The effect of long-term ruxolitinib treatment on JAK2p.V617F allele burden in patients with myelofibrosis. Blood.

[8] Austin RJ (2020). Distinct effects of ruxolitinib and interferon-alpha on murine JAK2V617F myeloproliferative neoplasm hematopoietic stem cell populations. Leukemia.

[9] Salvador JM, Brown-Clay JD, Fornace AJ (2013). Gadd45 in stress signaling, cell cycle control, and apoptosis. Adv. Exp. Med. Biol..

[10] Guo D (2021). GADD45g acts as a novel tumor suppressor, and its activation suggests new combination regimens for the treatment of AML. Blood.

[11] Morita Y, Ema H, Nakauchi H (2010). Heterogeneity and hierarchy within the most primitive hematopoietic stem cell compartment. J. Exp. Med..

[12] Krambs JR, Monlish DA, Gao F, Schuettpelz LG, Link DC (2021). Microbiota signals suppress B lymphopoiesis with aging in mice. Front Immunol..

[13] Moran-Crusio K (2011). Tet2 loss leads to increased hematopoietic stem cell self-renewal and myeloid transformation. Cancer Cell.

[14] Inoue D (2021). Minor intron retention drives clonal hematopoietic disorders and diverse cancer predisposition. Nat. Genet..

[15] Hirai H (2010). MK-2206, an allosteric Akt inhibitor, enhances antitumor efficacy by standard chemotherapeutic agents or molecular targeted drugs in vitro and in vivo. Mol. Cancer Ther..

[16] Balliet AG, Hollander MC, Fornace AJ, Hoffman B, Liebermann DA (2003). Comparative analysis of the genetic structure and chromosomal mapping of the murine Gadd45g/CR6 gene. DNA Cell Biol..

[17] Martin H (2013). Pak and Rac GTPases promote oncogenic KIT-induced neoplasms. J. Clin. Invest.

[18] Abdel-Latif D (2004). Rac2 is critical for neutrophil primary granule exocytosis. Blood.

[19] Weisz Hubsman M, Volinsky N, Manser E, Yablonski D, Aronheim A (2007). Autophosphorylation-dependent degradation of Pak1, triggered by the Rho-family GTPase, Chp. Biochem J..

[20] Hoppe AD, Swanson JA (2004). Cdc42, Rac1, and Rac2 display distinct patterns of activation during phagocytosis. Mol. Biol. Cell.

[21] Dorrance AM (2013). The Rac GTPase effector p21-activated kinase is essential for hematopoietic stem/progenitor cell migration and engraftment. Blood.

[22] Socoro-Yuste N (2016). Ph(-) myeloproliferative neoplasm red blood cells display deregulation of IQGAP1-Rho GTPase signaling depending on CALR/JAK2 status. Biochim Biophys. Acta.

[23] Lu X, Zhang Y, Liu F, Wang L (2020). Rac2 regulates the migration of T lymphoid progenitors to the thymus during zebrafish embryogenesis. J. Immunol..

[24] Viaud J, Peterson JR (2009). An allosteric kinase inhibitor binds the p21-activated kinase autoregulatory domain covalently. Mol. Cancer Ther..

[25] Shutes A (2007). Specificity and mechanism of action of EHT 1864, a novel small molecule inhibitor of Rac family small GTPases. J. Biol. Chem..

[26] Hasselbalch HC (2012). Perspectives on chronic inflammation in essential thrombocythemia, polycythemia vera, and myelofibrosis: is chronic inflammation a trigger and driver of clonal evolution and development of accelerated atherosclerosis and second cancer?. Blood.

[27] Lussana F, Rambaldi A (2017). Inflammation and myeloproliferative neoplasms. J. Autoimmun..

[28] Nasillo V (2021). Inflammatory Microenvironment and Specific T Cells in Myeloproliferative Neoplasms: Immunopathogenesis and Novel Immunotherapies. Int. J. Mol. Sci..

[29] Koschmieder S, Chatain N (2020). Role of inflammation in the biology of myeloproliferative neoplasms. Blood Rev..

[30] Cominal JG (2021). Bone marrow soluble mediator signatures of patients with philadelphia chromosome-negative myeloproliferative neoplasms. Front Oncol..

[31] Kovačić M (2018). TLR4 and RAGE conversely mediate pro-inflammatory S100A8/9-mediated inhibition of proliferation-linked signaling in myeloproliferative neoplasms. Cell Oncol. (Dordr.).

[32] Pourcelot E (2014). Cytokine profiles in polycythemia vera and essential thrombocythemia patients: clinical implications. Exp. Hematol..

[33] Tefferi A (2011). Circulating interleukin (IL)-8, IL-2R, IL-12, and IL-15 levels are independently prognostic in primary myelofibrosis: a comprehensive cytokine profiling study. J. Clin. Oncol..

[34] Murati A (2012). Myeloid malignancies: mutations, models and management. BMC cancer.

[35] Baylin SB, Jones PA (2016). Epigenetic determinants of cancer. Cold Spring Harb. Perspect. Biol..

[36] Scuto A (2013). SIRT1 activation enhances HDAC inhibition-mediated upregulation of GADD45G by repressing the binding of NF-κB/STAT3 complex to its promoter in malignant lymphoid cells. Cell Death Dis..

[37] Zerbini LF, Libermann TA (2005). Life and death in cancer. GADD45 alpha and gamma are critical regulators of NF-kappaB mediated escape from programmed cell death. Cell Cycle.

[38] Zerbini LF (2004). NF-kappa B-mediated repression of growth arrest- and DNA-damage-inducible proteins 45alpha and gamma is essential for cancer cell survival. Proc. Natl. Acad. Sci. USA.

[39] Schnöder TM (2017). Cell autonomous expression of CXCL-10 in JAK2V617F-mutated MPN. J. Cancer Res. Clin. Oncol..

[40] Uslu Bıçak İ, Tokcan B, Yavuz AS, Tokdemir SS (2023). Circulating CD133+/-CD34- have increased c-MYC expression in myeloproliferative neoplasms. Turk. J. Haematol..

[41] Grimwade LF (2009). Phospho-STAT5 and phospho-Akt expression in chronic myeloproliferative neoplasms. Br. J. Haematol..

[42] Laubach JP (2009). Polycythemia vera erythroid precursors exhibit increased proliferation and apoptosis resistance associated with abnormal RAS and PI3K pathway activation. Exp. Hematol..

[43] Khan I (2013). AKT is a therapeutic target in myeloproliferative neoplasms. Leukemia.

[44] Bartalucci N, Guglielmelli P, Vannucchi AM (2013). Rationale for targeting the PI3K/Akt/mTOR pathway in myeloproliferative neoplasms. Clin. Lymphoma Myeloma Leuk..

[45] Veitia RA, Potier MC (2015). Gene dosage imbalances: action, reaction, and models. Trends Biochem. Sci..

[46] Chen T (2022). iProX in 2021: connecting proteomics data sharing with big data. Nucleic Acids Res.

[47] Ma J (2019). iProX: an integrated proteome resource. Nucleic Acids Res..

# Supplementary material for: Gadd45g insufficiency drives the pathogenesis of myeloproliferative neoplasms
**Source:** Nat Commun. 2024 Apr 6;15:2989. doi: 10.1038/s41467-024-47297-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Supplementary Figure 1-12 and Figure Legends**

**Supplementary Table 1-6**

## Supplementary Figures and Figure Legends

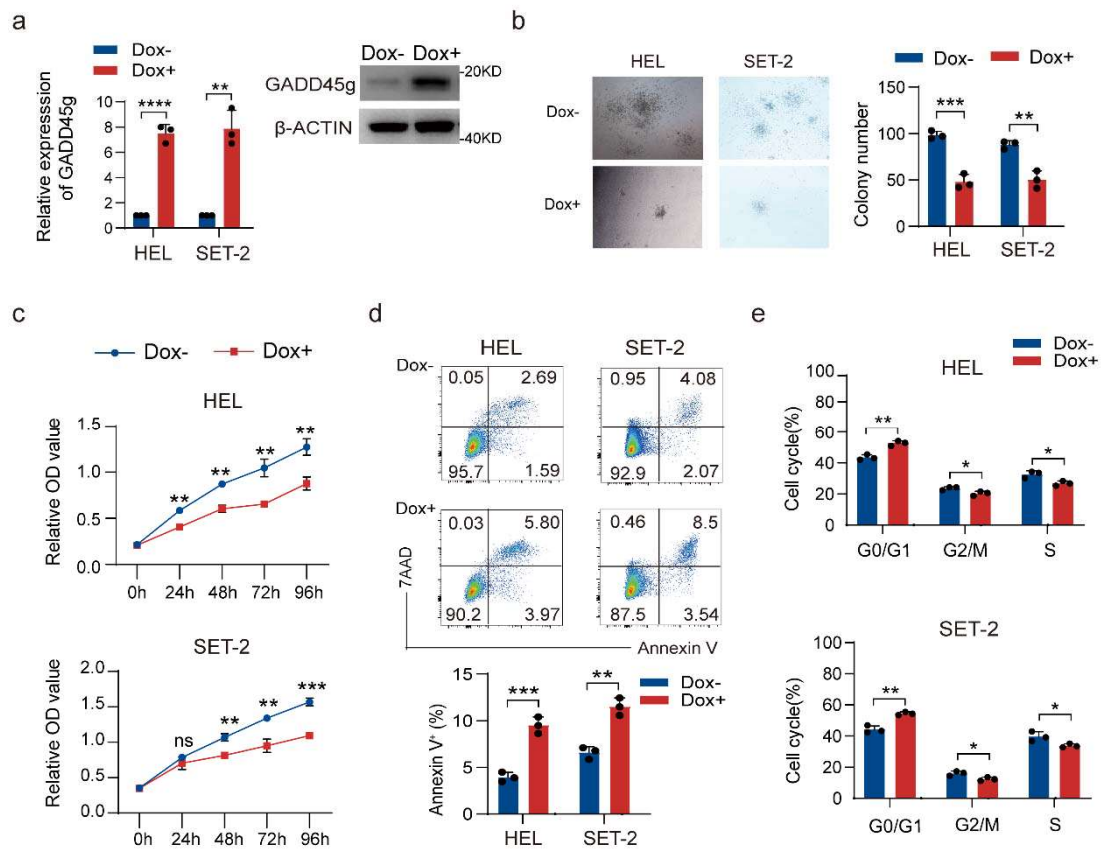

**Supplementary Fig. 1 Overexpression of *GADD45g* exhibits anti-tumor activities in human MPNs cells.**

(a) qRT-PCR evaluation of *GADD45g* expression in HEL and SET-2 cells with or without Dox-induced *GADD45g* overexpression, and representative Western blot in HEL cells of 3 independent experiments.

(b-e) Effects of Dox-induced *GADD45g* expression on colony formation (b), cell proliferation (c), apoptosis (d) and cell cycle (e) of HEL and SET-2 cells.

For a-e: Figures shown are representative of three independent experiments

with similar results. Data are shown as mean  $\pm$  SD (n=3 technical replicates). Comparisons were evaluated by two-tailed Student's *t* test, and multiple groups were analyzed with one-way ANOVA. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; ns, not significant.

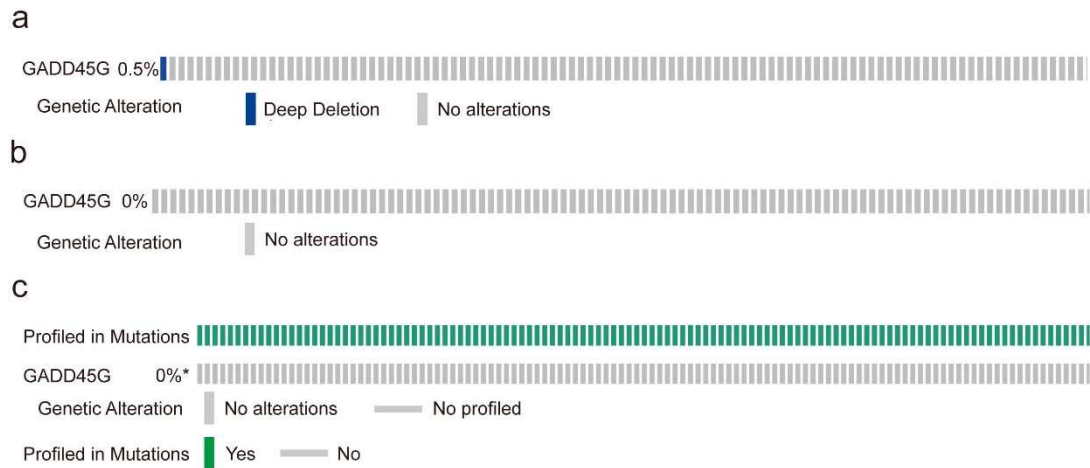

**Supplementary Fig. 2 Alteration frequencies of *GADD45g* gene in human myeloid malignancies.**

(a-c) The genetic alterations of *GADD45g* were analyzed by cBioPortal in a cohort of AML patients (TCGA, PanCancer Atlas,  $n = 190$ ) (<http://www.cbioportal.org/>) (a), a cohort of MPNs patients (CIMR, NEJM 2013,  $n = 151$ ) (b), and a cohort of MDSs patients (MSKCC, 2020,  $n = 4231$ ) (c).

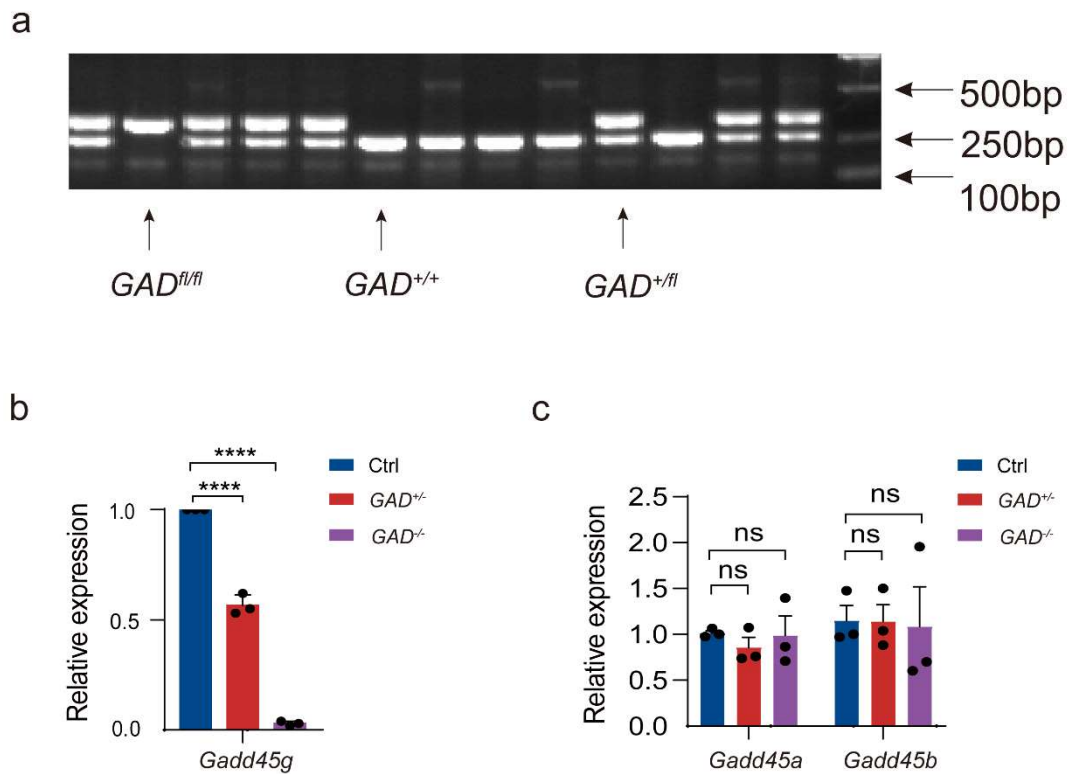

**Supplementary Fig. 3 *Gadd45g* deletions in the murine hematopoietic system.**

(a) Representative gel showing heterozygous and homozygous deletions of *Gadd45g* (*GAD*) in the murine bone marrow mononuclear cells (BMMNCs), as detected by PCR.

(b) Relative expression of *Gadd45g* mRNA in BM-derived Lin<sup>c</sup>-kit<sup>+</sup> cells from *Gadd45g*<sup>+/-</sup>, *Gadd45g*<sup>-/-</sup> and Ctrl mice, as measured by qRT-PCR (n = 3 mice per group).

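The mRNAs of the GADD45 family were measured by qRT-PCR, in which a pair of primers amplifies a stretch of cDNA whose amount is followed over the cycles. The primers of Supplementary Table 5 were matched to the GENCODE M21 transcripts of GRCm38. Each of the 3 genes has 4 exons in the transcript used. The *Gadd45g* transcript is 1071 nucleotides long, and its coding sequence begins at 51846780 of chromosome 13 in exon 1 and ends at 51847976 in exon 4. Its reverse primer GGACTTTGGCGGACTCGTAGA matched positions 230 to 250 of the transcript, within exon 2, which covers 51847352 to 51847453. For *Gadd45a*, on the reverse strand of chromosome 6 from 67035096 to 67037457, both primers matched. The forward primer CCGAAAGGATGGACACGGTG spans the junction of exons 1 and 2 and the reverse primer TTATCGGGGTCTACGTTGAGC that of exons 2 and 3, for a product of 121 nucleotides. For *Gadd45b*, on the forward strand of chromosome 10 from 80930073 to 80932204, the reverse primer GGTCCACATTCATCAGTTTGGC spans the junction of exons 2 and 3. The forward primers of *Gadd45g* and *Gadd45b*, as the text of the table gives them, had no exact match in these transcripts, so no product length is given for those genes.

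**Figure D3:**
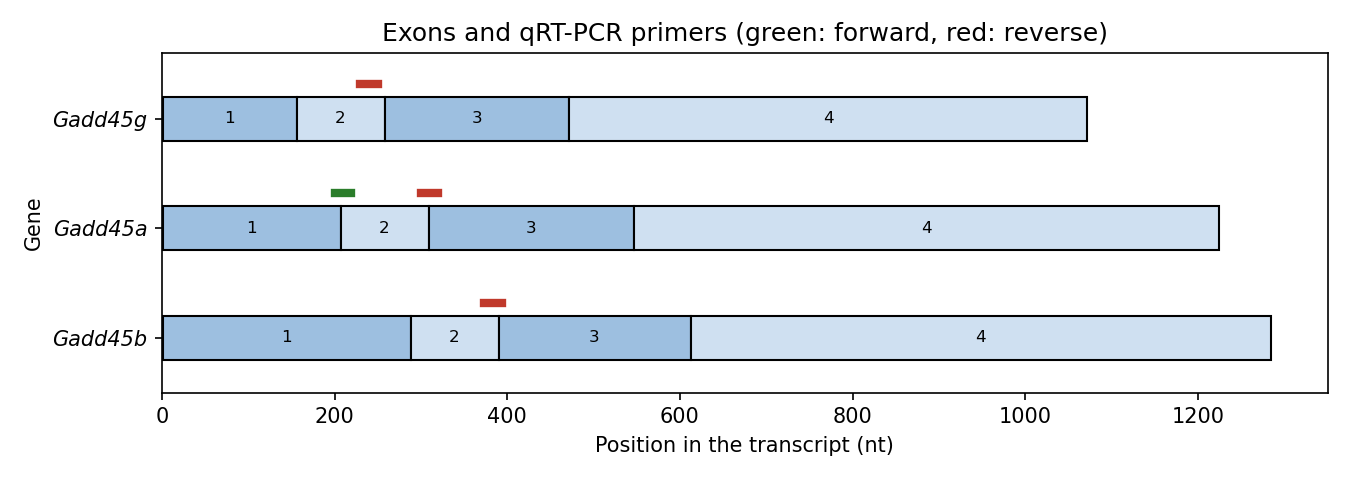
Exons 1 to 4 of the *Gadd45g*, *Gadd45a* and *Gadd45b* transcripts, drawn to scale by position in nucleotides (horizontal axis), with the primers that matched exactly above them. The *Gadd45a* primers lie across both ends of exon 2, and for *Gadd45g* and *Gadd45b* the reverse primer alone is drawn.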

(c) Relative expression of *Gadd45a* and *Gadd45b* mRNAs in BM-derived Lin<sup>c</sup>-kit<sup>+</sup> cells from *Gadd45g*<sup>+/-</sup>, *Gadd45g*<sup>-/-</sup> and Ctrl mice, as determined by qRT-PCR (n = 3 mice per group).

For **b-c**: Data are shown as means  $\pm$  SD. \*\*\*\*,  $P < 0.0001$ ; ns, not significant (Two-tailed Student's  $t$  test).

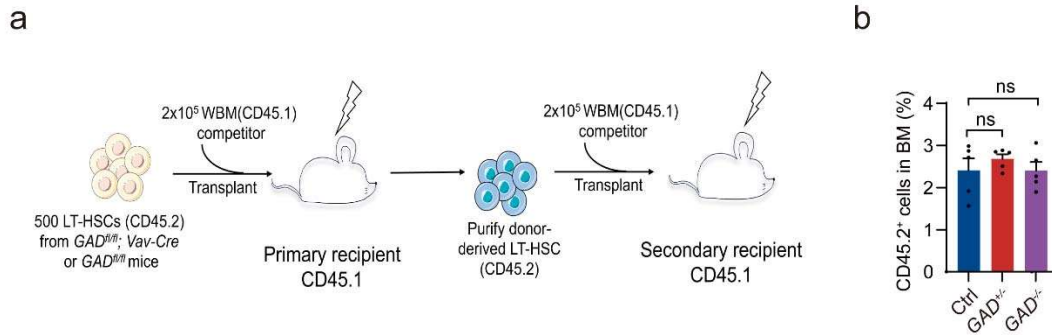

**Supplementary Fig. 4 Schema depiction of the bone marrow transplantation and the results of homing tests.**

(a) Schematic representation of the methods used for bone marrow (BM) transplantation of LT-HSC.

(b) Homing assay was performed by intravenous injection of two thousand freshly sorted LT-HSCs from 4-month-old *Gadd45g<sup>+/-</sup>* (n=5) and *Gadd45g<sup>-/-</sup>* (n=5) mice or control mice (n=4) into lethally irradiated recipients. Eighteen hours after transplant, bone marrow mononuclear cells (BMMNCs) were collected and CD45.2<sup>+</sup> cells homing to recipient BM were analyzed by flow cytometry (n=4-5 mice per group).

Data are shown as means ± SD. ns, not significant (Two-tailed Student's *t* test).

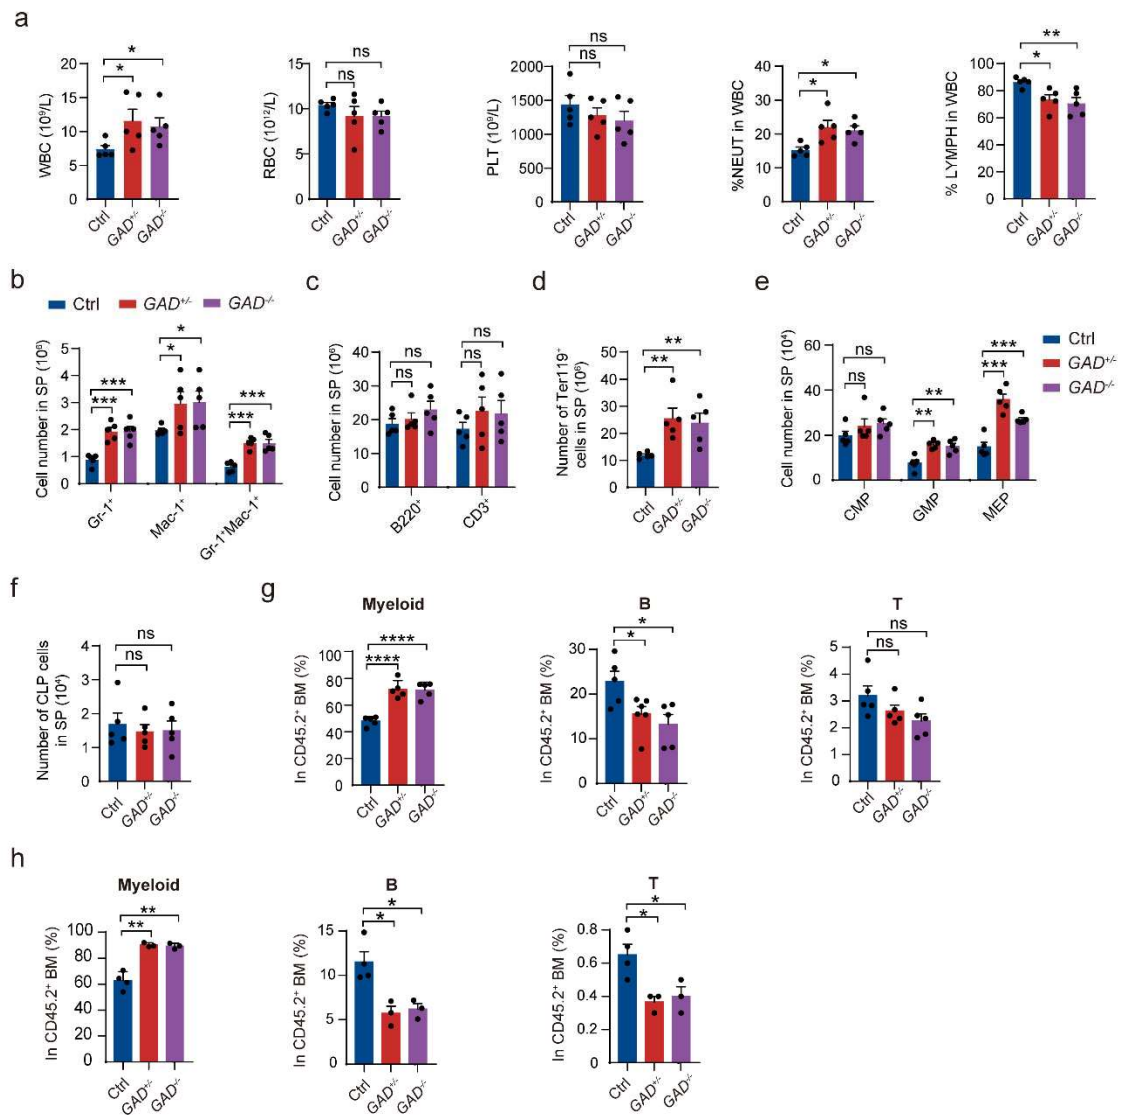

**Supplementary Fig. 5 Aberrations of hematological parameters of the PB and spleen from 6-month-old *Gadd45g*-deficient mice and myeloid-biased differentiation in the BM after transplantation.**

(a) Counts of white blood cell (WBC), red blood cell (RBC) and platelet, and percentages of neutrophils and lymphocytes in the PB of *Gadd45g*<sup>+/-</sup>, *Gadd45g*<sup>-/-</sup> and Ctrl mice (n=5 mice per group).

(b-f) Absolute numbers of Gr-1<sup>+</sup>, Mac-1<sup>+</sup> and Gr-1<sup>+</sup>Mac-1<sup>+</sup> cells (b), B220<sup>+</sup> and

CD3<sup>+</sup> cells (**c**), Ter119<sup>+</sup> cells (**d**), CMP, GMP, MEP cells (**e**), and CLP cells (**f**) in the spleen of *Gadd45g*<sup>+/-</sup>, *Gadd45g*<sup>-/-</sup> and Ctrl mice (n=5 mice per group).

(**g-h**) My-biased HSCs from 6-month-old *Gadd45g*<sup>+/-</sup>, *Gadd45g*<sup>-/-</sup> and Ctrl mice were transplanted together with competitor cells into lethally irradiated recipients. Percentages of donor-derived myeloid (Mac-1<sup>+</sup>), B (B220<sup>+</sup>), and T (CD3<sup>+</sup>) cells in CD45.2<sup>+</sup> BM at 16 weeks after primary BM transplantation (BMT) (**g**) and secondary BMT (**h**) (n=4 mice per group).

Data are shown as means  $\pm$  SD. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; \*\*\*\*,  $P < 0.0001$ ; ns, not significant (Two-tailed Student's *t* test).

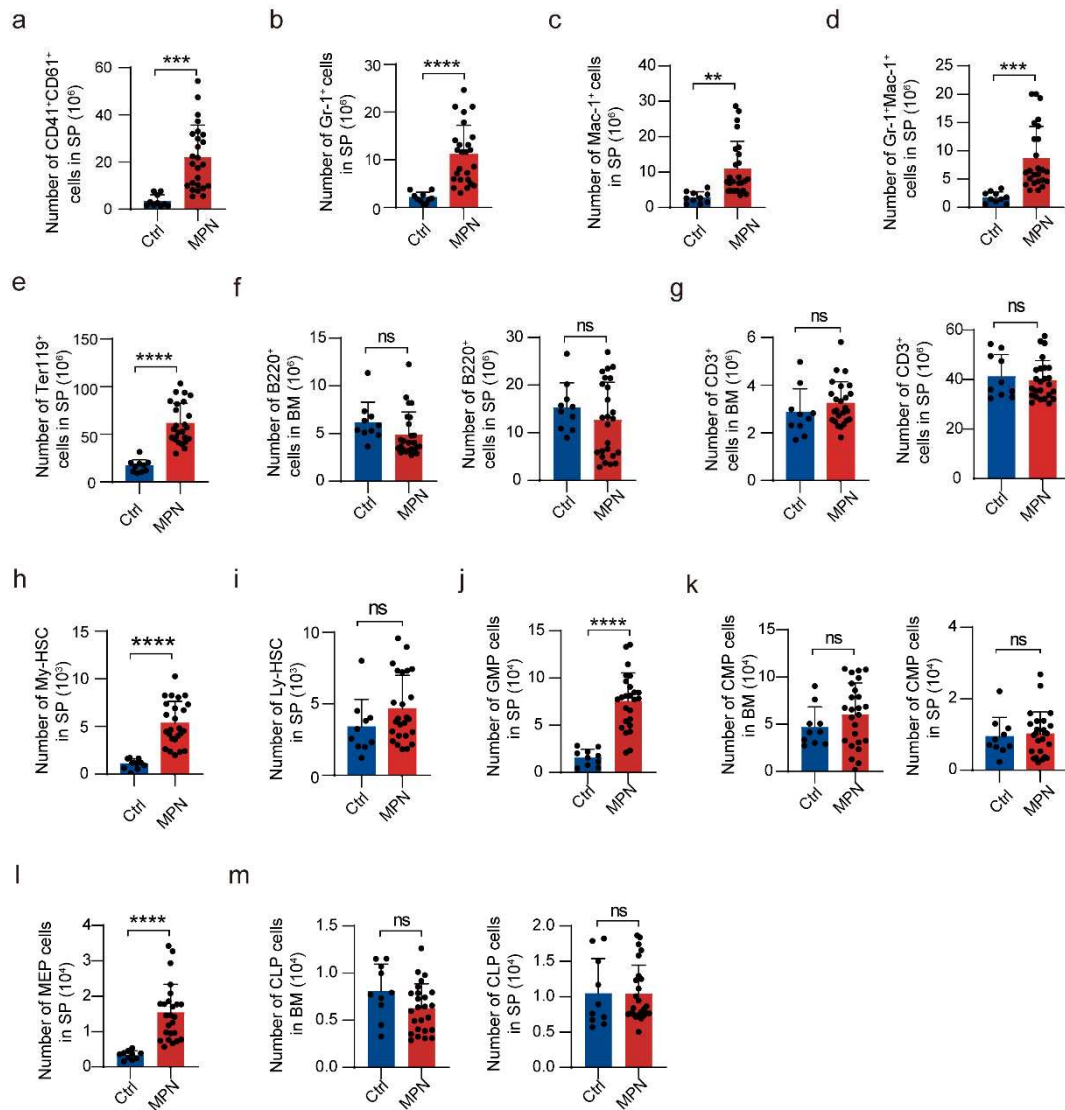

Data are shown as means  $\pm$  SD. \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; \*\*\*\*,  $P < 0.0001$ ; ns, not significant (Two-tailed Student's  $t$  test).

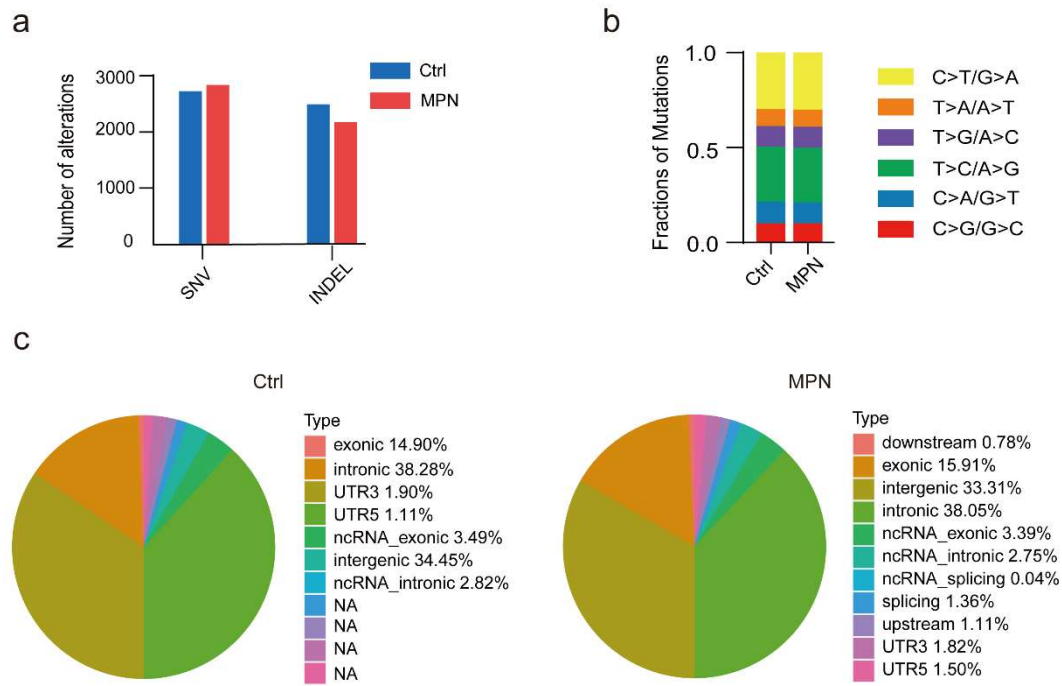

**Supplementary Fig. 7 No malignancy-associated mutation is induced by *Gadd45g* deficiency.**

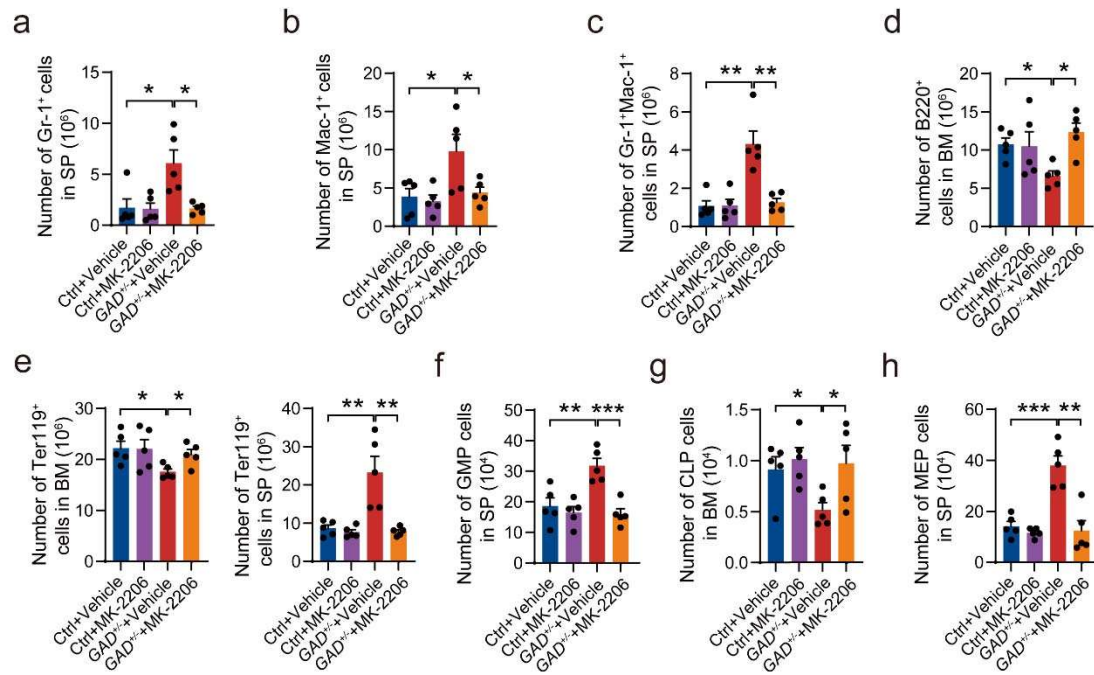

**Supplementary Fig. 8 Inhibition of PI3K-AKT signaling pathway reverses the hematological abnormalities induced by *Gadd45g* deficiency in mice.**

(a-h) Two-month-old *Gadd45g*<sup>+/-</sup> and Ctrl mice were orally administered with vehicle or MK-2206 at 100mg/kg 3 times a week for 2 months, followed by once a week for another 2 months (No overt toxicity was observed at these doses and schedule). Absolute number of Gr-1<sup>+</sup> (a), Mac-1<sup>+</sup> (b), Gr-1<sup>+</sup>Mac-1<sup>+</sup> (c) cells in the spleen of mice in each group (n= 5 mice per group). Absolute number of B220<sup>+</sup> in the BM of mice in each group (n= 5 mice per group) (d). Absolute number of Ter119<sup>+</sup> cells in the BM (left) and spleen (right) of mice in each group (n= 5 mice per group) (e). Absolute number of GMP cells in the spleen of mice in each group (n= 5 mice per group) (f). Absolute number of CLP cells in the BM of mice in each group (n= 5 mice per group) (g). Absolute number of MEP

cells in the spleen of mice in each group (n= 5 mice per group) (**h**).

Data are shown as means  $\pm$  SD. Multiple groups were analyzed with one-way ANOVA. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$  (Two-tailed Student's  $t$  test).

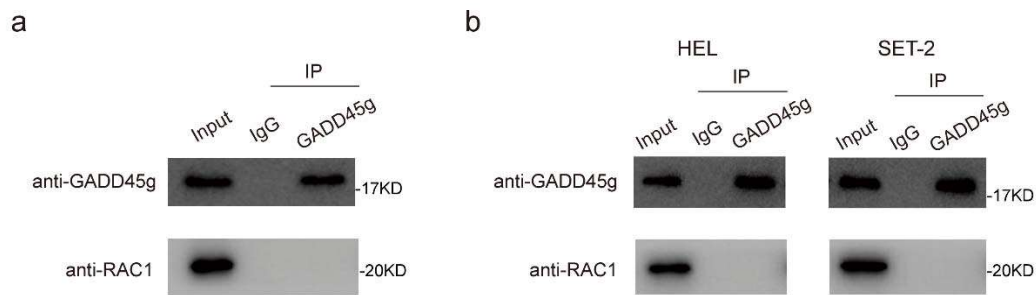

**Supplementary Fig. 9 GADD45g shows no interaction with RAC1.**

(a) c-kit<sup>+</sup> BM cells from wild type mice were lysed, precipitated with anti-GADD45g antibody, and detected by Western blot with anti-RAC1 and -GADD45g antibodies.

(b) HEL and SET-2 cells were lysed, precipitated with anti-GADD45g antibody, and detected by Western blot with anti-RAC1 and -GADD45g antibodies.

For **a-b**: Blots are representative of three independent experiments.

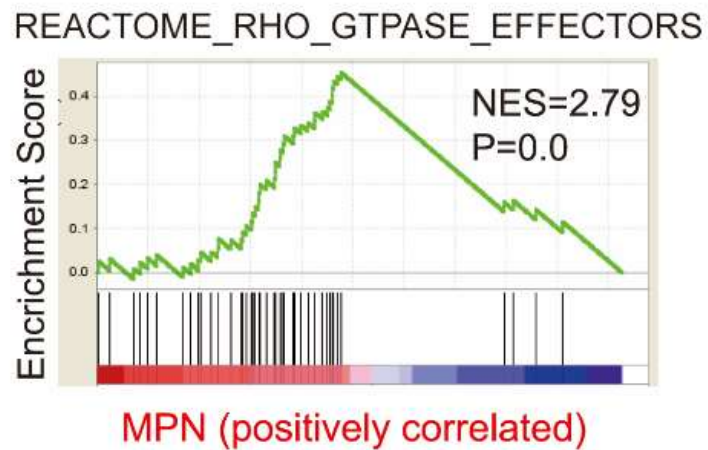

The normalized enrichment score (NES) and *P*-value was shown.

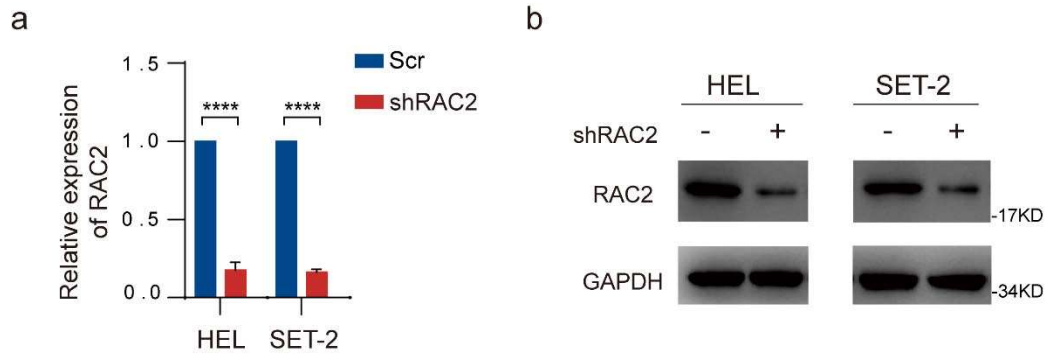

(a) Relative expression of *RAC2* mRNA in HEL and SET-2 cells transfected with shRAC2 or scrambled control (Scr), as determined by qRT-PCR. Figures shown are representative of three independent experiments with similar results. Data are shown as mean  $\pm$  SD (n=3 technical replicates). \*\*\*\*,  $P < 0.0001$  (Two-tailed Student's *t* test).

(b) Western blot showing RAC2-protein levels in HEL and SET-2 cells after knockdown using shRAC2 compared to Scr. Blots are representative of three independent experiments.

Graphical representations of flow cytometry gating strategy for sorting LT-HSCs.

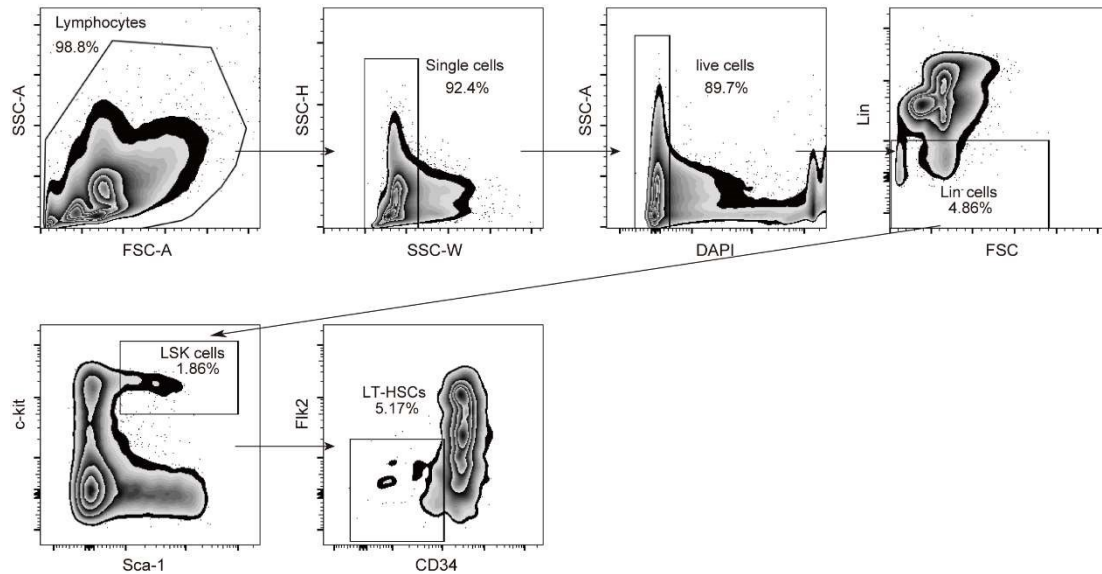

Graphical representations of flow cytometry sequential gating strategy for Fig. 2a, p-q, Fig. 4b (CD45.2<sup>+</sup> cells), Supplementary Fig. 4b.

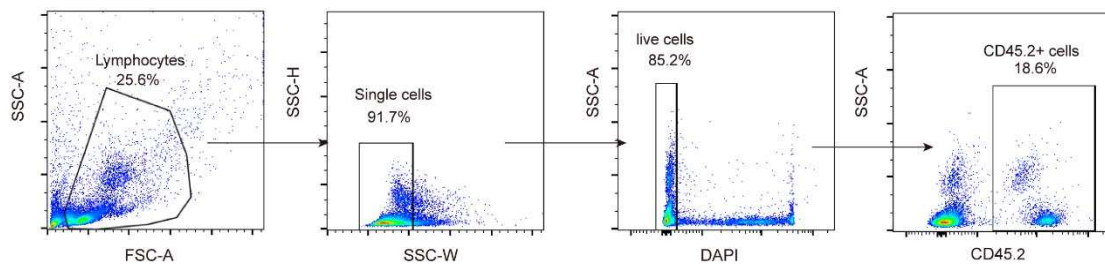

Graphical representations of flow cytometry sequential gating strategy for Fig. 2c, e, Fig. 3 i-l, Fig. 6d-f, Supplementary Fig. 5b, d, Supplementary Fig. 6b-e, Supplementary Fig. 8a-c, e.

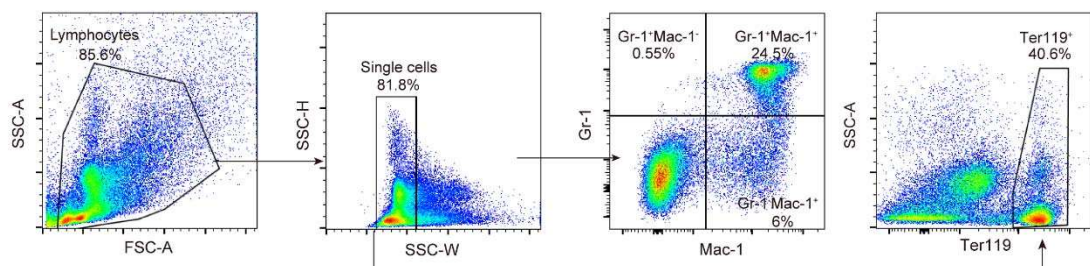

**Supplementary Fig 12. Graphical representations of flow cytometry gating strategies.**

Graphical representations of flow cytometry sequential gating strategy for Fig. 2d, Fig 4h-i, Supplementary Fig. 5c, Supplementary Fig. 6f-g, Supplementary Fig. 8d.

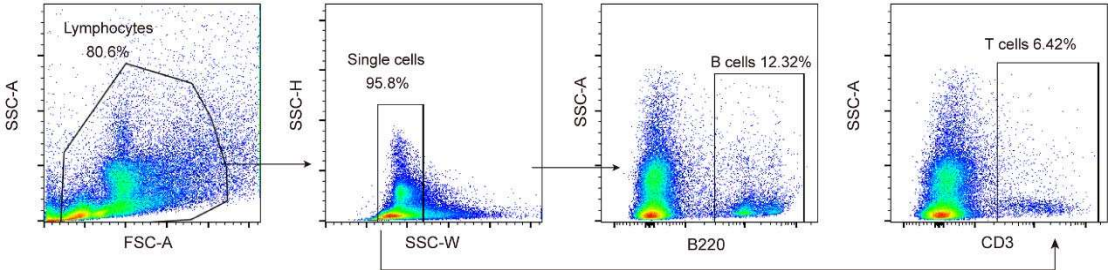

Graphical representations of flow cytometry sequential gating strategy for Fig. 2f, Fig. 3m-n, Fig. 6g, Supplementary Fig. 5e, Supplementary Fig. 6j-l, Supplementary Fig. 8f, h.

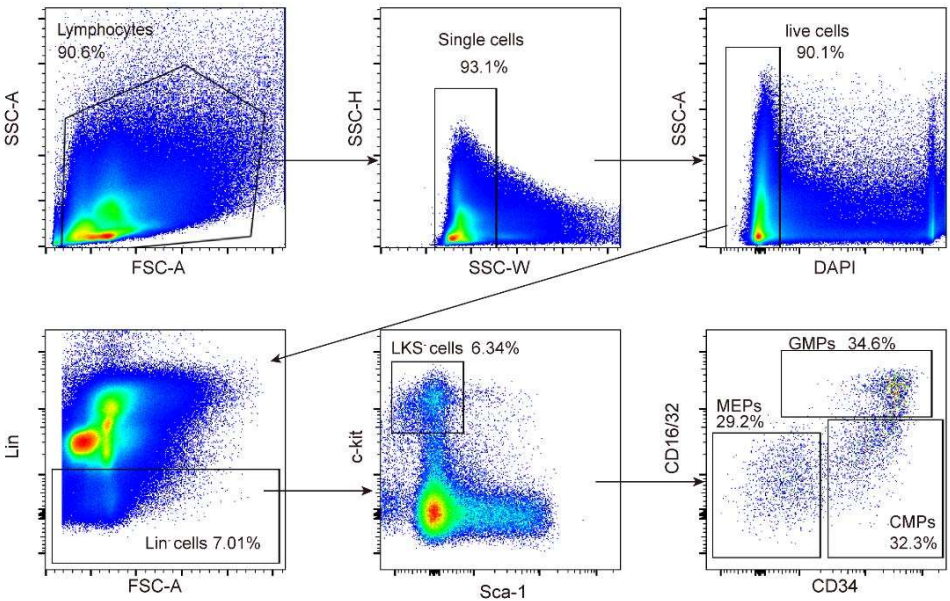

**Supplementary Fig 12. Graphical representations of flow cytometry gating strategies.**

Graphical representations of flow cytometry sequential gating strategy for Fig. 2g, Supplementary Fig. 5f, Supplementary Fig. 6m, Supplementary Fig. 8g.

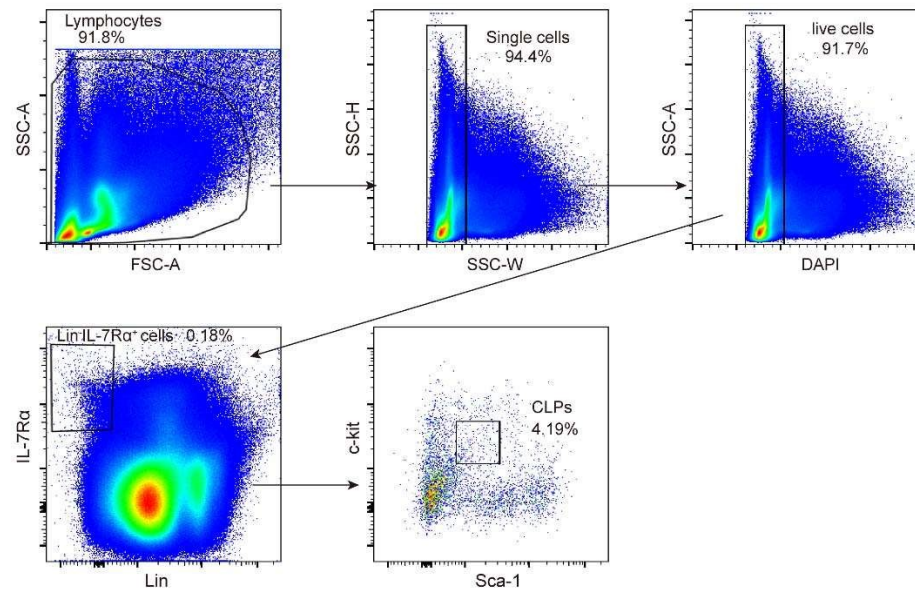

Graphical representations of flow cytometry sequential gating strategy for Fig. 2i-j.

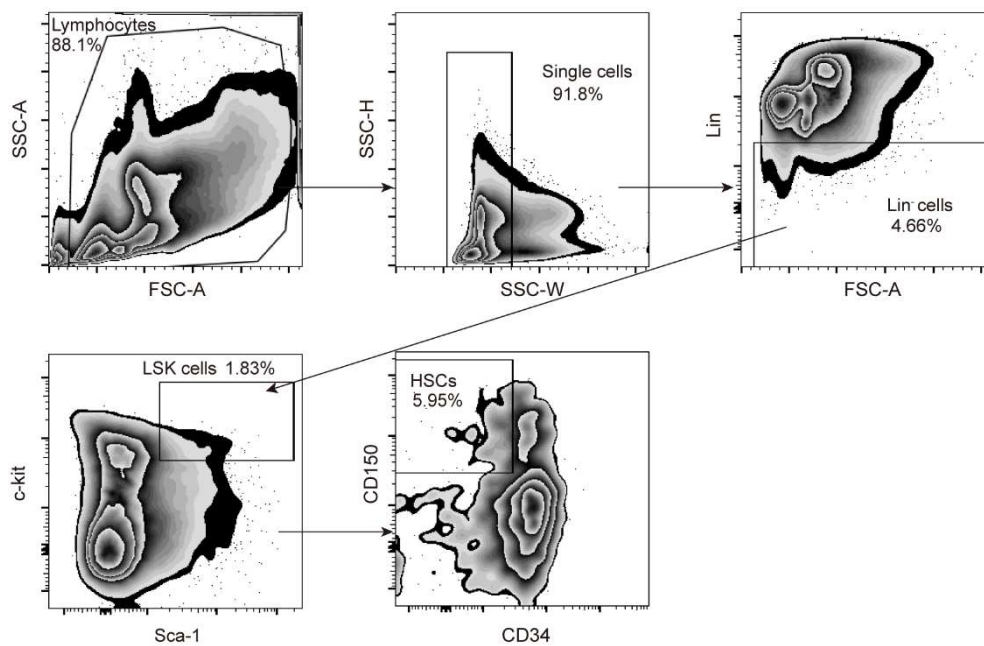

**Supplementary Fig 12. Graphical representations of flow cytometry gating strategies.**

Graphical representations of flow cytometry sequential gating strategy for Fig. 2l.

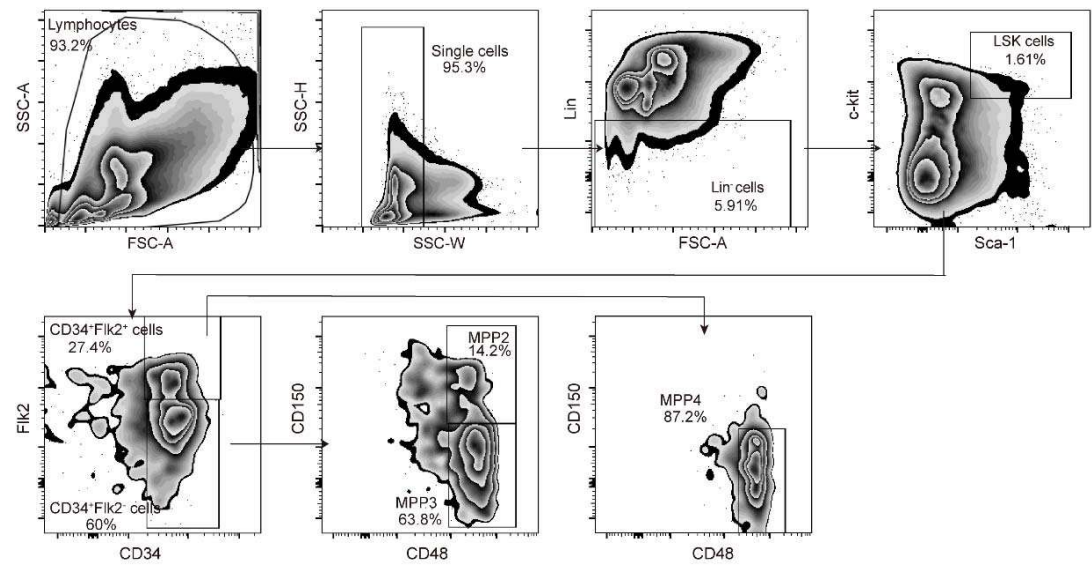

Graphical representations of flow cytometry sequential gating strategy for Fig. 2m.

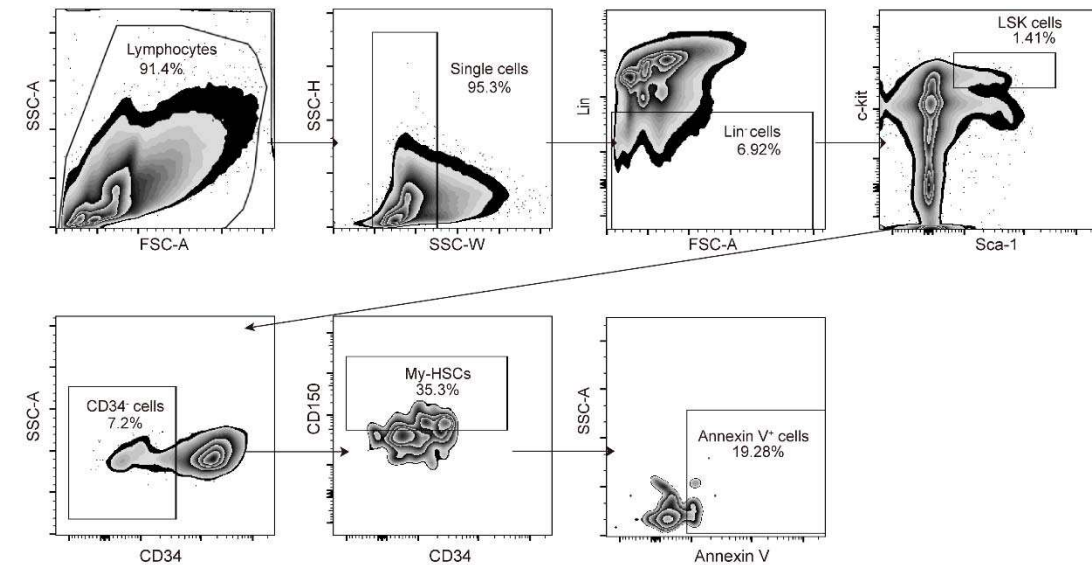

**Supplementary Fig 12. Graphical representations of flow cytometry gating strategies.**

Graphical representations of flow cytometry sequential gating strategy for Fig. 2n.

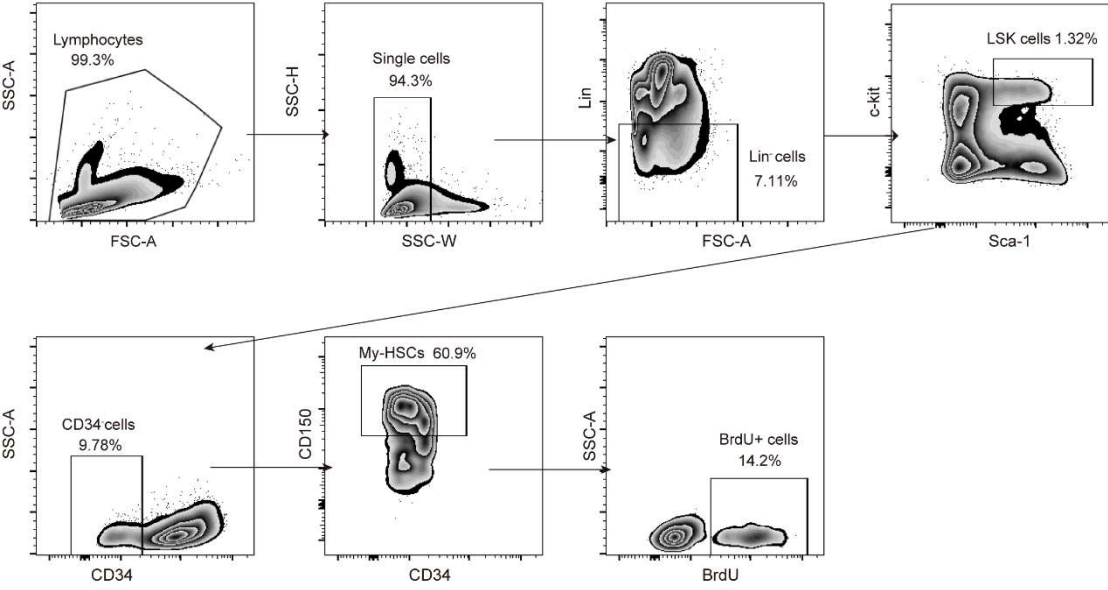

Graphical representations of flow cytometry sequential gating strategy for Fig. 2o.

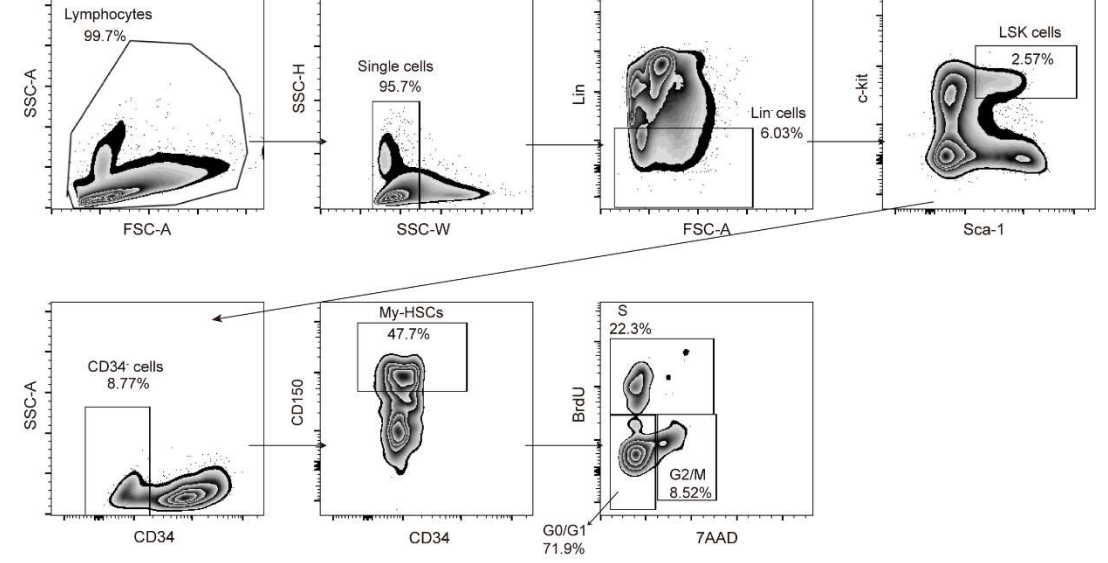

**Supplementary Fig 12. Graphical representations of flow cytometry gating strategies.**

Graphical representations of flow cytometry sequential gating strategy for Fig. 3h, Supplementary Fig. 6a.

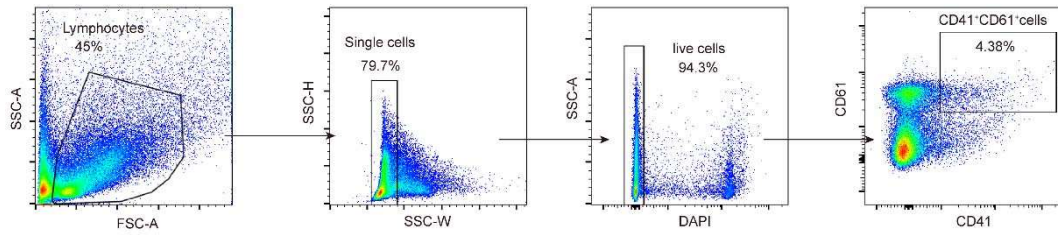

Graphical representations of flow cytometry sequential gating strategy for Fig 4b (myeloid, T, B cells), Supplementary Fig. 5g-h.

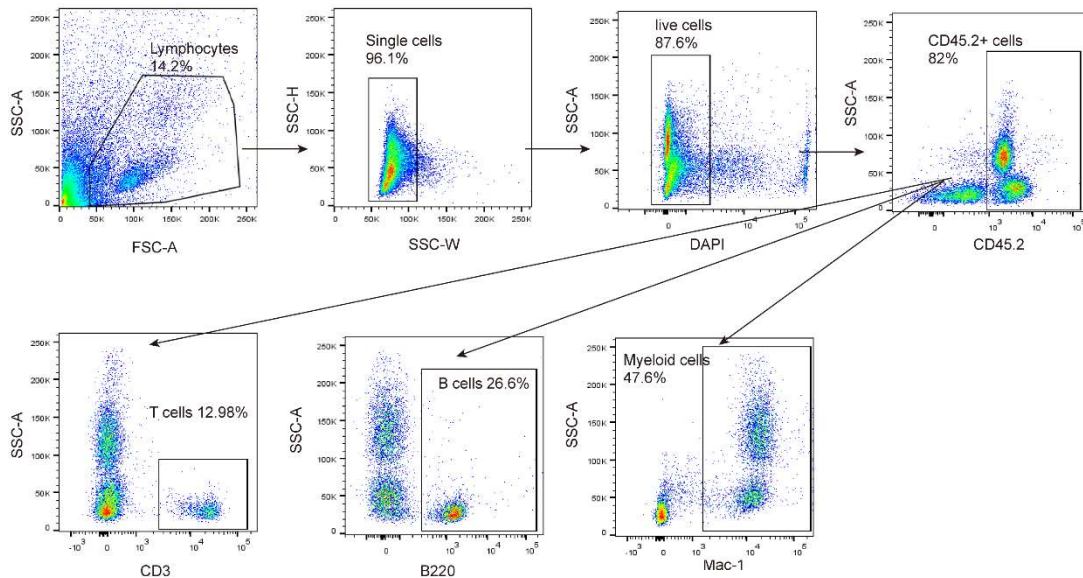

**Supplementary Fig 12. Graphical representations of flow cytometry gating strategies.**

Graphical representations of flow cytometry sequential gating strategy for Fig. 4e-g, j.

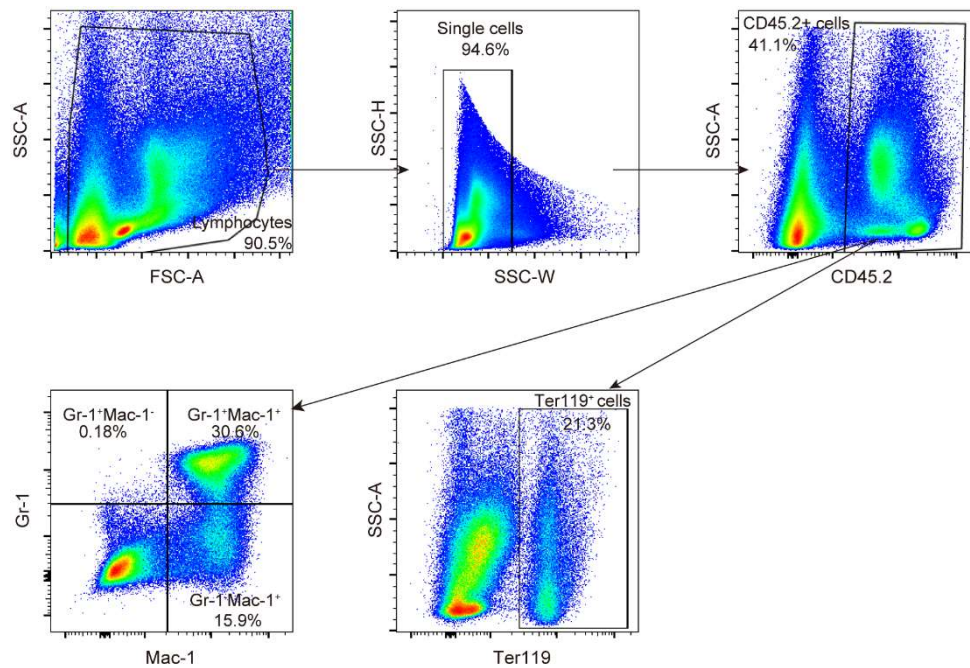

Graphical representations of flow cytometry sequential gating strategy for Fig. 4h-i.

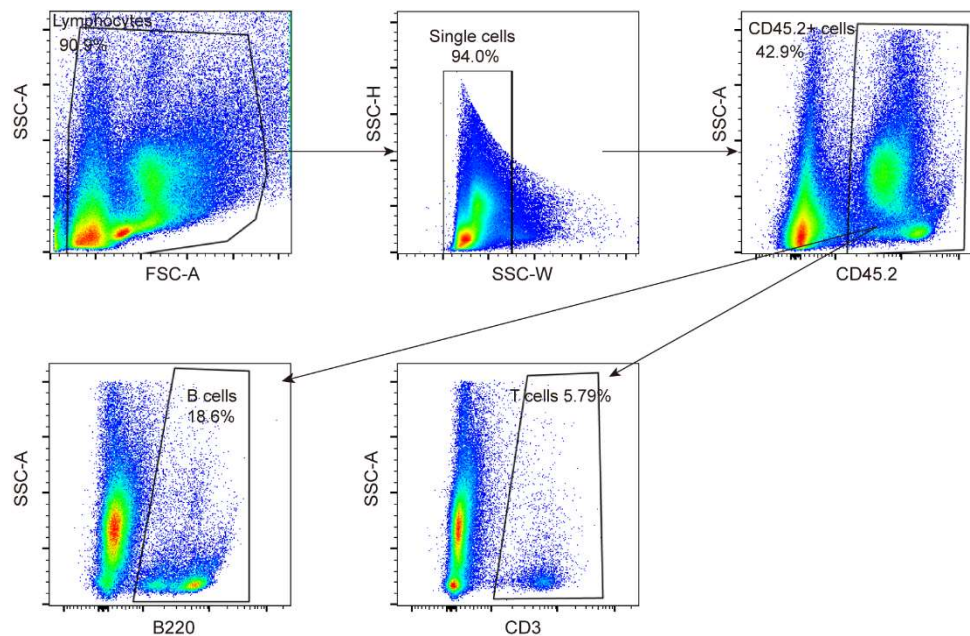

**Supplementary Fig 12. Graphical representations of flow cytometry gating strategies.**

### Supplementary Table 1

Summary of tumor transfer experiments

| Donor cell                              | Morbidity (%) | Disease   | Latency<br>(days) |
|-----------------------------------------|---------------|-----------|-------------------|
| <b>Noncompetitive transplantations</b>  |               |           |                   |
| Ctrl                                    | 0             | N/A       | N/A               |
| <b>Reintroduction of <i>Gadd45g</i></b> |               |           |                   |

## Supplementary Table 2

Combination of antibodies for flow cytometric analysis

| Antibody             | Color                                 | Source                           | Clone number                                                          |
|----------------------|---------------------------------------|----------------------------------|-----------------------------------------------------------------------|
| CD45.2               | PerCp-Cy5.5, PE                       | eBioscience (San Diego, CA, USA) | 104                                                                   |
| Ter119               | PE/Cy7                                | eBioscience                      | TER-119                                                               |
| Gr-1                 | PE, APC/Cy7                           | eBioscience                      | 1A8-Ly6g                                                              |
| Mac-1                | APC, PE/Cy7                           | eBioscience                      | M1/70, ICRF44                                                         |
| CD3                  | PE                                    | eBioscience                      | 145-2C11                                                              |
| B220                 | PerCp/Cy5.5, APC                      | eBioscience                      | RA3-6B2                                                               |
| Lineage cocktail     | Biotin                                | Miltenyi Biotec                  | 53-7.3,<br>M1/70.15.11.5,<br>RA3-6B2,<br>REA115, RB6-<br>8C5, Ter-119 |
| Streptavidin         | APC/Cy7                               | BD Biosciences                   | N/A                                                                   |
| c-Kit                | BV605, APC,<br>PerCP/Cy5.5,<br>PE/Cy7 | BD Biosciences                   | 2B8                                                                   |
| Sca-1                | PE/Cy7, BV786                         | BD Biosciences                   | D7                                                                    |
| CD34                 | FITC, eFlour 660,<br>BV421            | BD Biosciences                   | RAM34                                                                 |
| CD135 (Flt-3)        | PE, APC, BV421                        | BD Biosciences                   | A2F10.1                                                               |
| CD16/32 (FccRII/III) | PE, PerCP/Cy5.5                       | BD Biosciences                   | 2.4G2                                                                 |
| IL-7R                | PE                                    | BD Biosciences                   | SB/199                                                                |
| CD48                 | FITC, BV510                           | BD Biosciences                   | HM48-1                                                                |
| CD150                | BV786, PE                             | BioLegend (San Diego, CA, USA)   | TC15-12F12.2                                                          |
| hCD45                | PE                                    | BD Biosciences                   | HI30                                                                  |

### Supplementary Table 3

Gating strategies for flow cytometric analysis

| Target cells         | Gating strategies                                                                                                               |
|----------------------|---------------------------------------------------------------------------------------------------------------------------------|
| MPP2                 | CD34 <sup>+</sup> Flk2 <sup>-</sup> CD150 <sup>+</sup> CD48 <sup>+</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>+</sup> |
| MPP3                 | CD34 <sup>+</sup> Flk2 <sup>-</sup> CD150 <sup>-</sup> CD48 <sup>+</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>+</sup> |
| MPP4                 | CD34 <sup>+</sup> Flk2 <sup>+</sup> CD150 <sup>-</sup> CD48 <sup>+</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>+</sup> |
| HSCs                 | CD34 <sup>-</sup> CD150 <sup>+</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>+</sup>                                     |
| LT-HSCs              | CD34 <sup>-</sup> Flk2 <sup>-</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>+</sup>                                      |
| My-biased HSCs       | CD34 <sup>-</sup> CD150 <sup>high</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>+</sup>                                  |
| Ly-biased HSCs       | CD34 <sup>-</sup> CD150 <sup>low</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>+</sup>                                   |
| CMFs                 | CD34 <sup>+</sup> CD16/32 <sup>-</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>-</sup>                                   |
| GMPs                 | CD34 <sup>+</sup> CD16/32 <sup>+</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>-</sup>                                   |
| MEFs                 | CD34 <sup>-</sup> CD16/32 <sup>-</sup> Lin <sup>-</sup> c-Kit <sup>+</sup> Sca-1 <sup>-</sup>                                   |
| CLPs                 | Lin <sup>-</sup> IL-7R $\alpha$ <sup>+</sup> c-Kit <sup>low</sup> Sca-1 <sup>low</sup>                                          |
| Granulocytes         | Gr-1 <sup>+</sup>                                                                                                               |
| Monocytes/macrophage | Mac-1 <sup>+</sup>                                                                                                              |
| Neutrophils          | Gr-1 <sup>+</sup> Mac-1 <sup>+</sup>                                                                                            |
| B lymphocytes        | B220 <sup>+</sup>                                                                                                               |
| T lymphocytes        | CD3 <sup>+</sup>                                                                                                                |
| Erythrocytes         | Ter119 <sup>+</sup>                                                                                                             |
| Megakaryocytes       | CD41 <sup>+</sup> CD61 <sup>+</sup>                                                                                             |

## Supplementary Table 4

Oligonucleotide sequences used for constructs

| Name                         | Forward                                                                     | Reverse                                                                 |
|------------------------------|-----------------------------------------------------------------------------|-------------------------------------------------------------------------|
| pLKO.1-shGADD45g-1-GFP       | CCGGCTCGACGCTG<br>CAGATCCATTTCTCG<br>AGAAATGGATCTGCA<br>GCGCGATGTTTTTTG     | AATTCAAAAACCTCGACGC<br>TGCAGATCCATTTCTCGA<br>GAAATGGATCTGCAGCGC<br>GATG |
| pLKO.1-shGADD45g-2-GFP       | CCGGCCCGACAATG<br>TGACCTTCTGTCTCG<br>AGACAGAAGGTCAC<br>ATTGTCGGGTTTTTG      | AATTCAAAAACCCGACAA<br>TGTGACCTTCTGTCTCGA<br>GACAGAAGGTCACATTGT<br>CGGG  |
| pLKO.1-shCtrl-GFP            | CCGGGTCACCGTAG<br>TCTCGTACACTCTCG<br>AGAGTGTACGAGAC<br>TACGGTGACTTTTTT<br>G | AATTCAAAAAGTCACCGT<br>AGTCTCGTACACTCTCGA<br>GAGTGTACGAGACTACGG<br>TGAC  |
| pLKO.1-shRAC2-Puro           | CCGGAGGAGATTGA<br>CTCGGTGAAATCTC<br>GAGATTTACCCGAGT<br>CAATCTCCTTTTTTG      | AATTCAAAAAGGAGATT<br>GACTCGGTGAAATCTCGA<br>GATTTACCCGAGTCAATC<br>TCCT   |
| pLKO.1-shCtrl-Puro           | CCGGGCTAAGATGG<br>AGGACTAAGTTCTCG<br>AGAACTTAGTCCTCC<br>ATCTTAGCTTTTTTG     | AATTCAAAAAGCTAAGATG<br>GAGGACTAAGTTCTCGAG<br>AACTTAGTCCTCCATCTTA<br>GC  |
| Plvx-tight-hGADD45g-GFP-Puro | TTGCGGCCGCAAGC<br>CACCATGACTCTGG<br>AAGAAGTCCGA                             | CCGGAATTCTCAGATTAC<br>AAGGATGACGACGATAAG<br>CTCGGGGAGGGTGATGC<br>T      |
| Plvx-tight-mGadd45g- Puro    | CCGGAATTGCGCCAC<br>CATGACTCTGGAAG<br>AAGTCCG                                | CCGCTCGAGTCACTCGG<br>GAAGGGTGATGC                                       |
| Tet-pLKO-puro-GADD45g        | CCGGCCCGACAATG<br>TGACCTTCTGTCTCG<br>AGACAGAAGGTCAC<br>ATTGTCGGGTTTTTG      | AATTCAAAAACCCGACAA<br>TGTGACCTTCTGTCTCGA<br>GACAGAAGGTCACATTGT<br>CGGG  |

### Supplementary Table 5

Sequences of forward and reverse primers used in the genotyping and qRT-PCR assays

| Gene                               | Forward                       | Reverse                       |
|------------------------------------|-------------------------------|-------------------------------|
| <b>Primers used for genotyping</b> |                               |                               |
| Gadd45g                            | GGCCTTGTCTGGTAGTGG<br>TCTTACA | CCTCATTCCCCATCACCCAG<br>TCTCG |
| Vav-Cre                            | AGATGCCAGGACATCAGG<br>AACCTG  | ATCAGCCACACCAGACACA<br>GAGATC |
| <b>Primers used for qRT-PCR</b>    |                               |                               |
| Human                              |                               |                               |
| β-ACTIN                            | CGAGCGCGGCTACAGCTT            | CCTTAATGTCACGCACGATT          |
| GADD45g                            | GCCGGCGTCTACGAGTCA            | CCAGCACACAGAAGGTCAC<br>ATT    |
| RAC2                               | CAACGCCTTTCCCGGAGA<br>G       | TCCGTCTGTGGATAGGAGA<br>GC     |
| Mouse                              |                               |                               |
| Gadd45g                            | TTCGTGGTCGACACAATG<br>ACT     | GGACTTTGGCGGACTCGTA<br>GA     |
| Gadd45a                            | CCGAAAGGATGGACACG<br>GTG      | TTATCGGGGTCTACGTTGAG<br>C     |
| Gadd45b                            | CAACGCGGTTTCAGAAGAT<br>GC     | GGTCCACATTCATCAGTTTG<br>GC    |

## Supplementary Table 6

Primers used for Methylation-specific PCR and ChIP-qPCR

| Gene                       | Forward                     | Reverse                   |
|----------------------------|-----------------------------|---------------------------|
|                            | MS-PCR                      |                           |
| GADD45g<br>(Methylation)   | TATTTAGTTTCGATTTTA<br>CGCGT | AAAACGAACAAATTACGAC<br>CG |
| GADD45g<br>(Unmethylation) | TATTTAGTTTTGATTTTA<br>TGTGT | AAAACAAACAAATTACAAC<br>CA |
|                            | ChIP-PCR                    |                           |
| GADD45g<br>(+567-+6)       | GCCAGGCGAGATGAAA<br>TCTG    | TGATGTAAATGAGGCGG<br>CGAG |

# Supplementary material for: Gadd45g insufficiency drives the pathogenesis of myeloproliferative neoplasms
**Source:** Nat Commun. 2024 Apr 6;15:2989. doi: 10.1038/s41467-024-47297-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Proteins detected by LC-MS/MS by anti-GADD45g IP in c-kit+ BM cells of wild-type mice.

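The table lists proteins that came down with an antibody against GADD45g from lysates of c-kit+ BM cells and were identified by liquid chromatography and tandem mass spectrometry. For each protein it gives the sequence coverage, which is the percentage of its amino acids found in detected peptides, and the numbers of all and of unique peptides. The sheet names 1 precipitate, that of GADD45g, and the proteins listed are as many as the total it states. Of their 454 distinct gene names, 446 were matched to GENCODE M21, and without immunoglobulins they gave 426 genes. RAC2 had a coverage of 24.5% from 4 peptides, 3 of them unique. RhoG had 23.6% from 4 peptides, 3 of them unique, and a fragment of RhoA had 16.4% from 1 peptide, while no entry carried the gene name *Rac1* or *Cdc42*. The 10 genes with the highest coverage were *Actb*, *Tpm3*, *Srsf3*, *Rpl27*, *Myl9*, *Rpl30*, *Rps15a*, *Capza2*, *Srsf7* and *Myh9*, from 85.7% down to 46.5%. The Ctrl RNA-seq library comes from the same kind of cells, although not from the lysates used for the precipitate, and it also held fragments on marker genes of mature blood cells. In it *Rac2* (ENSMUSG00000033220), on the reverse strand of chromosome 15 from 78559167 to 78572783, had 332 FPKM with a 95% Wilson interval of 327 to 338. *Rac1* (ENSMUSG00000001847), on the reverse strand of chromosome 5 from 143503634 to 143528036, had 63.5 FPKM with an interval of 61.7 to 65.4. *Rac2* was thus 5.24 times *Rac1*, and 3.61 times when recovered fragments were not divided by gene length. The 413 listed genes above 0 FPKM had a median of 42.2 FPKM, against 1.72 FPKM over the 21061 genes above 0 that are not immunoglobulin genes. None of 10000 random lists of the same size reached that median, and the middle 95% of their medians ran from 1.14 to 2.54 FPKM. Across the 413 genes, the coverage and log2 FPKM had a Spearman's rho of 0.27 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give, Benjamini-Hochberg adjusted p = 2.7e-05 over 8 relations). Pearson's r was 0.26 (permutation p = 1e-05, adjusted p = 2.7e-05). Genes are not independent replicates. From this list the paper identified RAC2 as a potential interacting protein of GADD45g. Its case for the interaction also rests on co-immunoprecipitation with Western blot, in mouse c-kit+ BM cells and in HEL and SET-2 cells, and on colocalization. For RAC1 it reports no interaction.

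**Figure D4:**
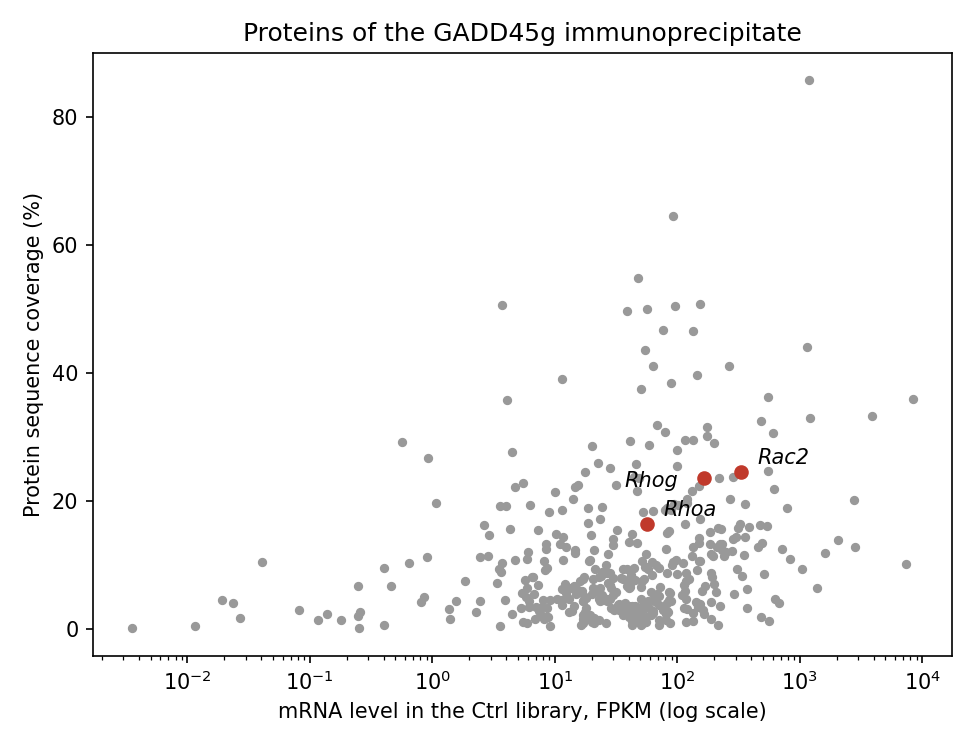
Protein sequence coverage in percent in the GADD45g precipitate (vertical axis) against the mRNA level in FPKM on a log scale in the Ctrl library (horizontal axis). Each point is 1 of 413 genes above 0 FPKM, and *Rac2*, *Rhog* and *Rhoa* are in red, at a coverage of 24.5%, 23.6% and 16.4%.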

# Supplementary material for: Gadd45g insufficiency drives the pathogenesis of myeloproliferative neoplasms
**Source:** Nat Commun. 2024 Apr 6;15:2989. doi: 10.1038/s41467-024-47297-2
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | SYSMEX XN-1000 Sysmex's flagship analyzer for blood cell count;<br>FACS Canto™II or FACS LSRII or FACS ArialIII (BD) for FACS;<br>chemiDoc (Biorad) for Western blot;<br>ABI 7500 Sequence Detection System for qRT-PCR;<br>UltraVIEW VoX spinning disk confocal system (PerkinElmer) for immunofluorescence;<br>Bio-Plex MAGPIX (Luminex/Bio-Rad) for cytokine quantification;<br>The RNA sequencing library was prepared and sequenced on Illumina HiSeq 4000 platform;<br>Whole exome sequencing data was obtained using Illumina Novaseq 6000 platform;<br>Mice were imaged utilizing Caliper IVIS Lumina II in vivo imaging system (Caliper Life Sciences, Hopkinton, Massachusetts, USA). |
| Data analysis   | FACSDiva software v 6.1.3 (BD) or FlowJo software v10.6.2 (Tree Star) for analysis of FACS results;<br>Figures with statistic were generated with GraphPad Prism v8;<br>Image J v1.42;<br>QuantStudio™ Design & Analysis Software for gene expression analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The main data supporting the findings of the study are available within the manuscript and Supplementary Information files. RNA-Seq data have been deposited in NCBI's GEO repository under accession number GSE229495 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229495>]. WES data have been deposited in NCBI's Sequence Read Archive under accession number PRJNA918529 [<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA918529>]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the iProX partner repository with the dataset identifier PXD039261 [<https://www.iprox.cn//page/project.html?id=IPX0005710000>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Bone marrow specimens from healthy volunteers and patients with newly diagnosed MPNs: female and male ;  
Human cord blood: healthy postpartum women.

Reporting on race, ethnicity, or other socially relevant groupings

We do not use or collect data about ethnicity.

Population characteristics

Bone marrow specimens were collected from healthy adult donors and patients with newly diagnosed MPNs at the Institute of Hematology and Blood Diseases Hospital, Chinese Academy of Medical Sciences. The patient cohort consisted of 21 males and 14 females with a median age of 53 years (range: 14-72 years). 16 patients were diagnosed with ET, 19 patients were diagnosed with PV. Human cord blood (CB) was obtained from healthy postpartum women. Sex and/or gender of participants was determined based on self-report.

Recruitment

Healthy adult donors and patients with newly diagnosed MPNs at the Institute of Hematology and Blood Diseases Hospital were recruited. To protect donors' privacy, samples have been de-identified. There are no known biases affecting patient recruitment, selection of samples, or in analysis.

Ethics oversight

All primary samples from human subjects were obtained after informed consent. All laboratory experiments with primary samples were conducted according to the ethical principles for medical research and approved by the Ethics Committee of the Institute of Hematology and Blood Diseases Hospital.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For in vivo experiments, sample sizes were determined based on our previous experience (Guo D, et al. Blood, 2021 Aug 12;138(6):464-479, doi: 10.1182/blood.202008229; Nan W, et al. Blood, 2021 May 27;137(21):2907-2919, doi: 10.1182/blood.2020007489), which was sufficient to generate statistically significant results (p value 0.05). For in vitro experiments, at least three independent biological replicates were performed. Such sample sizes are typical for the in vitro experiments and sufficient for a statistical analysis. Sizes of human samples were based on the sample availability and the consistency of measurable differences between groups. No statistical method was used to predetermine sample size.

Data exclusions

All data were included in this study.

Replication

Each experiment in this study was independently repeated for at least 3 times to generate final conclusion. All attempts at replication were successful yielding similar results.

Randomization

For in vivo experiments, mice were randomly allocated to each group. For cell line-based experiments, randomization was not required because all samples were analyzed equally.

## Blinding

For most of the animal experiments, investigators were not blinded to group allocation as they needed to be aware of the mouse genotypes during treatment steps. Blinding was implemented during Wright-Giemsa and H&E staining, as well as in the quantification of bioluminescence imaging. In human experiments, blinding was not feasible during sample collection, as investigators needed to document the types of diseases. Researchers were blinded to the expression levels of GADD45g when performing the colony formation assay. Blinding was impractical for cell experiments since the investigators responsible for group allocation were also involved in performing treatments, sample processing, data collection, and data analysis

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibodys for FACS:  
 CD45.2-PerCp-Cy5.5 (45045482, eBioscience, clone 104)  
 CD45.2-PE (56045481, eBioscience, clone 104 )  
 Ter119-PE-Cy7 (25592182, eBioscience, clone TER-119)  
 Gr-1-PE (12966882, eBioscience, clone 1A8-Ly6g)  
 Mac-1-APC (47011282, eBioscience, clone M1/70)  
 Mac-1-PE-Cy7 (25011842, eBioscience, clone ICRF44)  
 CD3-PE (12003182, eBioscience, clone 145-2C11)  
 B220-PerCp-Cy5.5 (45045282, eBioscience, clone RA3-6B2)  
 B220-APC (47045282, eBioscience, clone RA3-6B2)  
 Lineage cocktail Biotin (130092613, Miltenyi Biotec, clone 53-7.3, M1/70.15.11.5, RA3-6B2, REA115, RB6-8C5, Ter-119)  
 Streptavidin-APC-Cy7 (554063, BD Biosciences)  
 c-Kit-BV605 (563146, BD Biosciences, clone 2B8)  
 c-Kit-APC (553356, BD Biosciences, clone 2B8)  
 c-Kit-PerCp-Cy5.5 (560557, BD Biosciences, clone 2B8)  
 c-Kit-PE-Cy7 (561681, BD Biosciences, clone 2B8)  
 Sca-1-PE-Cy7 (561021, BD Biosciences, clone D7)  
 Sca-1-BV786 (563991, BD Biosciences, clone D7)  
 CD34-FITC (560238, BD Biosciences, clone RAM34)  
 CD34-BV421 (562608, BD Biosciences, clone RAM34)  
 CD135 (Flt-3)-PE (553842, BD Biosciences, clone A2F10.1)  
 CD135 (Flt-3)-APC (560718, BD Biosciences, clone A2F10.1)  
 CD135 (Flt-3)-BV421 (562898, BD Biosciences, clone A2F10.1)  
 CD16/32-PE (553145, BD Biosciences, clone 2.4G2)  
 CD16/32-PerCp-Cy5.5 (560540, BD Biosciences, clone 2.4G2)  
 IL-7R-PE (552543, BD Biosciences, clone SB/199)  
 CD48-FITC (557484, BD Biosciences, clone HM48-1)  
 CD48-BV510 (563536, BD Biosciences, clone HM48-1)  
 CD150-BV785 (115937, BioLegend, clone TC15-12F12.2)  
 CD150-PE (162605, BioLegend, clone TC15-12F12.2)  
 hCD45-PE (555483, BD Biosciences, clone HI30)

Antibodys for Western blot:  
 GADD45g (sc393261, Santa Cruz, clone B-1)  
 AKT (9272S, Cell Signaling Technology, Polyclonal)  
 AKT phospho-Ser473 (4060, Cell Signaling Technology, clone D9E)  
 PI3K (ab154598, Abcam, polyclonal)  
 PI3K phospho-Y607 (ab182651, Abcam, polyclonal)  
 PAK1 (2602, Cell Signaling Technology, Polyclonal)  
 PAK1 phospho-Ser144 (2606, Cell Signaling Technology, Polyclonal)  
 RAC2 (ab191527, Abcam, polyclonal)  
 GAPDH (2118, Cell Signaling Technology, clone 14C10)  
 JAK2 (3230, Cell Signaling Technology, clone D2E12)

phospho-JAK2 (Tyr1007/1008) (3776, Cell Signaling Technology, clone C80C3)  
 β-Actin (sc-81178, Santa Cruz, clone ACTBD11B7)

Antibodies for immunofluorescence:  
 GADD45g (sc393261, Santa Cruz, clone B-1)  
 RAC2 (abx001053, Abcam, Polyclonal)  
 RAC1 (ab97732, Abcam, polyclonal)

Antibody for chip assay:  
 Anti-acetyl-Histone H3 (Lys9) (9649, Cell Signaling Technology, clone C5B11)  
 Anti-acetyl-Histone H4 (acetyl K8) (ab45166, Abcam, clone EP1002Y)  
 Normal rabbit IgG antibodies (ab172730, Abcam clone EPR25A)

## Validation

The antibodies used in this work were purchased from companies, and validated by the manufacturers and by extensive use in published work.  
 The antibodies used for flow cytometry in this manuscript are commonly used, commercially available clones. The primary antibody vendors used in this project (eBioscience, BD Biosciences, Biolegend, and Miltenyi Biotec) carry out extensive validation processes for flow cytometry antibodies. These are selected from high-affinity clones, tested for binding across multiple assays.  
 Other antibodies used for western blot, immunofluorescence, Immunoprecipitation and chip assay have been validated by the manufacturer (Cell Signaling Technology, Santa-Cruz, Abcam and Abcam), Validation certificates can be found on the manufacturer's websites as follows:  
 Anti-AKT (9272S):<https://www.cellsignal.cn/products/primary-antibodies/akt-antibody/9272>  
 Anti-AKT phospho-Ser473(4060): <https://www.cellsignal.cn/products/primary-antibodies/phospho-akt-ser473-d9e-xp-174-rabbit-mab/4060>  
 Anti-PAK1 (2602):<https://www.cellsignal.cn/products/primary-antibodies/pak1-antibody/2602>  
 Anti-PAK1 phospho-Ser144 (2606):<https://www.cellsignal.cn/products/primary-antibodies/phospho-pak1-ser144-pak2-ser141-antibody/2606>  
 Anti-GAPDH (2118):<https://www.cellsignal.cn/products/primary-antibodies/gapdh-14c10-rabbit-mab/2118>  
 Anti-JAK2 (3230):<https://www.cellsignal.cn/products/primary-antibodies/jak2-d2e12-xp-174-rabbit-mab/3230>  
 Anti-phospho-JAK2 (Tyr1007/1008) (3776):<https://www.cellsignal.cn/products/primary-antibodies/phospho-jak2-tyr1007-1008-c80c3-rabbit-mab/3776>  
 Anti-acetyl-Histone H3 (Lys9) (9649):<https://www.cellsignal.cn/products/primary-antibodies/acetyl-histone-h3-lys9-c5b11-rabbit-mab/9649>  
 Anti-GADD45g (sc393261):<https://www.scbt.com/p/gadd-45gamma-antibody-b-1?requestFrom=search>  
 Anti-β-Actin (sc-81178):<https://www.scbt.com/p/beta-actin-antibody-actbd11b7?requestFrom=search>  
 Anti-PI3K (ab154598):<https://www.abcam.cn/products/primary-antibodies/pi-3-kinase-catalytic-subunit-gammapi3k-gamma-antibody-ab154598.html>  
 Anti-PI3K phosphor-Y607 (ab182651):<https://www.abcam.cn/products/primary-antibodies/pi-3-kinase-p85-alpha-phospho-y607-antibody-ab182651.html>  
 Anti-RAC2 (ab191527):<https://www.abcam.cn/products/primary-antibodies/rac2-antibody-ab191527.html>  
 Anti-RAC1 (ab97732):<https://www.abcam.cn/products/primary-antibodies/rac1-antibody-ab97732.html>  
 Anti-acetyl-Histone H4 (acetyl K8) (ab45166):<https://www.abcam.cn/products/primary-antibodies/histone-h4-acetyl-k8-antibody-ep1002y-chip-grade-ab45166.html>  
 Normal rabbit IgG antibodies (ab172730):<https://www.abcam.cn/products/primary-antibodies/rabbit-igg-monoclonal-epr25a-isotype-control-ab172730.html>  
 Anti-RAC2 (abx001053):<https://www.abbexa.com/rac2-antibody-p-39939>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

HEL (TIB-180) and SET-2 (ACC 608) cells were obtained from American Type Culture Collection (ATCC) and German Collection of Microorganisms and Cell Cultures, respectively. Luciferase-expressing HEL92.1.7 cells (HEL92.1.7-Luc cells, NM-B24-TG01) were purchased from Shanghai Model Organisms Center, Inc. (Shanghai, China). 293T cells (CRL-11268) were obtained from ATCC.

### Authentication

Authentication and associated testing were performed by the vendors.  
 HEL, SET-2 and 293T cell lines were validated using STR analysis by the vendors. Luciferase activity assay was performed before inoculating HEL92.1.7-Luc cells by the vendors.

### Mycoplasma contamination

HEL, SET-2, 293T and HEL92.1.7-Luc cell lines were tested negative for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified line was involved in this study.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Gadd45gflox/WT mice (6-8 weeks old, 5 females, C57BL/6N strain) were purchased from Biocytogen Pharmaceuticals (Beijing, China). C57BL/6J and C57BL/6J.SJL mice (6-8 weeks old, male and female) were purchased from the animal facility of the State Key Laboratory of Experimental Hematology (SKLEH). NOD-PrkdcscidIL2rgtm1(NSG) mice (6-8 weeks old, 40 females, strain# N-000002) were purchased from Beijing HFK Bio-Technology Co. Ltd (Beijing, China). B6.Cg-Commd10Tg(Vav1-icre)A2Kio/J (Vav-Cre) mice (6-8 weeks

old, 2 males and 2 females, strain# 008610) were purchased from Jakson Lab. Gadd45gflox/WT mice were crossed with Vav-Cre mice to generate Gadd45gflox/WT; Vav-Cre and Gadd45gflox/flox; Vav-Cre mice. Mice were maintained at macroenvironmental temperature of 21-22°C, humidity (48-52%), in a conventional 12:12 light/dark cycle with lights on at 6:00 a.m. and off at 6:00 p.m. All animal studies were approved by the Institutional Animal Care and Use Committees of SKLEH. All mice were kept under specific pathogen-free conditions with free access to food and water in accordance to Swiss federal regulations.

|                         |                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | No wild animals were used in this study.                                                                                                                     |
| Reporting on sex        | The findings apply to both sexes.                                                                                                                            |
| Field-collected samples | This study did not involve samples collected from field.                                                                                                     |
| Ethics oversight        | All animal experiments were performed in compliance with institutional guidelines and approved by the Institutional Animal Care and Use Committees of SKLEH. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | The bone marrow cell suspensions were flushed from femurs and tibiae. Spleen cells were pestled by the plug of a 10 mL syringe and then filtered. Cells were centrifuged and resuspended in incubation buffer (PBS containing 2% FBS) with primary antibodies for 30 minutes on ice. Cells were then washed with incubation buffer and incubated for 40 minutes with secondary antibodies on ice. After washing, cells were resuspended in incubation buffer, filtered through mesh and analyzed.                                                               |
| Instrument                | FACS Canto™II, FACS LSRII, FACS AriaIII                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                  | FlowJo software v10.6.2 (Tree Star)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Cell population abundance | The frequencies of the key cell populations are shown in the figures. Fig. 1c shows the gates and frequencies of myeloid-biased (My-biased) and lymphoid-biased (Ly-biased) hematopoietic stem cells. Supplementary Fig. 4f shows the gates and frequencies of granulocyte/monocyte progenitors (GMP), common myeloid progenitors (CMP) and megakaryocyte/erythroid progenitors (MEP). Fig. 4j and Supplementary Fig. 8d show the gates and frequencies of apoptotic cells. Fig. 4k shows the gates and frequencies of cells in different phases of cell cycle. |
| Gating strategy           | Cell debris was excluded using FSC/SSC gates, aggregates were excluded using SSC-H/SSC-W gates. Boundaries between positive and negative staining cell populations were defined by using fluorescence minus one controls.                                                                                                                                                                                                                                                                                                                                       |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

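RNA of sorted c-kit+ BM cells was sequenced by the authors on an Illumina HiSeq instrument. The data processed here are 1 library, that of Ctrl mice with the wild-type genotype. The library of *Gadd45g*+/- mice with MPN was not analysed here, so no differential expression was computed. The deposited values are FPKM, 1 value for each of 54532 Ensembl mouse genes, made by the authors by dividing the fragments on a gene by its length and by the library's total. The aligner, counting method, genome build, annotation, strandedness and number of mice are not named in the paper's text. An FPKM value compares genes of different length within the library, and it is lowered for every gene alike where a few genes take a large share of the fragments.

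Gene names, lengths and coordinates were taken from GENCODE M21 on GRCm38, in which 37 of the gene identifiers were missing. The length of a gene is the number of bases covered by any of its exons. FPKM values times these lengths were whole multiples of a common step for 20547 of 21313 genes above 0, or 96.4%, with the lower share on chromosomes 17, 18 and 19, whose cause was not tested. The multiples, rounded to whole numbers, were taken as recovered fragments. They sum to 17113323, of which 15899824 lie on genes whose multiple was whole, and totals over lists of genes include the rounded multiples of the other 766 genes. They were used for the depth, for 95% Wilson intervals and for some of the alternatives. Intervals cover counting error only, since fragments that share a PCR origin are not independent and 1 library holds no spread between mice. For a gene listed at 0, the limit is the FPKM that 3 fragments would give. A single gene whose multiple is not whole was given no interval.

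On simulated fragments for the same genes, with 5% of the lengths made wrong, the fragments of 100% of the genes with a right length came back exactly (19237 genes). Of 100 random lists of 200 genes, 4% were called apart, and of 100 lists drawn toward high levels, 100% were (21313 genes in the background).

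Because the values are FPKM and not counts, a gene was called detected at 1 FPKM, levels were compared in FPKM, and the share of a marker list is its share of the summed FPKM. The rule for the genes named in the text was set before the data were examined. It takes in the genes the paper names in mouse cells with their family members, the sorting and lineage markers, sex-linked genes, the cytokines of Fig. 9a, the 10 genes with the highest level and the 10 genes of Supplementary Data 1 with the highest coverage. Marker lists for GMP, MEP, HSC, mature neutrophils, erythroid cells, megakaryocytes, B cells, T cells, basophils and mast cells, and macrophages were set at the same time, after Supplementary Data 1 had been read. Some genes of these lists are not reported here. Adding up 5 of them, the neutrophil, erythroid, B cell, T cell and macrophage lists, was chosen after the values were seen.

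Gene names of Supplementary Data 1 were matched by symbol (438 names) or by a RefSeq synonym of GRCm38 (446 names in all), immunoglobulin genes were left out, and a gene with several proteins was given its highest coverage. The median level of the list was set beside 10000 random lists of the same size drawn from genes above 0 FPKM. The relation of coverage to log2 FPKM, with no pseudocount since all values are above 0, was given as Spearman's rho and Pearson's r with permutation tests of 100000 resamples. The alternatives were other detection minimums, totals without the 10 most abundant genes or without mitochondrial genes, fragments in place of FPKM, other backgrounds and lists of proteins, and unique peptides in place of coverage. The primers of Supplementary Table 5 were searched for as exact matches in 1 transcript of each gene. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.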

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

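The tests in this part were chosen after the values had been seen. In the Ctrl library of c-kit+ BM cells, fragments fell on marker genes of mature blood cells, which the paper does not discuss for this library, above the 3 fragments that a count of 0 allows. That limit is low, and the HSC list, with no gene at 1 FPKM, passed it too, with 166 recovered fragments. There were 769969 recovered fragments on the 9 mature neutrophil genes, led by *S100a9* at 26677 FPKM, the highest gene of the library, and *S100a8* at 8623 FPKM. The 6 erythroid genes had 710535, led by *Hba-a1* at 25466 FPKM. The 6 B cell genes had 106785, with *Igkc* at 4323 FPKM and *Ighm* at 2005 FPKM. The 5 macrophage genes had 8595, the 5 basophil and mast cell genes 5491, the 7 megakaryocyte genes 2933 and the 5 T cell genes 1288, which is 0.00753% of all fragments. The macrophage total includes the rounded multiple of *Csf1r*, and the basophil and mast cell total that of *Prss34*. Neither multiple was whole, so these totals are less certain. *S100a9* is also among the cytokine genes taken from Fig. 9a. How many of these genes the sorted progenitors themselves express cannot be read from this library.

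RNA of red cells alone would leave the other lists low, yet all 25 genes of the neutrophil, B cell, T cell and macrophage lists reached 1 FPKM. This concerns those 4 lists, and RNA of red cells as the source of the erythroid genes stays open. Fragments shared among the near-identical haemoglobin genes would not raise *Alas2* and *Slc4a1*, which held 0.731% of the fragments against 0.0165% if fragments were spread evenly over detected genes. How far sharing changed the haemoglobin values themselves stays open. Division by gene length raises short genes, but without it the neutrophil, erythroid, B cell, T cell and macrophage lists still held 9.33% of the fragments (95% Wilson interval, 9.32% to 9.35%), against 0.256% for an even spread. Division by gene length therefore does not account for the whole pattern, although the share of 26.1% in FPKM was larger. An even spread is a low bar, which any list of well-expressed genes would pass.

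A candidate explanation is that mature blood cells of several lineages were among the sequenced cells, and it was not tested independently. All 31 genes of these 5 lists reached 1 FPKM, but this is the observation that prompted the hypothesis and does not add to it. Expression of these genes by the sorted progenitors cannot be told apart from it, since 1 bulk library does not show which cell a transcript came from. The median of the neutrophil list was 9.13 times that of the GMP list, the median of the erythroid list was 57.9 times that of the MEP list, and 29 of the 31 genes were above *Kit*. None of these values is one that either explanation excludes, and for the B cell, T cell and macrophage genes no value here separates them either. Whether the library resembles unsorted marrow cannot be told apart either, because *Kit*, at 7.17 FPKM, has no unsorted library to be set beside here. The design names no other condition, so no biological explanation was tested.

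*Xist*, which is transcribed from the inactive X chromosome, had 4400 recovered fragments, and the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* had 1 fragment in all. Cells of male mice alone would give fragments on the Y-linked genes and at most about 3 on *Xist*, and the 4400 on *Xist* argue against that. A pool with many male cells beside female ones would likewise give fragments on the Y-linked genes. The 1 fragment in all argues against such a pool in this library. An annotation without Y-linked genes was also tested, and the values list all 4 of them. The paper states that male and female mice were both used in all of its studies, that mice of the same sex were divided into experimental groups, and that its findings apply to both sexes. It does not name the sex of the Ctrl mice in this library, and no biological explanation was tested further.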

How the results depend on the processing

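No paired analysis was possible because the data analysed here are 1 library without a replicate number. Most alternatives were set before the data were examined. The share in recovered fragments, the minimum of 10 recovered fragments and the protein-coding background were chosen after seeing the data.

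The number of detected genes, 12111 at 1 FPKM, was 17950 at 0.1 FPKM and 14469 at 10 recovered fragments, both within 1.5 times, and 5111 at 10 FPKM, which is lower by construction. The median of the 133 genes reported from the lists set in advance was 18.4 FPKM, and 20.1 FPKM when the 10 most abundant genes were left out of the total, a factor of 1.09 that is the same for every gene. Leaving out mitochondrial genes gave 18.8 FPKM, a factor of 1.02 that is likewise the same for every gene. The level of *Gadd45g* was 21.1 and 19.7 FPKM under these. Both lie within its interval, but an interval of counting error cannot decide whether a common factor matters. The ratio of *Rac2* to *Rac1* fell from 5.24 to 3.61 without division by gene length, because the exons of *Rac1* are longer (4496 against 3103 nucleotides).

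The share of the neutrophil, erythroid, B cell, T cell and macrophage lists went from 26.1% of the summed FPKM to 4.49% without the 10 most abundant genes and to 9.33% of recovered fragments. The first change follows from the alternative itself, since 8 of those 10 genes are on these lists, and the second from the short length of the most abundant genes among them. The shares of all 7 single lists changed as well, by different amounts. Without the 10 most abundant genes 4 were higher and 3 lower, and in recovered fragments 2 were higher and 5 lower. The macrophage share, 0.0474% of summed FPKM, was 0.0639% and 0.0502% under these alternatives, the last with the rounded multiple of *Csf1r* included. The megakaryocyte share, 0.0147%, was 0.0198% and 0.0171%. Both shares thus stayed within 1.5 times.

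The list of GADD45g immunoprecipitate genes had a median 24.5 times that of the background. The ratio ran from 6.08 against genes at 1 FPKM or more to 38.8 for fragments not divided by gene length, with 10.0 against protein-coding genes, and in all 6 settings the median lay above 100% of the random lists. Spearman's rho of coverage and mRNA level was 0.27, and from 0.19 to 0.22 under the 3 alternatives, with permutation p from 1e-05 to 0.00014. Pearson's r was 0.066 (permutation p = 0.18) with unique peptides in place of coverage, the exception among these relations, and the cause was not tested. Depth limits the genes near 1 FPKM, such as *Ccl2*, at 1.50 FPKM from 27 recovered fragments with a 95% Wilson interval of 1.03 to 2.19 FPKM. The spread between mice is unknown at any level, since there are no replicates.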

Other observations

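The tests in this part, on the median level and on the coverage of the immunoprecipitated proteins, were chosen before the values were seen. All values are from the single Ctrl library.

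Of the PAK family, *Pak2* had 34.0 FPKM (95% Wilson interval, 32.9 to 35.1), which is 3.01 times *Pak1* at 11.3 FPKM (interval, 10.5 to 12.2). *Pak4* had 5.82 FPKM and *Pak6* 0.0729 FPKM, while *Pak3* and *Pak5*, named *Pak7* in the annotation, are listed at 0, which allows up to 0.0199 and 0.0292 FPKM. These mRNA levels do not measure the activity of the PAK proteins.

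Of the 15 cytokine genes taken from Fig. 9a, where the proteins were measured in serum, 7 reached 1 FPKM in the Ctrl library of c-kit+ BM cells. That library also held fragments on marker genes of mature blood cells, so these levels cannot be assigned to the progenitors. Apart from *S100a9*, *Il1b* had 123 FPKM, *Ccl3* 64.7 FPKM and *Il12a* 5.36 FPKM. *Il4* had 2.01 FPKM from 39 recovered fragments, *Il6* 0.548 FPKM and *Csf2*, the gene of GM-CSF, 0.158 FPKM from 2 recovered fragments. *Il2*, *Il12b* and *Csf3* are listed at 0. *Jak2* had 31.7 FPKM, *Hdac1* 41.6 FPKM and *Hdac2* 18.8 FPKM.

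A hypothesis is that proteins were detected in the GADD45g immunoprecipitate where their mRNA is abundant. The median of the listed genes lay above 100% of 10000 random lists of the same size, and the rank correlation of coverage with mRNA level was 0.272 across 413 genes. Both are consistent with the hypothesis, and the correlation leaves most of the variation in coverage unexplained. Abundant proteins are easier to detect by mass spectrometry whether or not they bind GADD45g, so these tests do not separate binding from background. An abundant mRNA was not enough for a protein to be listed, since *Cdc42*, at 195 FPKM, has no entry. No biological explanation was tested.

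The mature blood cell lists were also compared with Supplementary Data 1. It names 7 of the 9 mature neutrophil genes, 2 of the 5 macrophage genes, 1 of the 6 erythroid genes, 1 of the 7 megakaryocyte genes, 1 of the 5 basophil and mast cell genes, 1 of the 6 GMP genes, and 0 of the B and T cell genes, immunoglobulin entries without a gene name aside. The lists were set after that table had been read, so these numbers are a description and not a test.

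As the supplement's text gives them, 2 of the 6 qRT-PCR primers for *Gadd45g*, *Gadd45a* and *Gadd45b* had no exact match in the transcript of their gene. Whether the printed table or its extracted text differs from the primers used was not tested.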
